# Retinal ganglion cell-derived semaphorin 6A segregates starburst amacrine cell dendritic scaffolds to organize the mouse inner retina

**DOI:** 10.1242/dev.204293

**Published:** 2024-11-26

**Authors:** Rebecca E. James, Natalie R. Hamilton, Lola Nicole Huffman, Matthew P. Brown, Victoria N. Neckles, R. Jeroen Pasterkamp, Loyal A. Goff, Alex L. Kolodkin

**Keywords:** Retinal patterning, Starburst amacrine cells, Sema6A, Direction selectivity

## Abstract

To form functional circuits, neurons must settle in their appropriate cellular locations, and then project and elaborate neurites to contact their target synaptic neuropils. Laminar organization within the vertebrate retinal inner plexiform layer (IPL) facilitates pre- and postsynaptic neurite targeting, yet the precise mechanisms underlying establishment of functional IPL subdomains are not well understood. Here, we explore mechanisms defining the compartmentalization of OFF and ON neurites generally, and OFF and ON direction-selective neurites specifically, within the developing mouse IPL. We show that semaphorin 6A (Sema6A), a repulsive axon guidance cue, is required for delineation of OFF versus ON circuits within the IPL: in the *Sema6a* null IPL, the boundary between OFF and ON domains is blurred. Furthermore, Sema6A expressed by retinal ganglion cells (RGCs) directs laminar segregation of OFF and ON starburst amacrine cell dendritic scaffolds, which themselves serve as a substrate upon which other retinal neurites elaborate. These results demonstrate that RGCs, the first type of neuron born within the retina, play an active role in functional specialization of the IPL.

## INTRODUCTION

Elaboration of neural circuitry is facilitated by restricted synapse formation between distinct neuronal cell types within specific layers of laminated regions in the nervous system, and early born neurons can provide a scaffold upon which later born neurons elaborate their neurites. The vertebrate retina includes bipolar cells (BCs), amacrine cells (ACs) and retinal ganglion cells (RGCs), which synaptically connect in ∼10 sublaminae within the inner plexiform layer (IPL). Understanding how retinal laminar organization develops has been guided by work on direction-selective (DS) circuits, which activate direction-selective ganglion cells (DSGCs) to respond to image motion.

The IPL is divided into OFF and ON subregions reflecting responses to the diminution or enhancement of illumination, respectively (Zhang et al., 2017). ON-OFF DSGCs (ooDSGCs) tuned to fast motion in the four cardinal directions have dendrites stratifying in both OFF (sublayer S2) and ON (S4) IPL sublayers (Dhande et al., 2015). DSGCs tuned to slower motion that stabilize images on the retina, ON DSGCs (oDSGCs), belong to the accessory optic system (AOS) and stratify in S4 (Hamilton et al., 2021). Projections from select classes of BCs and ACs connect with DSGCs in S2 and S4, including OFF-starburst amacrine cell (SAC) and ON-SAC subtypes, which stratify their dendrites in S2 or S4, respectively. SACs are among the first neurons to elaborate neurites (Stacy and Wong, 2003). As their dendritic arbors develop, they form the S2 and S4 IPL sublaminae, which serve as scaffolds that instruct subsequent DSGC and BC neurite stratification (Ray et al., 2018; Duan et al., 2018; Peng et al., 2017). In zebrafish, RGCs serve a transient role in organizing the earliest AC projections within the IPL, suggesting that signals from RGCs impact AC neurite guidance during early stages of IPL lamination (Kay et al., 2004).

Several molecular cues contribute to murine DS circuit development. SAC cell body settling in the inner nuclear layer (INL; OFF-SACs) or the ganglion cell layer (GCL; ON-SACs), and SAC mosaic cell body spacing within these layers, requires the cell-surface protein MEGF10 (Kay et al., 2012). In SACs, homotypic dendrite self-avoidance requires protocadherins (Lefebvre et al., 2012). Classical cadherins and contactin cell-adhesion molecules mediate BC axon and DSGC dendrite targeting to the SAC scaffolds (Duan et al., 2014, 2018; Peng et al., 2017). Interactions between the fibronectin leucine-rich repeat transmembrane 2 (FLRT2) receptor and the transmembrane UNC5 ligand abrogate FLRT2-latrophilin (LPHN) adhesive interactions, influencing DSGC dendrite targeting to correct IPL strata (Prigge et al., 2023). The transmembrane protein semaphorin 6A (Sema6A) and its plexin A2 (PlexA2) receptor also play key roles. Sema6A is enriched in ON regions of the IPL (Matsuoka et al., 2011a), and *Sema6a* loss of function leads to mis-stratification of SAC dendrites, disruption of ON-SAC dendritic arbor morphology, and loss of ON, but not OFF, ooDSGC DS tuning responses (Sun et al., 2013). However, the cell type(s) in which Sema6A is required for SAC development is unknown due to use, thus far, of a global *Sema6a* loss-of-function allele.

Here, we revisit Sema6A–PlexA2 signaling in retinal development using newly generated mouse models that allow cell type-specific assessments of Sema6A function. We refine our understanding of Sema6A activities during SAC development and uncover distinct functions for Sema6A forward and reverse signaling in aspects of DS circuit formation. We reveal previously unreported roles for Sema6A in RGCs to direct SAC dendrite lamination and to delimit the ON regions of the IPL. These results provide insight into the development of retinal laminar organization.

## RESULTS

### *Sema6a* is not required in SACs for dendritic arbor lamination

To investigate cell type-specific requirements for *Sema6a* in retinal development, we generated a new HA-epitope knock-in *Sema6a* conditional allele (*Sema6a^HA-F^*) that produces N-terminal HA-tagged Sema6A (HA-Sema6A) in the absence of Cre recombinase and does not affect overall retinal lamination (Fig. 1A; Fig. S1A-C). HA-Sema6A expression mirrors endogenous anti-Sema6A (Kerjan et al., *2*005) immunolabeling at postnatal day 10 (P10) (Fig. 1B). This Sema6A antibody can be unreliable, often yielding a speckled, non-specific signal that fails to recapitulate wild-type Sema6A both *in vivo* and *in vitro* (Fig. S1D,E). HA-Sema6A immunolabeling, however, specifically and reproducibly reports Sema6A expression (Fig. 1B).

**Fig. 1.**
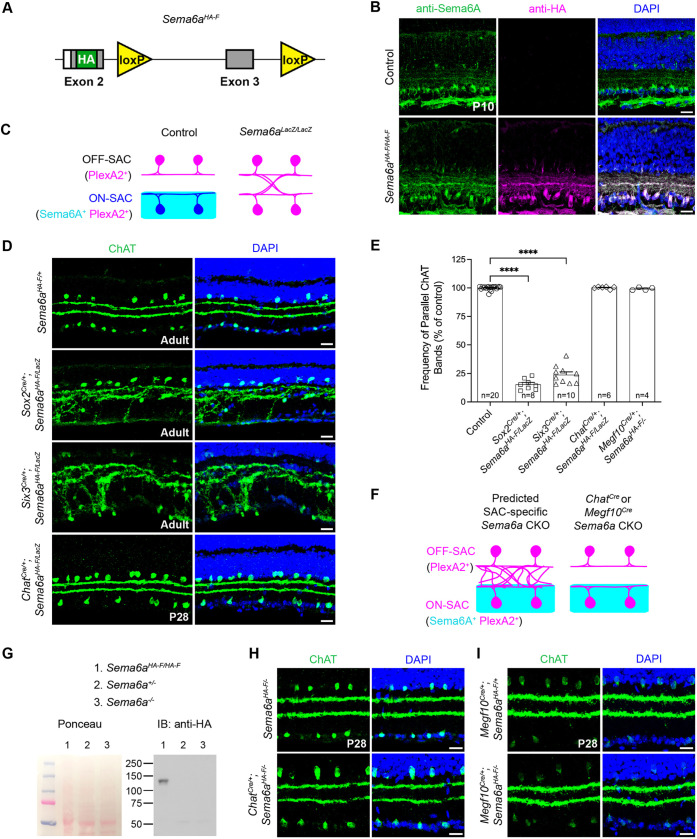
**SAC-derived Sema6A does not contribute to SAC layer-specific dendrite targeting.** (A) *Sema6a* conditional allele design. Cre-mediated loxP recombination generates a frameshift and premature stop codons. (B) Anti-Sema6A and anti-HA in control (C57BL/6) and *Sema6a^HA-F/HA-F^* retinas. (C) Model of Sema6A–PlexA2 expression and SAC lamination defects previously observed. (D) SAC (anti-ChAT) dendrite lamination for the indicated genotypes. (E) Quantification of the frequency of segregated ChAT^+^ SAC strata. Controls were pooled. (F) Predicted and actual SAC-cKO SAC lamination defects. (G) Cortical lysate western blot for HA-Sema6A (∼130 kDa). Ponceau S, loading control. (H,I) SAC lamination in neonatal (*Chat^Cre^*) (H) and embryonic (*Megf10C^re^*) (I) SAC-cKO retinas. *n*, number of retinas. ****P<0.0001; one-way ANOVA, Dunnett's multiple comparison test (MCT). Scale bars: 20 µm.

Based on previous observations using the *Sema6a* gene trap loss-of-function allele (*Sema6a^LacZ^*) (Leighton et al., 2001; Matsuoka et al., 2011a; Sun et al., 2013), we hypothesized that Sema6A in ON-SACs repels OFF-SAC dendrites to segregate the SAC IPL layers (Fig. 1C). To assess cell type-specific roles for Sema6A, we first crossed the *Sema6a^HA-F^* allele to a germline Cre driver (*Sox2^Cre^*; Hayashi et al., 2002) to determine its recombination efficacy. Unexpectedly, germline *Sema6a* loss of function resulted in more severe SAC lamination defects than previously observed in *Sema6a^LacZ/LacZ^* retinas (Sun et al., 2013): SAC dendrite scaffolds were nearly fused (Fig. 1D,E). This fusion phenotype was also evident in the central retina of *Six3^Cre/+^* (Furuta et al., 2000) conditional knockout (cKO) retinas, where Cre is strongly expressed in central, but not peripheral, retinal progenitors (Ray et al., 2018). We next removed *Sema6a* from SACs using *Chat^Cre^* (Rossi et al., 2011), anticipating similar SAC lamination defects (Fig. 1F), yet SAC dendrites were appropriately segregated (Fig. 1D,E).

Might the *Sema6a^LacZ^* allele in *Sema6a^HA-F/LacZ^* mice mask expressivity of lamination defects in *Chat^Cre^* cKO retinas? We examined SAC dendrite segregation in a *Chat^Cre/+^; Sema6a^HA-F^*^/−^ background heterozygous for a *Sema6a* null allele that we generated by germline recombination of *Sema6a^HA-F^* using *Sox2^Cre^* [this new null allele does not produce Sema6A protein (Fig. 1G)], yet SAC IPL lamination was unaffected (Fig. 1H). Since *Chat^Cre^* expression coincides with SAC dendrite lamination (Ray et al., 2018), we used *Megf10C^re^* (Kozlowski et al., 2023 preprint), which is expressed exclusively in SACs embryonically (E16.5) (Peng et al., 2020). Embryonic *Sema6a* cKO in SACs also did not alter SAC lamination (Fig. 1I), demonstrating that SAC-derived Sema6A is dispensable for SAC dendrite segregation.

### *Sema6a* in SACs regulates SAC dendrite arbor elaboration

Sema6A and PlexA2 contribute to ON-SAC dendritic arbor radial symmetry (Sun et al., 2013), suggesting that isoneuronal *trans* repulsive signaling promotes sister dendrite self-avoidance (Fig. 2A). In *Sema6a^LacZ^* mutants, ON-SACs exhibited self-avoidance defects and reduced the dendrite arbor area (∼60%), while OFF-SACs developed normally, although in *Plxna2^−/−^* retinas the OFF-SAC dendrite arbor area was also reduced (∼40%; Sun et al., 2013). We examined morphology in P14 *Sema6a^−/−^* SACs by sparsely recombining *ROSA-LSL^tdTomato^* (Madisen et al., 2010) using *Chat^CreER^* (Rotolo et al., 2008). We observed a 75% reduction in the ON-SAC dendrite arbor area, and the OFF-SAC arbor area was reduced by 45% (Fig. 2B-D). A range of SAC symmetry deficits was observed in *Sema6a^−/−^* retinas (Fig. 2A,B; Fig. S2A). ON-SAC symmetry was more severely disrupted than OFF-SAC symmetry (Fig. 2E,F). Using Cre-dependent *AAV2-FLEX-GFP* viral labeling, we confirmed the persistence of ON-SAC arbor deficits into adulthood (Fig. S2A-C). Dendrite self-avoidance errors, such as those in *Sema6a^LacZ^* mutant ON-SACs (Sun et al., 2013), were evident in both P14 and P42 ON-SACs, and also in P14 OFF-SACs (Fig. 2B). Since the SAC strata are effectively fused in *Sema6a^−/−^* retinas (Fig. 1, see Fig. 5), we were unable to examine gross ON- versus OFF-SAC dendrite plexus organization. *Sema6a^+/−^* heterozygous ON-SAC dendrite self-avoidance (Fig. S2A,B; see inset) and arbor area (Fig. 2C) were also modestly, but significantly, impaired; therefore, *Sema6a* is haploinsufficient for SAC dendrite morphology.

**Fig. 2.**
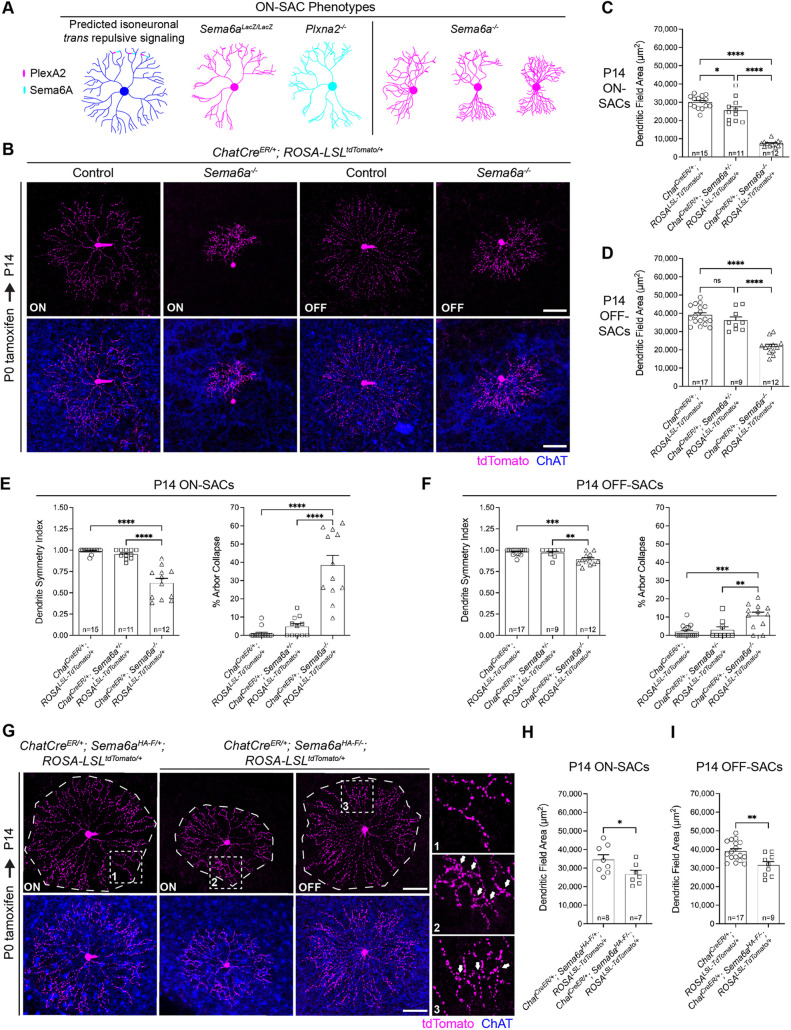
**Sema6A in SACs promotes neurite outgrowth and distal dendrite self-avoidance.** (A) Model of predicted isoneuronal ON-SAC Sema6A–PlexA2 signaling and observed SAC morphological phenotypes. (B) tdTomato-labeled SACs. Control, *Sema6a^+/+^*. (C,D) Quantification of ON-SAC (C) and OFF-SAC (D) dendrite area. (E,F) ON-SAC (E) and OFF-SAC (F) dendritic symmetry and % arbor collapse. (G) tdTomato-labeled, singly targeted *Sema6a* cKO ON- and OFF-SACs. Arrows indicate dendrite self-crossover events. (H,I) Quantification of cell-autonomous impacts of sparse *Sema6a* cKO on ON-SAC (H) and OFF-SAC (I) dendritic field area. The OFF-SAC control in D was used for the comparison in I. *n*, number of SACs. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001; one-way ANOVA, Tukey's MCT. Scale bars: 50 µm.

We next performed sparse *Sema6a* cKO using *Chat^CreER^* and *ROSA-LSL^tdTomat^*^o^ to label SACs. Targeted P14 *Sema6a* cKO ON- and OFF-SACs exhibited distal dendrite crossovers and reduced dendritic arbor area (Fig. 2G-I), demonstrating that isoneuronal repulsive Sema6A signaling cell-autonomously regulates these processes. Surprisingly, cell-autonomous removal of *Sema6a* did not alter SAC symmetry (Fig. 2G). Preservation of SAC radial morphology in SAC-cKO retinas at P42 confirmed that ON-SAC radial symmetry and plexus organization do not require Sema6A in SACs (Fig. S2D-F); only distal dendrite self-avoidance and arbor area were affected by cell-type autonomous loss of *Sema6a* in *Chat^Cre/+^; Sema6a^HA-F/−^* SACs. Therefore, large gaps in ON-SAC plexus organization (arrowheads in Fig. S2A,G; Sun et al., 2013) do not result from the distal dendrite self-avoidance defects that arise when SACs no longer express Sema6A.

In *C. elegans*, isoneuronal semaphorin-plexin signaling regulates the position of presynaptic specializations within both DA8 and DA9 motorneurons, which requires interaxonal interactions between co-fasciculated DA8 and DA9 axons (Mizumoto and Shen, 2013). SAC dendrites are highly co-fasciculated and their synaptic specializations are clearly regionalized; presynaptic specializations concentrate in the distal one-third of the SAC arbor (Briggman et al., 2011). To determine whether Sema6A–PlexA2 signaling contributes to SAC presynaptic specialization, we used *ROSA-LSL-Synaptophysin^tdTomato^* to Cre-dependently label presynapses while conditionally removing *Sema6a* within SACs using *Chat^CreER^*. In P14 *Sema6a^HA-F/LacZ^* cKO retinas, there was an apparent increase in presynaptic specializations in the inner and middle thirds of ON- and OFF-SAC arbors (Fig. S3A,B). Yet synapse localization was preserved in P21 SAC-specific (*Chat^CreER/+^*; *Sema6a^HA-F/−^*) cKO retinas (Fig. S3C,D), suggesting that our initial observations were specific to the presence of the *Sema6a^LacZ^* allele. While we cannot rule out resolution of synapse mislocalization by P21 in *Sema6a^HA-F/−^* cKO mice, synapse distribution was also preserved in P14 *Plxna2* mutant retinas (Fig. S3E,F), suggesting that Sema6a–PlexA2 signaling in SACs is dispensable for their presynaptic specialization.

HA-Sema6A and PlexA2 were enriched at branch points in all cultured SACs examined (Fig. S4), supporting isoneuronal Sema6A–PlexA2 signaling for self-avoidance of branching sister dendrites. Together, these data demonstrate a requirement for Sema6A in all SACs for distal dendrite self-avoidance and arbor elaboration, but not for arbor symmetry or presynaptic specialization, and suggest that perturbations in SAC symmetry and plexus organization in *Sema6a* mutants arise non-cell-autonomously.

### Sema6A is expressed by all SACs

HA-Sema6A expression was not obvious in ON-SACs of P4 and P10 retinal cross-sections (Fig. 3A, arrowheads), so we examined whole-mount retinas. ON-SACs imaged through the GCL center did not appear to express HA-Sema6A, while many RGCs labeled by the pan-RGC marker RBPMS (Rodriguez et al., 2014) were HA-Sema6A positive (Fig. 3B, top). Biasing our imaging plane toward the IPL revealed HA-Sema6A in ON-SACs (Fig. 3B, middle) that appeared to be devoid of HA-Sema6A when imaged through the GCL center (Fig. 3B, top). HA-Sema6A was also evident in OFF-SACs when imaged in a similar fashion (Fig. 3B, bottom). We characterized Sema6A expression across early postnatal development and found that only ∼25% of ON- and OFF-SACs expressed Sema6A at P2, close to when SAC dendrites laminate (Ray et al., 2018; Sun et al., 2013). Between P2 and P4, Sema6A in SACs increases; by P6, HA-Sema6A is detectable in all SACs (Fig. 3C). We previously observed an apparent lack of Sema6A expression in some SACs *in vitro* and in OFF-SACs *in vivo* (Sun et al., 2013), yet here we detect HA-Sema6A in all SACs. We attribute this to the unreliability of anti-Sema6A immunolabeling.

**Fig. 3.**
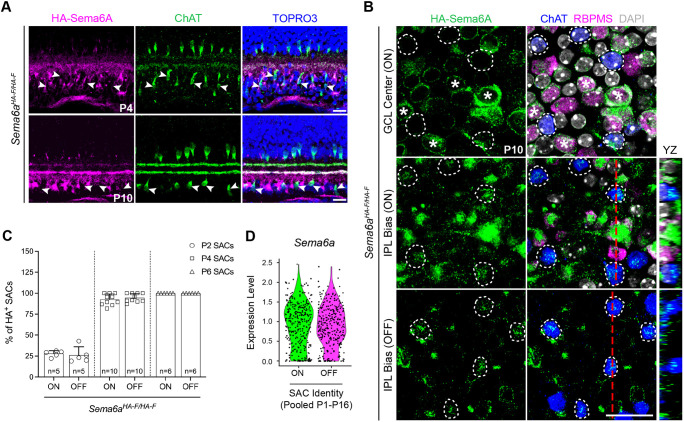
**Sema6A is expressed by both ON- and OFF-SACs.** (A) HA-Sema6A and ChAT immunolabeling in *Sema6a^HA-F/HA-F^* retinas (arrowheads, SAC somas). (B) HA-Sema6A is not evident in ChAT^+^ ON-SACs (dashed circles) in the GCL center (top) but is evident in the same SACs (dashed circles) imaged with a bias toward the IPL (middle). HA-Sema6A is detected in RBPMS^+^ RGCs (asterisks). HA-Sema6A is detected in OFF-SACs (bottom, white circles). Red dashed lines correspond to *yz* orthogonal views. (C) Quantification HA-Sema6A^+^ SACs across early postnatal development. (D) Violin plot of pooled SAC *Sema6a* expression from P1, P4, P8, P11 and P16. *n*, number of retinas. Scale bars: 20 µm.

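Sema6a, which encodes a transmembrane semaphorin, averaged 262.5 ± 251.1 CPM (SD over cells, n = 70 and 73 in the library sets) in the cells of P1, where CPM are counts per 1000000 fragments assigned to genes. The mean was 382.2 ± 275.1 CPM at P4 (n = 93 and 92), 403.3 ± 236.5 at P8 (n = 82 and 84), 205.3 ± 188.98 at P11 (n = 69 and 71) and 106.4 ± 204.99 at P16 (n = 91 and 95). The median cell held 217.1 CPM of Sema6a at P1, 347.8 at P4, 388.9 at P8, 163.4 at P11 and 5.56 at P16. The SD is the spread between cells pooled from several mice, whose labels name no animal, so each age is a single sample and no test between ages was made.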

To investigate the timing and cell types that express *Sema6a*, we generated a *Sema6a^CreER^* knock-in allele (Fig. S5A; see Materials and Methods). *Sema6a^CreER^*-driven expression of *ROSA-LSL^tdTomato^* was evident in ∼20% of all SACs from P1-P3, while ∼70% of RGCs were tdTomato^+^ (Fig. S5B,C). *Sema6a* was also expressed in ∼36% of presumptive displaced non-SAC amacrine cells (arrows in Fig. S5B). *Sema6a^CreER^* reporter activity in SACs peaked at ∼40% by P8 and was nearly absent from P14 onward (Fig. S5D,E).

Since our expression analyses relied on transgenic animals, we confirmed these results by single-cell mRNA sequencing (scRNA-seq). 

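The cells came from retinas in which Cre recombinase made from the Chat locus switches on the red reporter tdTomato, and were sorted singly by fluorescence. Each cell was made into a full-length cDNA library by Smart-seq2, which adds no molecular tags, so sequenced fragments were counted rather than RNA molecules. The deposited tables hold cells of 5 ages in 10 library sets, a pair of sets per age. The authors' labels mark 35 cells as filtered out, and these were left out here as deposited, although the order of the labels is in doubt. The 820 cells used were 70 and 73 in the library sets of P1, 93 and 92 at P4, 82 and 84 at P8, 69 and 71 at P11, and 91 and 95 at P16. The cells of P1 to P11 are labelled ON or OFF in equal number, while the cells of P16 carry no subtype label. No label names an animal, so the cells of an age count as 1 sample, and ages were compared without a test. The median cell held 291256 fragments at P1 (range 101597 to 506331), 233499 at P4 (137883 to 485644), 601373 at P8 (156784 to 1643658), 274165 at P11 (119010 to 565014) and 266579 at P16 (161786 to 488762). The authors aligned the reads to GRCm38 with HISAT2 and estimated the fragments of each gene with Cufflinks. Their count table holds these estimates divided by a scaling ratio of the cell, and it was multiplied by that ratio here to return to fragments. Expression was then taken as counts per 1000000 fragments assigned to genes (CPM) in each cell and averaged over cells. The level of a gene at P1 to P11 is the mean of its averages in the cells labelled ON and in the cells labelled OFF, and its level at P16 is the average over all cells of that age. A cell counted as detecting a gene from 1 fragment on, and shares of cells have exact 95% Clopper-Pearson intervals, which cover counting error only. To compare the labels, fragments were summed per age and label into 8 sums of 12721651 to 64030700 fragments and tested with edgeR's quasi-likelihood test with age as a block.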

P1, P4, P8, P11 and P16 *Chat^Cre/+^; ROSA-LSL^tdTomato/+^* SACs were profiled (see Materials and Methods). 

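The cells of P1, P4, P8 and P11 fell into a group with Fezf1, a zinc finger transcription factor, and a group with Rnd3, an atypical small GTPase. The paper names the clusters with these genes ON and OFF. The group with Fezf1 held 77, 75, 99 and 44 cells at P1, P4, P8 and P11, and the group with Rnd3 held 52, 110, 62 and 78 cells. Both genes had been left out of the clustering, yet of the cells with at least 5 fragments of exactly 1 of them, 97.8% sat in the group of that gene (86 of 94 at P1 and 96 of 97 at P11). Between the groups, 0.938% of 13000 genes differed in edgeR's test at an adjusted p under 0.05, with 58 genes higher in the group with Fezf1 and 64 genes higher in the group with Rnd3. When a gene was tested only between groups made without the genes of its own set of chromosomes (odd or even), 99 genes differed (51 and 48), and 90 of them were among those before. The groups of both tests were made from expression itself, so their p-values do not weigh the grouping against chance. Both ways of grouping placed nearly all cells alike, so the genes shared by the tests are no separate check. Without the cells of P4 the groups differed in 20 genes, and without those of P8 in 21. In the group with Fezf1, the artemin receptor Gfra3 was higher by a log2 fold change of 5.00 (SE 0.75, adjusted p = 0.0403 from edgeR), and Sox9, a transcription factor better known from glia, by 4.15 (SE 0.49, adjusted p = 0.0197 from edgeR). The opioid peptide precursor Pdyn averaged 176.3 CPM in the group with Fezf1 and 21.2 CPM in the group with Rnd3 (log2 fold change 3.22, adjusted p = 0.0403 from edgeR). The cation channel Trpc4, the adhesion protein Cntn5 and the guidance cue Slit2 were also higher there, by 2.74, 2.19 and 2.07 on the log2 scale. In the group with Rnd3, the immunoglobulin protein Igsf21 (log2 fold change -5.89) and the teneurin Tenm3 (-5.69, 377.1 against 5.77 CPM) were higher, as were the homeobox gene Zfhx3 (-3.89), Nell2 (-2.46), the calcium and calmodulin-dependent kinase Camk2d (-2.16) and the adhesion protein Nfasc (-2.14). The adhesion gene Chl1 and the secreted semaphorin Sema3e averaged 21.8 and 15.1 CPM in the group with Rnd3 and were listed at 0 in the group with Fezf1. The clustering set before the data were examined gave, at its main setting, these groups at P4 (110 and 75 cells), but at P1, P8 and P11 it parted off 14, 5 and 18 cells, which were set aside before the rest were clustered again, a step chosen after seeing the data. With a larger number of variable genes it followed Fezf1 and Rnd3 at P8 too, in 99.3% of the cells with 1 of them. At P16 the main setting split 97 from 89 cells with a mean silhouette of 0.0783, against 0.2403 at P4, and against 0.114, 0.205 and 0.147 at P1, P8 and P11 after cells were set aside.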

At each timepoint, except P16, SACs unbiasedly clustered into two groups (Fig. S6A). All clusters were enriched for SAC genes (Fig. S6B-E). 

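Slc18a3, the vesicular acetylcholine transporter, was detected in 98.7% of the cells of the group with Fezf1 at P1 and in 100% of the cells of the group with Rnd3. At P4, P8 and P11 it was detected in 100% of the cells of both groups. Slc18a3 averaged 908 and 846.8 CPM at P1 in the groups with Fezf1 and Rnd3, 929 and 808.1 at P4, 1685 and 1547 at P8, and 1645 and 1656 at P11. Chat, which encodes choline acetyltransferase, was detected in 87.01% and 76.9% of the cells of these groups at P1 and in 97.7% and 100% at P11. Gad1, the GABA-synthesizing enzyme, averaged 1106 and 848.3 CPM at P1 in the groups with Fezf1 and Rnd3 and 2659 and 2526 CPM at P11. The 14, 5 and 18 cells set aside at P1, P8 and P11, which belong to neither group, were lower in these genes, with Chat at 1.16, 7.76 and 59.4 CPM and Gad1 at 27.8, 87.2 and 211.8 CPM. The P16 cells, taken as 1 cluster, detected Slc18a3 in 99.5%, Chat in 87.1% and Gad1 in 100% of cells. The median gene among 14 markers of ganglion cells was detected in 0.699% of cells at P1 and in 0% at P8, P11 and P16. The ganglion cell gene Rbpms was detected in 0 of 91 and 0 of 95 cells in the sets of P16. If a count of 0 is taken to allow 3 cells, in place of the exact interval, its share could be up to 1.61%. Nefh of the same list was detected in 46.4% of cells at P11 and 29.6% at P16. The median among 7 markers of horizontal cells was 7.69% at P1 and 20.5% at P4. Car2 and Calb1, listed as markers of Müller glia and of horizontal cells, were detected in 88.2% and 93.01% of the P16 cells. Rbpms, Nefh, Car2 and Calb1 are examples chosen after their values were seen.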

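Sema6a encodes a transmembrane semaphorin and lies on chromosome 18 of GRCm38 from 47235598 to 47368870. Plxna2 encodes its receptor plexin A2 and lies on chromosome 1 from 194618218 to 194816869. At least 1 fragment of Sema6a was found in 90.2% of cells at P1 (95% interval 84.1 to 94.5), 95.7% at P4 (91.7 to 98.1), 99.4% at P8 (96.7 to 100.0), 95% at P11 (90.0 to 97.97) and 52.2% at P16 (44.7 to 59.5). The shares for Plxna2 were 98.6% at P1, 100% at P4, 99.4% at P8, 98.6% at P11 and 66.7% at P16 (59.4 to 73.4). With each cell thinned to 150000 fragments, 50.0% of P16 cells still held Sema6a. The level of Sema6a was 260.8 CPM at P1, 380.2 at P4, 398.7 at P8 and 203.6 at P11, so the highest of these ages was 1.96 times the lowest. The level of Plxna2 was 601.6, 903, 676.6 and 487.4 CPM at these ages, a range of 1.85 times. At P16 Sema6a was at 106.4 CPM and Plxna2 at 299.96 CPM, which are log2 ratios of -1.54 and -1.15 to the mean of the 4 earlier ages. The P16 library sets held 99.04 and 113.4 CPM of Sema6a, against 182.3 to 457.2 CPM in the 8 earlier sets, and 310 and 290.6 CPM of Plxna2, against 401.98 to 986. Set against P11 alone, the log2 ratios were -0.93 and -0.70. Each age is 1 sample, so neither ratio has a p-value. The paper sets this expression beside its mutant phenotypes, from which it takes the roles of Sema6A in the dendrite elaboration of both subtypes.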

*Sema6a* was expressed by all SACs, *Sema6a* and *Plxna2* levels were comparable across postnatal development, and both were significantly downregulated by P16 (Fig. 3D; Fig. S6F-I), consistent with minimal *Sema6a^CreER^* reporter activity at P14 (Fig. S5D).

Together, these data support the roles for Sema6A in both ON- and OFF-SAC dendrite elaboration revealed by our phenotypic characterizations. Furthermore, SAC dendritic stratification is complete by P1 (Ray et al., 2018), only ∼20% of SACs exhibit *Sema6a* reporter activity neonatally, and Sema6A is robustly expressed by other cell types in the neonatal retina (Fig. 3; Fig. S5). These three observations suggest that another cell type likely promotes Sema6A-mediated SAC dendrite scaffold segregation.

### Forward Sema6A–PlexA2 signaling directs SAC dendritic arbor elaboration

Sema6A can function as a ligand (forward signaling) via PlexA2 or as a receptor (reverse signaling; Battistini and Tamagnone, 2016). To assess reverse Sema6A signaling in SAC development, we used a *Sema6a^ΔCyt^* allele that allows Cre-dependent conditional removal of the Sema6A cytoplasmic domain (Verhagen et al., 2023 preprint). We examined organization of the ON-SAC dendrite plexus as a proxy for radial symmetry, as the ON-SAC plexus has gaps only when SAC radial symmetry is disrupted (note the uniformity in Fig. S2D versus Fig. S2A). Embryonic conditional removal of the Sema6A cytoplasmic domain in *Megf10C^re/+^; Sema6a^ΔCyt^* SACs did not alter SAC plexus uniformity (Fig. S7A,B) or dendrite lamination (Fig. S7C); therefore, Sema6A reverse signaling in SACs is dispensable for SAC dendritic arbor development.

PlexA2, a receptor for forward repulsive Sema6A signaling, is exclusively expressed in SACs in the neonatal retina and is required for SAC dendrite lamination and development (Matsuoka et al., 2011a; Sun et al., 2013). Forward signaling requires plexin cytoplasmic RasGAP activity (Pascoe et al., 2015). We used the *Plxna2^R1746A^* allele (Zhao et al., 2018; *Plxna2^ΔRasGAP^*), in which a point mutation abolishes PlexA2 RasGAP activity, to investigate whether PlexA2 forward signaling impacts SAC development. *Plxna2^+/−^* retinas rarely exhibit SAC strata crossovers, while *Plxna2^ΔRasGAP/−^* retinas exhibit significantly more SAC crossovers (Fig. S7D). This was only ∼27% of *Plxna2^−/−^* retina crossovers, suggesting that PlexA2 RasGAP forward signaling only partially contributes to SAC lamination (Fig. S7D).

We next examined SAC morphology in *Chat^Cre/+^; Plxna2^ΔRasGAP/ΔRasGAP^* retinas transduced with *AAV2-FLEX-GFP*. *Plxna2^ΔRasGAP/ΔRasGAP^* mutant ON-SAC dendrite arbor area and distal dendrite self-avoidance were severely compromised (Fig. 4A-C), and the ON-SAC plexus exhibited large gaps, further supporting the link between ON-SAC radial symmetry and plexus gaps (Fig. 4A, arrowheads). Therefore, forward PlexA2 signaling is required for ON-SAC dendrite arbor area, symmetry and self-avoidance. Few OFF-SACs were sufficiently labeled to permit quantification of OFF-SAC dendritic arbor morphology, but those that were imageable exhibited mostly radial dendritic arbors with distal dendrite self-crossovers (Fig. S7E), strongly suggesting that forward signaling through PlexA2 is required for self-avoidance in all SACs. Large gaps in the OFF-SAC dendritic plexus were not detected in *Plxna2^ΔRasGAP/ΔRasGAP^* mutants (Fig. S7F).

**Fig. 4.**
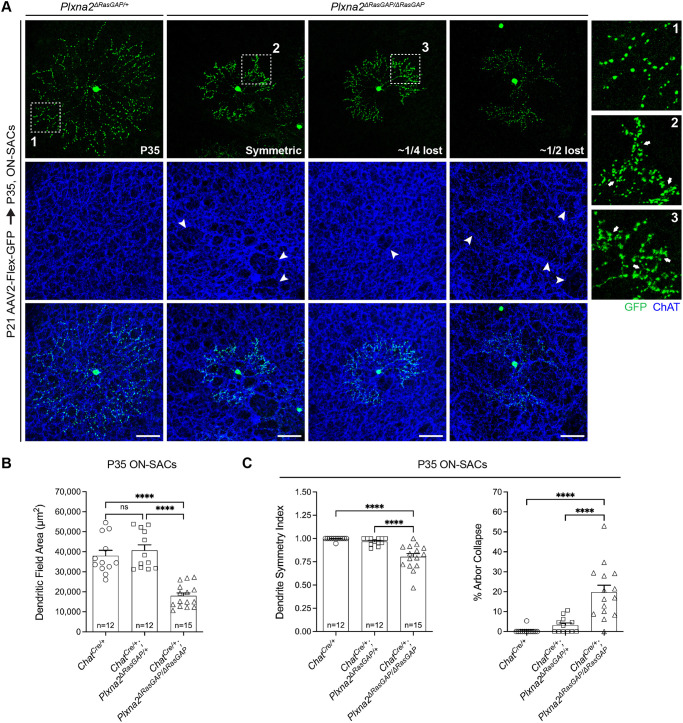
**Forward signaling through the PlexA2 RasGAP domain is required for SAC development.** (A) Representative ON-SACs. Varying degrees of radial symmetry are observed in *Chat^Cre/+^; Plxna2^ΔRasGAP/ΔRasGAP^* ON-SACs. Distal dendrites of every *Plxna2^ΔRasGAP/ΔRasGAP^* ON-SAC examined exhibited self-avoidance errors (arrows). The *Plxna2^ΔRasGAP/ΔRasGAP^* ON-SAC plexus contains large holes and gaps (arrowheads). (B,C) Quantification of P35 *AAV2-FLEX-GFP* labeled ON-SAC dendritic field area (B) and symmetry (C). *n*, number of SACs. ****P<0.0001; one-way ANOVA, Tukey's MCT. Scale bars: 50 µm.

### Sema6A is broadly required for inner retina development

SAC dendrite plexuses serve as scaffolds that direct lamination of incoming retinal neurites (Peng et al., 2017; Duan et al., 2018). Given the severity of *Sema6a^−/−^* SAC lamination defects, we examined inner retinal phenotypes. As expected, the vesicular acetylcholine transporter-positive (VAChT) SAC strata were fused in *Sema6a^−/−^* retinas, and, consistent with our previous findings (Matsuoka et al., 2011a), tyrosine hydroxylase (TH)-expressing ACs dendrites mis-projected into ON IPL layers (Fig. 5A). VGlut3, which labels a population of ACs (Fremeau et al., 2002) stratifying neatly between the S2 and S4 SAC layers, was no longer confined in *Sema6a^−/−^* retinas (Fig. 5B,F).

**Fig. 5.**
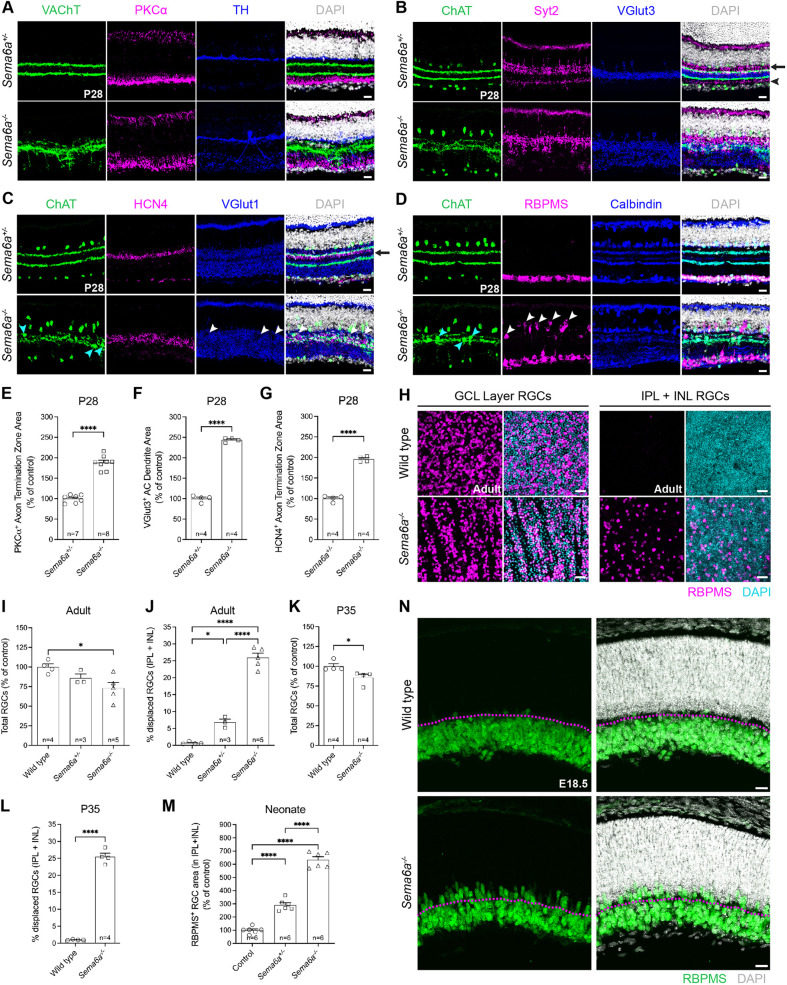
***Sema6a* is broadly required for inner retina development.** (A-D) P28 retinas labeled with: anti-VAChT (SACs), anti-PKCɑ (rod BCs) and anti-tyrosine hydroxylase (TH^+^ ACs) (A); anti-ChAT (SACs), anti-Syt2 (type 2 OFF CBCs, see arrow; type 6 ON CBCs, see arrowhead) and anti-VGlut3 (VGlut3^+^ ACs) (B); anti-ChAT, anti-HCN4 (type 3a BCs) and anti-VGlut1 (BC IPL axon terminals) (C); and anti-ChAT, anti-RBPMS (RGCs) and anti-calbindin (subtypes of RGCs and ACs) (D). (E) Quantification of PKCɑ axon terminal zone expansion. (F) Quantification of VGlut3^+^ AC dendrite mis-stratification. (G) Quantification of HCN4+ axon terminal zone expansion. (H) *Z*-projections of whole-mount retinas. (I,K) Quantification of total RGCs. (J,L) Quantification of IPL+INL displaced RGCs. (M) Quantification of displaced neonatal RGC RBPMS^+^ immunoreactive area. (N) Representative images of RBPMS^+^ RGC mislocalization quantified in M, apical to the magenta dashed line. Wild type, C57BL/6. *n*, number of retinas. *P<0.05; ****P<0.0001; Student's *t*-test or one-way ANOVA with Tukey's MCT. Scale bars: 20 µm in A-D,N; 40 µm in H.

We also noted expansions of the PKCα^+^ rod bipolar cell (RBC; Haverkamp et al., 2003) (Fig. 5A,E), OFF type 2 cone bipolar cell (CBC) (Fig. 5B: arrow, strong synaptotagmin-2 (Syt2) labeling in S1 and S2) and ON type 6 CBC (Fig. 5B: arrowhead, weak Syt2^+^ signal in S5; Fox and Sanes, 2007; Wässle et al., 2009) axon termination zones in *Sema6a^−/−^* retinas. The HCN4^+^ OFF type 3a CBC (Müller et al., 2003) axon termination zone, which usually terminates in a tight band immediately basal to S2, was also expanded (Fig. 5C,G). The HCN4^+^ band is normally immediately apical to the middle of S3, a region with sparse BC axon terminations revealed by vesicular glutamate transporter 1 (VGlut1) (Johnson et al., 2003). This likely represents a boundary between OFF and ON IPL circuits (Fig. 5C, black arrow). In *Sema6a^−/−^* retinas, the BC axon terminal-free (VGlut1^−^) boundary is no longer evident, and frequent holes, corresponding to displaced cell bodies, disrupt VGlut1 immunolabeling (Fig. 5C, white arrowheads). Together, these results suggest a blurring of the boundary separating specialized OFF versus ON domains of the *Sema6a^−/−^* IPL.

Finally, we examined RGC and AC lamination patterns. As in *Sema6a^LacZ/LacZ^* retinas (Matsuoka et al., 2011a), calbindin^+^ neurites basally mis-project in *Sema6a^−/−^* retinas (Fig. 5D). RBPMS^+^ RGC GCL localization was disrupted in *Sema6a^−/−^* retinas (Fig. 5D, white arrowheads), and SACs were often displaced into the IPL (Fig. 5C,D, cyan arrowheads). ON-SACs in the GCL were reduced by ∼45%, and ∼10% of OFF-SACs were missing from the INL of *Sema6a^−/−^* retinas (Fig. S8A,B), which could reflect SAC displacement into the IPL, cell death or a combination of these possibilities. We next assessed apicobasal RGC positioning in whole-mount retinas; RBPMS^+^ RGCs in the IPL and INL were considered ‘displaced’. In adult (>P56) *Sema6a^−/−^* retinas, we observed a 26% loss of total RBPMS^+^ RGCs and a 25% increase in displaced RGCs (Fig. 5H-J). We examined P35 juvenile *Sema6a^−/−^* retinas and observed a loss of ∼15% of total RGCs, indicating that RGC loss increases over time (Fig. 5K). P35 mutant retinas also exhibited a 25% increase in displaced RGCs (Fig. 5L), suggesting that RGC mislocalization remains constant and precedes RGC loss. A marked increase in RGCs apical to the inner neuroblastic layer (INBL) was observed in neonatal (E18.5-P0.5) *Sema6a^−/−^* retinas (Fig. 5M,N). Thus, RGCs are mislocalized early in development, and postnatal RGC loss increases over time, likely reflecting axon targeting defects and, subsequently, a lack of trophic support.

These results show that, in the complete absence of Sema6A, BCs, ACs and RGCs exhibit a broad range of targeting defects. Deficiencies in cell migration and neurite lamination of various retinal cell types suggest distinctions between early and late roles for Sema6A in retinal development.

### Sema6A–Plexin-dependent and -independent mechanisms direct retinal development

PlexA1-A4 are expressed in the developing retina, yet only PlexA2 and PlexA4 are retinal Sema6A receptors (Matsuoka et al., 2011a,b; Sun et al., 2013). *Plxna4* is not absolutely required for SAC lamination (Matsuoka et al., 2011a), but plexin redundancy could mask PlexA4 contributions to this process. We analyzed retinal phenotypes in *Plxna2^−/−^; Plxna4^−/−^* retinas, and SAC lamination defects were no more severe than in *Plxna2^−/−^* retinas (Fig. S8C,F; Sun et al., 2013). The RBC axon termination zone in *Plxna2^−/−^; Plxna4^−/−^* retinas was maintained and, as expected (Matsuoka et al., 2011a), TH^+^ AC dendrites mis-projected into the inner IPL. Thus, the severity of SAC lamination defects in *Sema6a^−/−^* retinas is plexin independent.

Like *Sema6a^−/−^* retinas, in *Plxna2^−/−^; Plxna4^−/−^* double mutants, but not in *Plxna2* or *Plxna4* single mutants (data not shown), Syt2^+^ OFF type 2 CBC, HCN4^+^ OFF type 3a CBC and VGlut1^+^ BC axon terminations were disrupted (Fig. S8D,E), supporting plexin receptor redundancy in guiding BC axons. Targeting of RBC (PKCα^+^; Fig. S8C) and type 6 CBC (arrowheads in Fig. S8D) axons, and VGlut3^+^ AC dendrites (Fig. S8D) was preserved in *Plxna2^−/−^; Plxna4^−/−^* retinas, and mild RGC mislocalization was observed (Fig. S8F). RGC displacement was comparable between *Plxna2^−/−^; Plxna4^−/−^* and *Plxna2^−/−^; Plxna4^+/−^* mutants, but was not impacted in *Plxna2^+/−^; Plxna4^−/−^* mutants (Fig. S8F). Therefore, we quantified RGC displacement in *Plxna2^−/−^* whole-mount retinas and found that total RGC number was unchanged and only 6% of RGCs were displaced (Fig. S8G-I), indicating that RGC displacement and loss in *Sema6a^−/−^* retinas is largely plexin independent.

Together, our examination of retinal neurite lamination patterns reveals unique mechanisms underlying IPL targeting: some cell types, including VGlut3^+^ ACs, RBCs and ON type 6 CBCs, do not require PlexA receptors, and PlexA2 is only minimally required for RGC localization. Neurite mistargeting and RGC localization phenotypes may arise through PlexA-independent Sema6A signaling, but we favor the hypothesis that most deficits arise due to the apicobasal disruption of the SAC scaffolds in *Sema6a^−/−^* retinas. Other cell types, including SACs and OFF type 2 and OFF type 3a CBCs, require Sema6A–PlexA interactions for neurite lamination.

### Sema6A is expressed by ON and ON-OFF DSGCs

Sema6A in SACs is dispensable for SAC lamination (Fig. 1). What is the source of Sema6A that drives SAC scaffold segregation? Sema6A is robustly expressed by RGCs (Fig. 3 and Fig. S5), and subsets of DSGCs have immature dendritic arbors in the IPL at P1 positioned to interact with SACs (Peng et al., 2017). We have previously observed anti-Sema6A immunolabeling of oDSGCs but not ooDSGCs (Sun et al., 2015). HA-Sema6A is expressed in Spig1-GFP^+^ and Hoxd10-GFP^+^ DSGCs (Fig. 6A) of the AOS and their retinorecipient midbrain nuclei, including the medial terminal nucleus (MTN), nucleus of the optic tract (NOT) and dorsal terminal nucleus (DTN) (Fig. 6B; Dhande et al., 2013; Yonehara et al., 2008). We also detected HA-Sema6A in Hb9-GFP^+^ ventral and Drd4-GFP^+^ nasal motion-preferring ooDSGCs (Fig. 6C,D) that project to the shell of the dorsal lateral geniculate nucleus (dLGN) and the outer shell of the superior colliculus (SC) (Zhang et al., 2017). HA-Sema6A was detected within these ooDSGC retinorecipient targets in *Sema6a^HA-F/HA-F^* mice (Fig. 6E,F). To confirm that RGC axon terminals in these image-forming retinorecipient targets express HA-Sema6A, we performed enucleation experiments. HA-Sema6A in the dLGN shell and outer SC disappeared 1 week after unilateral enucleation (Fig. S9A,B). HA-Sema6A was not expressed by RGC axons in non-image forming retinorecipient nuclei (Fig. S9C). These results show that both DSGC subtypes synaptically connected to SACs, oDSGCs and ooDSGCs, express Sema6A, raising the possibility that Sema6A in DSGCs segregates the SAC scaffolds.

**Fig. 6.**
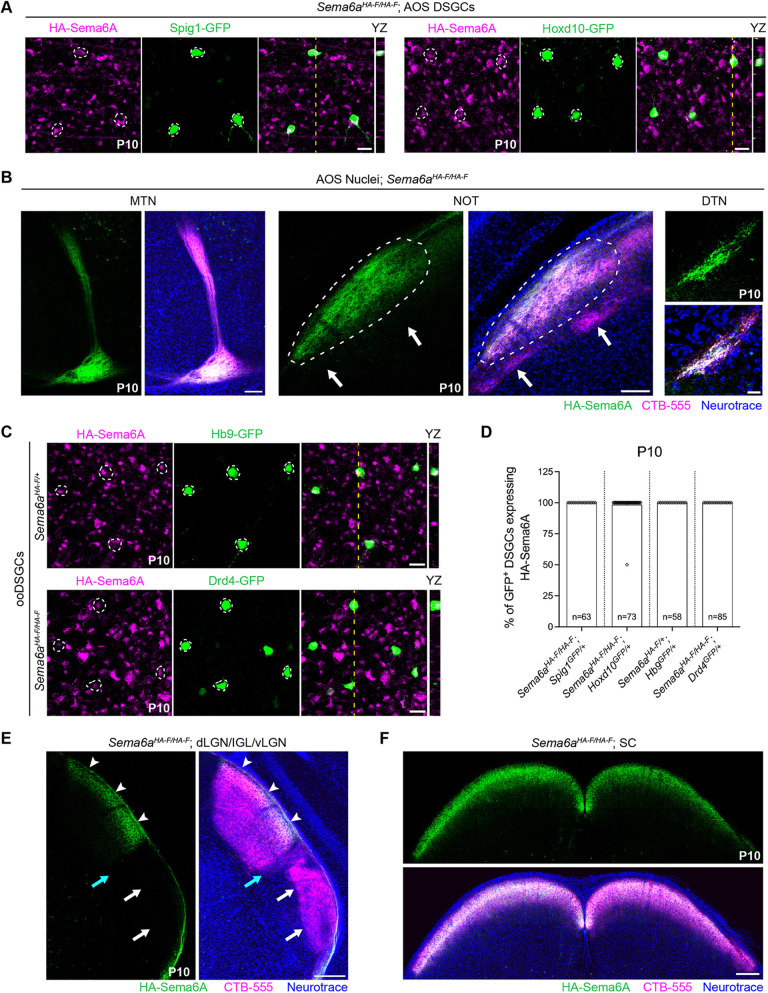
**Sema6A is expressed by ON and ON-OFF DSGCs.** (A) Spig1-GFP^+^ oDSGCs (left) and Hoxd10-GFP^+^ DSGCs (right) express HA-Sema6A. Scale bars: 20 µm. (B) HA-Sema6A in AOS midbrain nuclei, including the MTN, NOT (white dashed line) and DTN. HA-Sema6A is not detected in the olivary pretectal nucleus (white arrows). Scale bars: 100 µm in MTN and NOT; 20 µm in DTN. (C) HB9-GFP^+^ and Drd4-GFP^+^ ooDSGCs express HA-Sema6A. Scale bars: 20 µm. (D) Quantification of the percentage of DSGCs expressing HA-Sema6A per imaged region of interest. (E) HA-Sema6A in the ooDSGC-targeted shell of the dLGN (white arrowheads). The dLGN core, inner geniculate leaflet (cyan arrow) and ventral LGN (white arrows) lack HA-Sema6A. Scale bar: 200 µm. (F) HA-Sema6A expression in superficial ooDSGC target layers of the SC. Scale bar: 200 µm. CTB-555 was binocularly injected at P8 to label retinorecipient nuclei (B,E,F). Dashed circles in A and C outline GFP+ RGC somas; yellow dashed lines represent the *yz* orthogonal presentation (right). *n*, number of cells.

### Sema6A in RGCs influences ON-SAC plexus elaboration and RGC migration

At E14.5, *Sema6A* mRNA is predominantly expressed by presumptive postmitotic RGCs (Fig. S10A), which are basally positioned in the embryonic INBL (Ray et al., 2018) before SAC migration into the INBL (Peng et al., 2020). Thus, RGC-derived Sema6A is situated to influence early retinal patterning. We used *VGlut2^Cre^* to conditionally remove *Sema6a* from embryonic, newly postmitotic RGCs (Wilkinson et al., 2021) in *VGlut2^Cre/+^*; *Sema6a^HA-F/−^* retinas (Fig. S10B). We found that ON-SAC dendritic plexus organization is compromised in these RGC-cKO retinas (Fig. 7A,B). The ON plexus exhibited large gaps reminiscent of *Sema6a^LacZ^* and *Plxna2* mutant retinas (Fig. S2G and Fig. 4A, arrowheads). We measured gap diameter (see Materials and Methods) and found that *VGlut2^Cre^* RGC-cKO retinas had ∼150 small (20-29 µm diameter) gaps per mm^2^, while controls had only 15 (Fig. 7B). Control ON-SAC plexuses rarely exhibited gaps greater than 30 µm, while RGC-cKO retinas had ∼50 intermediate (30-39 µm) and ∼35 large (>40 µm) gaps per mm^2^. RBPMS^+^ RGCs were often observed within these gaps, clumped together with other RBPMS^–^ cells (Fig. 7A). The total number of RGCs was not impacted (Fig. S11A), demonstrating that RGC-derived Sema6A is not required for RGC survival (Fig. 5I,K). Despite displacement of many RBPMS^+^ RGCs within S2, OFF-SAC plexus organization was not altered in RGC-cKO retinas (Fig. S11B). Only 12% of RGCs were displaced in RGC-cKO retinas, approximately half of what was observed in *Sema6a^−/−^* mutants (Figs 7C and 5J,L).

**Fig. 7.**
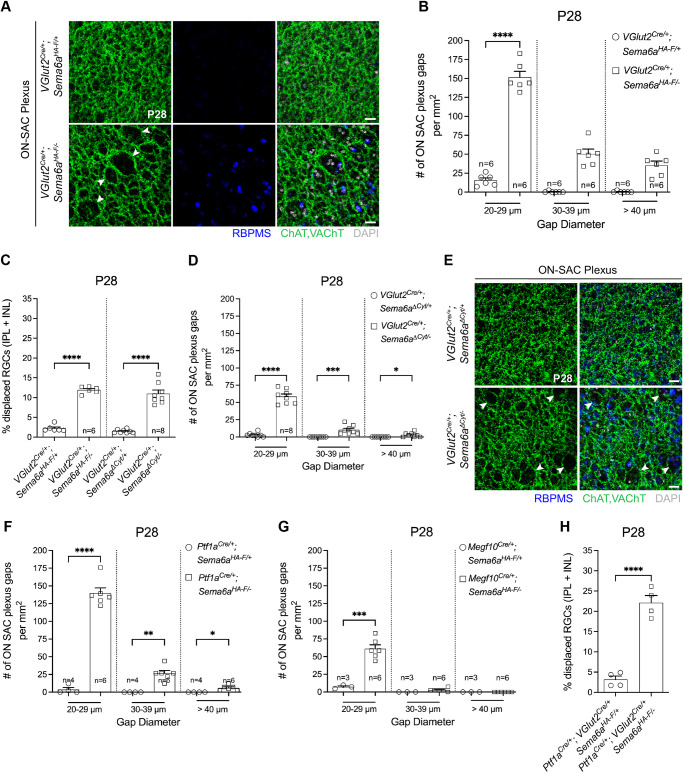
**Sema6A is cell-autonomously required in RGCs for their migration and for ON-SAC plexus organization.** (A,B) Large gaps (white arrowheads) (A) and quantification of gaps (B) in the ON-SAC dendritic plexus of *VGlut2^Cre/+^; Sema6a^HA-F/−^* cKO retinas. (C) Quantification of displaced RGCs. (D,E) Quantification (D) and representative images (E) of ON-SAC plexus gaps (white arrowheads) in *VGlut2^Cre/+^; Sema6a^ΔCyt/−^* cKO retinas. (F) Quantification of ON-SAC plexus gaps in pan-AC (*Ptf1a^Cre^*) cKO retinas. (G) Quantification of ON-SAC plexus gaps in SAC-specific cKO retinas. (H) Quantification of displaced RGCs in pan-AC (*Ptf1a^Cre^*) and pan-RGC (*VGlut2^Cre^*) double cKO retinas. *n*, number of retinas. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001; one-way ANOVA, Tukey's MCT (B-D,F,G); Student's *t*-test (H). Scale bars: 50 µm.

We next asked whether reverse Sema6A signaling influences SAC plexus elaboration. Large ON-SAC plexus gaps were detected in *VGlut2^Cre/+^*; *Sema6a^ΔCyt/−^* retinas, but the phenotype was less severe than in *VGlut2^Cre/+^; Sema6a^HA-F/−^* cKO retinas (Fig. 7D,E versus 7A,B). However, RBPMS^+^ RGCs were comparably displaced in *VGlut2^Cre/+^*; *Sema6a^ΔCyt/−^* and full-length cKO retinas (Fig. 7C, Fig. S11C). The total number of RGCs was also unchanged in *VGlut2^Cre/+^*; *Sema6a^ΔCyt/−^* retinas (Fig. S11A). Therefore, Sema6A reverse signaling within RGCs contributes to RGC settling in the developing inner retina and is partially required for ON-SAC dendrite plexus organization, a process likely influenced by displaced cell bodies and/or neurites within the plexus gaps. However, loss of reverse Sema6A signaling does not fully account for the ON-SAC plexus gap phenotype of full-length *Sema6a* RGC-cKO retinas, indicating that both Sema6A forward and reverse signaling events impact ON-SAC plexus organization.

Since 12% of RGCs are displaced in *VGlut2^Cre^* cKO but 25% are displaced in *Sema6a^−/−^* retinas, we investigated whether other cell types are partially responsible for RGC displacement. We conditionally removed *Sema6a* from all postmitotic ACs using *Ptf1a^Cre^* (Fig. S11D; Fujitani et al., 2006), from all embryonic SACs (*Megf10C^re^*) or in retinas where the cytoplasmic domain of Sema6A was removed from all embryonic SACs (*Megf10C^re/+^*; *Sema6a^ΔCyt/−^*). In each of these cKO backgrounds, total RGC number was unaltered and only ∼7% of RGCs were displaced (Fig. S11E,F), the same fraction as in *Sema6a^+/−^* retinas (Fig. 5J), indicating that RGC displacement in these AC-cKO backgrounds stems from *Sema6a* haploinsufficiency. However, RGC displacement was significantly greater in RGC-cKO retinas compared to *Sema6a^+/−^* retinas (Fig. S11G), implicating a specific role for RGC-derived Sema6A in RGC positioning.

We next assessed ON-SAC plexus organization in *Ptf1a^Cre^* AC-cKO retinas. The number of small gaps (20-29 µm) was comparable between AC- and full-length RGC-cKO retinas, but the number of intermediate and large gaps was greater in full-length RGC-cKO retinas (Fig. 7B,F). In SAC-cKO (*Megf10C^re^*) retinas, only the number of small gaps was altered (Fig. 7G). Small gaps in SAC-cKO retinas were ∼44% of pan-AC-cKO (*Ptf1a^Cre^*) retinas, demonstrating that non-SAC ACs impact ON-SAC plexus organization. Together, these results suggest that approximately half of the small gaps in the ON-SAC plexus of *Sema6a* mutants arise SAC-cell-autonomously, while the other half and intermediate and large gaps arise SAC-non-autonomously. Unlike *Sema6a^−/−^* retinas (Fig. S8A,B), SAC somas were not displaced in RGC- or AC-cKO retinas (Fig. S11H,I).

We next generated *VGlut2^Cre^* and *Ptf1a^Cre^* double transgenic mice to conditionally remove *Sema6a* from both embryonic RGCs and ACs. Total RGC number was unaltered in *Ptf1a^Cre^; VGlut2^Cre^* cKO retinas (Fig. S11J), but ∼22% of RGCs were displaced (Fig. 7H). Since loss of Sema6A in ACs was not sufficient to displace RGCs, these data suggest that ACs do not normally regulate RGC positioning. Reverse signaling through RGC-derived Sema6A normally contributes to RGC settling, and, in its absence, AC-derived Sema6A partially compensates to preserve localization of some RGCs through an unknown mechanism. Neither RGC- nor AC-derived Sema6A contributes to the progressive RGC loss observed from P35 to adulthood (Fig. S11A,E; Fig. 5I,K). Similarly, OFF-SAC INL positioning was preserved, while ∼22% of GCL-localized ON-SACs were missing, in *Ptf1a^Cre^; VGlut2^Cre^* double cKO retinas (Fig. S11H,I). This suggests that some ON-SACs are displaced into the IPL (Fig. 5) due to loss of inner retinal Sema6A, while others, and some OFF-SACs, do not survive (Fig. S8A,B) the RGC survival deficit that arises in *Sema6a^−/−^* retinas, the latter likely due to loss of Sema6A elsewhere along the visual pathway.

### Sema6A in RGCs promotes SAC dendrite stratification

Sema6A in RGCs contributes to ON-SAC plexus organization; does it also regulate SAC IPL lamination? We assessed SAC lamination in P10 *VGlut2^Cre/+^; Sema6a^HA-F/−^* retinas, which exhibit a select loss of HA-Sema6A in RGCs (Fig. S12A). We detected crossovers between the SAC dendrite scaffolds (Fig. S12A-C), but the expressivity of this phenotype was not comparable to *Sema6a^−/−^* lamination defects (Fig. 5A-D). We next examined *VGlut2^Cre^* cKO retinas at P28 and, like P10, only infrequent crossovers between the SAC scaffolds were detected (Fig. 8A,B). Approximately 30% of crossovers were associated with DAPI^+^ nuclei in P28 *VGlut2^Cre^* cKO retinas, suggesting that displaced somas are not the primary driver of these SAC crossovers (Fig. S12D). Displaced retinal neurites, however, as observed in *Sema6a^−/−^* retinas (Fig. 5), are a likely candidate underlying SAC lamination deficits. We examined DSGCs in RGC-cKO retinas. oDSGC (Spig1-GFP) and ooDSGC (Drd4-GFP) dendrite lamination was unaltered (Fig. S12E,F), demonstrating that RGC-derived Sema6A does not regulate DSGC dendrite targeting. ooDSGC (Hb9-GFP) dendrite lamination in AC-cKO retinas was similarly preserved (Fig. S12G). Approximately 13% of ooDSGCs were displaced in RGC-cKO retinas, but not in AC-cKO retinas (Fig. S12H). These data reveal that RGC-derived Sema6A contributes to SAC, but not DSGC, dendrite lamination; the precise RGC subtype influencing SAC scaffold segregation remains obscured.

**Fig. 8.**
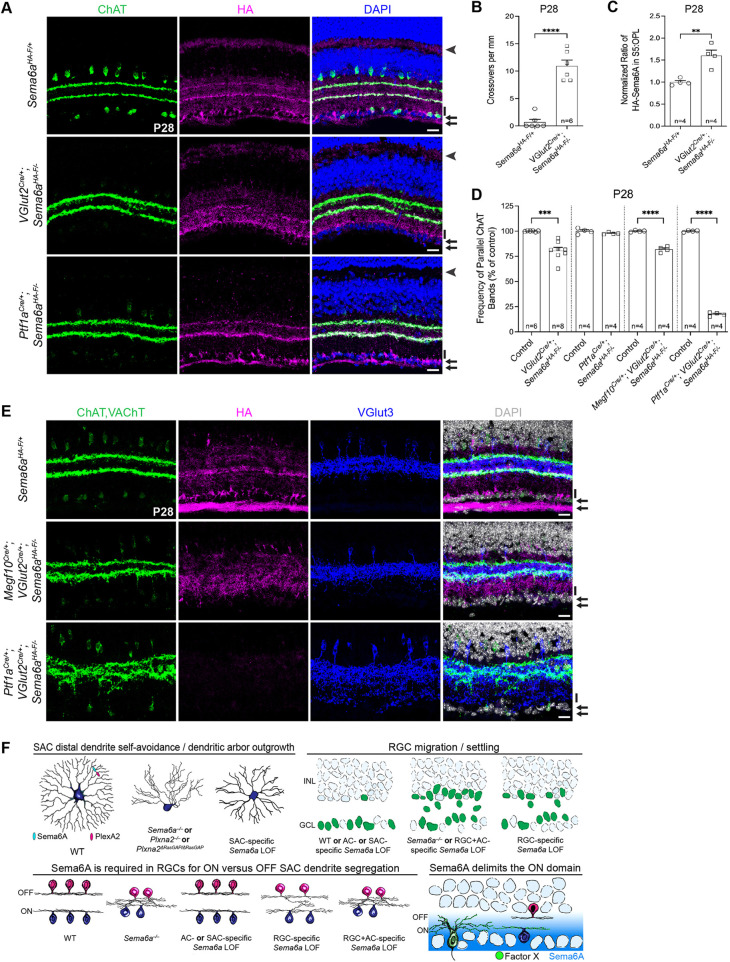
**RGC-derived Sema6A segregates SAC dendrites and defines the ON domain of the IPL.** (A) Anti-ChAT (SACs), anti-HA (Sema6A) and DAPI in retina cross-sections. Arrows indicate the GCL and nerve fiber layer (NFL). Arrowheads indicate the OPL; *Ptf1a^Cre^* recombines in horizontal cells (Fujitani et al., 2006), and correspondingly, HA-Sema6A is lost in the *Ptf1a^Cre^* cKO OPL. Black vertical bars indicate region of S5 scored in C. (B) IPL crossover quantification. (C) Quantification of upregulated HA-Sema6A in S5. (D) Quantification of parallel ChAT bands for the indicated genotypes. (E) Cross-sections labeled with anti-ChAT (SACs), anti-HA (Sema6A), anti-VGlut3 (VGlut3^+^ ACs) and DAPI. Arrows indicate HA-Sema6A in the GCL and NFL. Black vertical bars indicate a region of S5 with elevated HA-Sema6A. (F) Model of the roles of Sema6A in inner retinal development. Top left: isoneuronal Sema6A–PlexA2 signaling in SACs promotes distal dendrite self-avoidance and dendritic arbor morphology. Top right: RGC-derived Sema6A promotes RGC localization. Bottom left: RGC-derived Sema6A promotes SAC dendrite segregation. Bottom right: the proposed gradient of Sema6A provided by basally biased RGC dendrites repels (pushes) SAC dendritic arbors away from the GCL, while unknown factor(s) X basally fixes (pulls) the ON-SAC arbor relative to OFF-SACs. *n*, number of retinas. **P<0.01; ***P<0.001; ****P<0.0001; Student's *t*-test (B,C); one-way ANOVA with Tukey's MCT (D). Scale bars: 20 µm.

At P10 (Fig. S12A,I) and P28 (Fig. 8A,C), we observed a significant increase in HA-Sema6A in S5 of the IPL in RGC-cKO retinas. Both neonatal non-SAC ACs and RGCs express Sema6A (Fig. S5C), consistent with their ability to impact SAC development. AC-cKO did not alter SAC dendrite lamination (Fig. 8A,D), suggesting that AC-derived Sema6A does not normally segregate the SAC scaffolds. Removing *Sema6a* from all ACs highlights HA-Sema6A expression in DSGC dendrites (Fig. 8A, bottom), showing that broad Sema6A expression in neonatal RGCs refines to DSGCs as development proceeds, consistent with our *Sema6a^CreER^* expression analyses (Fig. S5). Indeed, *Sema6a^CreER^* reporter activity refines to DSGCs in aged mice (Hunyara et al., 2022). Increased S5 Sema6A in RGC-cKO retinas suggests that non-SAC ACs upregulate Sema6A in a compensatory fashion to preserve retinal patterning, supporting our observation that ACs partially maintain RGC localization in RGC-cKO retinas (Fig. 7). To investigate whether AC-derived Sema6A precludes detection of the *Sema6a^−/−^* SAC dendrite fusion phenotype in *VGlut2^Cre^* cKO retinas, we removed *Sema6a* from embryonic SACs and RGCs using *Megf10C^re^* and *VGlut2^Cre^*. We found that OFF- and ON-SACs were mostly segregated, as observed in *VGlut2^Cre^* cKO retinas, revealing that non-SAC AC-derived Sema6A is sufficient for SAC scaffold segregation (Fig. 8D,E).

Finally, we conditionally removed *Sema6a* from all ACs and RGCs using *Ptf1a^Cre^* and *VGlut2^Cre^*. HA-Sema6A was entirely lost in the inner retina and SAC scaffolds were essentially fused, as in *Sema6a^−/−^* retinas (Fig. 8D,E, bottom). Additionally, while VGlut3^+^ AC neurites are properly laminated in the single cKO backgrounds examined, including *Ptf1a^Cre^* (Fig. S12J), *VGlut2^Cre^* (data not shown) and in *Megf10C^re^; VGlut2^Cre^* cKO retinas (Fig. 8E, middle), they mis-project in contexts where SAC dendrites are fused (Fig. 8E, bottom; Fig. 5B). This demonstrates that, for some cell types, disruptions in IPL neurite lamination are a secondary consequence of the loss of discrete SAC scaffolds, rather than a direct consequence of aberrant Sema6A signaling.

Together, these results show that Sema6A in RGCs: (1) prevents ON-SAC plexus disorganization; (2) prevents RGC and other non-RBPMS^+^ cell displacement into the IPL; and (3) facilitates SAC dendrite scaffold segregation. Therefore, SACs rely on Sema6A expressed in RGCs for their dendritic arbor development in both planes – apicobasal and *en face* – and RGC-dependent elaboration of the SAC scaffolds is important for retinal patterning.

## DISCUSSION

SAC dendrites carve out the nascent IPL and segregate into distinct OFF/ON layers by P1 (Ray et al., 2018). SACs instruct DS circuit formation by forming scaffolds upon which DSGCs form synaptic connections (Peng et al., 2017; Duan et al., 2018). Here, we conducted *Sema6a* cKO experiments to investigate how cell type-specific Sema6A signaling events impact SAC scaffold elaboration. We predicted that SAC-specific *Sema6a* loss of function would phenocopy *Sema6a^LacZ^* loss of function and confirm our hypothesis that Sema6A in ON-SACs repels OFF-SACs (Sun et al., 2013). We instead discovered a crucial role for RGC-derived Sema6A in SAC scaffold elaboration.

### Sema6A–PlexA2 signaling in all SACs regulates dendritic arbor development

From SAC-specific *Sema6a* cKO retinas we learned that SAC-derived Sema6A is dispensable for SAC dendrite lamination, a critical first step in DS circuit formation (Peng et al., 2017; Duan et al., 2018). Examination of ON-SAC morphology in *Sema6a^−/−^*, SAC-cKO, and *Plxna2^ΔRasGAP/ΔRasGAP^* retinas revealed that forward isoneuronal Sema6A–PlexA2 signaling is essential for distal dendrite self-avoidance and dendritic arbor area (Fig. 8F). OFF-SAC dendrite arbors were similarly perturbed in the various mutant backgrounds we examined, consistent with decreased OFF-SAC dendritic arbor area in *Plxna2^−/−^* retinas (Sun et al., 2013). Our multimodal expression analyses revealed *Sema6a* expression in all SACs, corroborating the OFF-SAC dendritic arbor phenotypes we observed. These results demonstrate that forward isoneuronal Sema6A–PlexA2 signaling in all SACs promotes distal dendrite self-avoidance, underscoring complementarity between distinct dendritic self-avoidance mechanisms: protocadherin signaling is crucial for SAC primary dendrite self-avoidance (Lefebvre et al., 2012) and Sema6A–PlexA2 signaling promotes distal dendrite self-avoidance (Sun et al., 2013; this study).

SAC symmetry and overall plexus organization were preserved in SAC-specific *Sema6a* cKO retinas, which exhibit SAC distal dendrite self-avoidance errors, distinguishing between plexus gaps that originate cell-autonomously through impaired self-avoidance, and gaps likely to reflect SAC dendrite collapse in response to atypical non-cell-autonomous repulsive interactions. Large gaps in RGC-cKO retinas, where RGC position is disrupted, suggest that previously unreported repulsive interactions from displaced RGCs or their neurites disrupt the ON-SAC plexus. SAC dendrites collapse *in vitro* if they contact other cell types (Fig. S13), suggesting sensitivity of SAC arbor symmetry to non-SAC interactions. Additionally, pan-AC-cKO introduces more ON-SAC plexus gaps than SAC-cKO, indicating that non-SAC ACs regulate SAC dendrite development.

In *VGlut2^Cre^* cKO retinas, many RGCs are displaced into the OFF IPL layers and the basal-most INL, yet overall OFF-SAC plexus organization is undisturbed. ON-SAC plexus disorganization may be a secondary consequence of exposure to repulsive signaling that ON-SACs are selectively competent to respond to but would otherwise be isolated from under normal conditions. Alternatively, displacement of certain RGC subtypes or neurites into only the ON IPL layers may preclude OFF-SAC exposure to repulsive cues. Still, it is possible that *Sema6a* loss of function in a subset of RGCs removes a positive signaling pathway that promotes ON-SAC dendrite outgrowth or symmetry *en face*.

### Sema6A is required for RGC migration and settling in the GCL

Sema6A–PlexA2 signaling regulates retinal progenitor interkinetic nuclear migration (Belle et al., 2016). We show here that Sema6A is required for final positioning of some RGCs. RGC migration in zebrafish occurs in two phases: rapid radial soma translocation into the basal retina, followed by slower fine-positioning related to mosaic spacing. When basal RGC migration is impaired, RGCs stall near the apical retina surface (Icha et al., 2016). Here, basal RGC translocation was apparently preserved: RGCs were never found in the outer retina of *Sema6a* mutants. In neonatal *Sema6a^−/−^* retinas, RGCs accumulate at the outer neuroblastic layer/IPL boundary, suggesting that positioning defects in *Sema6a^−/−^* retinas do not reflect impaired basal RGC translocation. We propose that Sema6A instead contributes to RGC fine-positioning, and that in the presence of a previously unreported inhibitory boundary, loss of the attractive Sema6A signaling that normally facilitates RGC migration through the IPL, or a combination of both, blocks the final migration steps for ∼25% of *Sema6a^−/−^* RGCs.

We reasoned the displaced RGCs might consist of ooDSGCs, since ∼25% of total RGCs were displaced in *Sema6a^−/−^* retinas and ooDSGCs represent ∼29% of total RGCs (Chen et al., 2014). However, few ooDSGCs (13%) were displaced in *VGlut2^Cre^* cKO retinas, suggesting that displaced RGCs are likely not enriched for a single or a few subtypes, such as DSGCs. Notably, defective Sema6A–PlexA2 signaling impairs migration of later-born cerebellar granule neurons (Renaud and Chédotal, 2014). We propose that Sema6A promotes fine-scale RGC settling, specifically affecting later-born RGCs.

### Sema6A in RGCs delimits the ON domain of the IPL

Establishment of distinct OFF versus ON IPL domains is a key developmental event for patterning retinal circuits (Zhang et al., 2017). After segregation of OFF- and ON-SAC dendritic scaffolds, the inner retina is delineated from the outer retina by repulsive Sema5A and Sema5B signaling through PlexA1 and PlexA3 receptors (Matsuoka et al., 2011b). Here, we find that Sema6A expressed by postmitotic RGCs, the earliest-born retinal neuron subtype, initiates IPL circuit patterning by influencing SAC scaffold segregation. The new *Sema6a* null allele generated with our *Sema6a^HA−F^* cKO allele revealed a greater deficit in SAC scaffold lamination, consisting of near fusion of the ON- and OFF-SAC strata, than previously observed in *Sema6a^LacZ/LacZ^* retinas (Sun et al., 2013). Coupled with our observations of increased dendrite morphology deficits in *Sema6a^−/−^* ON-SACs and aberrant OFF-SAC dendrite morphology, which were not detected in *Sema6a^LacZ/LacZ^* retinas (Sun et al., 2013), we conclude that *Sema6a^LacZ^* is hypomorphic. Our observation of apparent synaptic localization defects in a background bearing the *Sema6a^LacZ^* allele, but not the bona fide null allele, supports the ability of *Sema6a^LacZ^* to drive neomorphic phenotypes, suggesting caution when using *Sema6a^LacZ^* and other gene-trap mice, as previously noted for *netrin-1^LacZ^* hypomorphic gene trap mice (Bin et al., 2015).

We observed modest SAC crossovers in RGC-cKO retinas that were similar in expressivity to *Sema6a^LacZ/LacZ^* retinas (Sun et al., 2013), but loss of *Sema6a* in all ACs was not sufficient to disrupt the SAC scaffolds. This suggests that normally RGC- but not AC-derived Sema6A regulates SAC scaffold segregation; otherwise, crossovers would have been evident in AC-cKO retinas. Similarly, we identified a specific role for RGC- but not for AC-derived Sema6A in final RGC positioning. AC-cKO, however, severely disrupted ON-SAC plexus organization, suggesting functional distinctions between AC- and RGC-derived Sema6A in inner retinal patterning. Consistent with specific roles for RGC-derived Sema6A in SAC segregation, Sema6A is expressed by more neonatal RGCs than ACs, and Sema6A is enriched in ON (S4) versus OFF (S2) DSGC dendrites. The sharp S4 band of Sema6A is lost in RGC-cKO retinas, indicating that RGCs establish asymmetric Sema6A expression potentially capable of segregating the SAC scaffolds. This asymmetric expression is developmentally maintained and exemplified in AC-cKO retinas (Fig. 8). Furthermore, we observed further compensatory upregulation of Sema6A in presumptive AC neurites adjacent to the GCL after RGC-cKO, but we did not observe this phenomenon after AC-cKO, supporting the idea that AC-derived Sema6A is normally dispensable for SAC segregation. For these reasons, we favor the parsimonious interpretation that RGC-derived Sema6A normally influences SAC scaffold segregation, mirroring the transient role for RGCs in organization of zebrafish AC neurites (Kay et al., 2004).

The compensatory upregulation of Sema6A suggests that ACs sense Sema6A to ensure sufficient levels for assembly of distinct OFF- and ON-SAC IPL circuits, which enables the downstream matching of pre- and postsynaptic retinal neurites (Duan et al., 2018). Arc-GFP-expressing ACs, the only neuron type that robustly expresses Sema6A in an adult mouse retina transcriptomic profiling database (Siegert et al., 2012), stratify neurites adjacent to the GCL (Siegert et al., 2009), suggesting they represent the failsafe Sema6A-sensing cell type that ensures ON versus OFF retinal development.

The greater abundance of Sema6A in ON (S4) versus OFF (S2) DSGC dendrites may result from the predominance of oDSGC dendritic arbors in S4 versus S2 (Dhande et al., 2013). DSGC dendrites are not fixed in discrete IPL laminae by P1 (Kim et al., 2010) when SAC lamination is complete (Ray et al., 2018), but instead occupy the IPL in a graded fashion, with increased density adjacent to the GCL (Peng et al., 2017), positioning them to establish an asymmetric Sema6A boundary to segregate ON- and OFF-SAC scaffolds. We propose that DSGC dendrites during early retinal development first repel all SAC dendrites. Subsequently, a push/pull mechanism may sort SAC dendrites. Sema6A on RGCs could push developing SAC arbors away from the GCL, while a select pull mechanism between ON-SAC and oDSGC dendrites driven by an unknown factor, e.g. CNTN5-mediated attraction (Peng et al., 2017) or FLRT-LPHN adhesion (Prigge et al., 2023), counters repulsion of the ON-SAC arbor to position it closer to the GCL. Although *Cntn5* loss of function does not impair SAC dendrite segregation, ooDSGCs and ON-SACs express additional CNTNs, contactin-related protein (Caspr) and other adhesion molecules (Rheaume et al., 2018; Peng et al., 2020), supporting the hypothesis that adhesive mechanisms promote basal-positioning of ON-SAC dendrites and SAC scaffold segregation.

Our analysis of Sema6A signaling during retinal development showcases a general requirement for SAC scaffolds in elaborating the IPL, a crucial early step for ON versus OFF circuit elaboration. SAC scaffold development is in part regulated by Sema6A–PlexA2 signaling in both ON- and OFF-SACs. However, the early segregation of SAC dendrites, which is required for overall IPL patterning, is unexpectedly regulated by Sema6A in RGCs, the earliest born neurons in the retina.

## MATERIALS AND METHODS

### Animals

All animal experiments and procedures were approved by the Johns Hopkins Animal Care and Use Committee of Johns Hopkins University. Mice (*Mus musculus*) were maintained in pathogen-free facilities at Johns Hopkins University under standard housing conditions with continuous access to food and water. Histological studies per performed using embryonic day 14.5 (E14.5) to adult mice, as indicated. Mice of both sexes were used, and no sexual dimorphisms were observed in any results reported here. None of the mice had noticeable health or immune status abnormalities, and were not subject to prior procedures. The genotype of mice is described where appropriate. For all genetic experiments, an *n* value of at least three retinas from at least two animals was examined, unless otherwise noted. For several of the complicated genetic crosses presented, generating additional animals was not feasible due to limitations in obtaining viable breeders (e.g. only *Megf10C^re/Cre^*; *VGlut2^Cre/+^*; *Sema6a^+/−^* but not *Megf10C^re/+^*; *VGlut2^Cre/+^*; *Sema6a^+/−^* females yielded pups that were *Megf10C^re/+^; VGlut2^Cre/+^; Sema6a^HA-F/−^*). *Megf10* and *Sema6a* are genetically linked, and we did not think it was ethical to continue breeding to increase our *n* values. Littermates were used as control animals, unless otherwise noted.

Several mouse lines were used. In *Sema6a^HA-F^*, a hemagglutinin (HA) tag was knocked in downstream of the signal peptide in exon 2 at the N-terminus of the extracellular domain of Sema6A. *LoxP* sites were inserted in introns flanking exon 3. The insertion was verified by sequencing. Recombination between the *loxP* sites introduces a frameshift and multiple premature stop codons, preventing expression of Sema6A. *Sema6a^HA-F^* was generated by the Gene Targeting & Transgenics Facility at Janelia Research Campus.

To generate the *Sema6a* null allele, a *Sema6a^HA-F^* male was bred with a *Sox2^Cre^* (see below) female, in which Cre recombinase is expressed in the germline. Sema6a^HA-F^* ^/+^; Sox2^Cre/+^ (* indicates recombined cKO allele) offspring were then backcrossed to C57BL/6 wild-type mice for five generations to (1) segregate *Sox2^Cre^* away from the Sema6a null allele and (2) create an isogenic stock.

In *Sox2^Cre^* (Jackson Labs 008454, Hayashi et al., 2002), Cre recombinase is expressed under control of the mouse SRY-box containing gene 2 promoter. In *Sox2^Cre^* animals, Cre recombinase activity is detected in the epiblast cells as early as embryonic day 6.5; Cre expression is present in the female germline.

In *Six3^Cre^* (Jackson Labs, 019755, Furuta et al., 2000), Cre recombinase is expressed under control of the sine oculis-related homeobox 3 (Six3) promoter. Six3 is a transcription factor that is required for the development of the eye. *Six3^Cr^*^e^ is expressed ubiquitously in the central retina, but is largely absent in the peripheral retina (Ray et al., 2018).

In *Chat^Cre^* (Jackson Labs 006410, Rossi et al., 2011), Cre recombinase activity is weakly evident in neonatal SACs and increases over early postnatal development (Ray et al., 2018).

In *ROSA-LSL^tdTomato^*, also known as Ai14 (Jackson Labs, 007914, Madisen et al., 2010), the red fluorescent variant tdTomato is expressed in a tissue-specific manner, depending on the cell type-specific expression of Cre recombinase.

In *Chat^CreER^* (Jackson Labs, 008364, Rotolo et al., 2008), tamoxifen-inducible Cre recombinase is expressed in neonatal SACs in the retina and across development upon administration of tamoxifen.

In *Sema6a^LacZ^*, a *Sema6a* gene trap mouse line (Leighton et al., 2001) was determined here to be a hypomorphic allele.

In *Megf10C^re^*, Cre was inserted in the *Megf10* locus so that endogenous MEGF10 expression was preserved, immediately downstream of the MEGF10 coding sequence, with the Megf10 and Cre reading frames separated by a T2A self-cleaving peptide sequence (Peng et al., 2020).

In *ROSA^LSL-Synaptophysin-tdTomato^* mice [B6;129S-*Gt(ROSA)26Sor^tm34.1(CAG-Syp/tdTomato)Hze^*/J, Jackson Labs, 012570], a *loxP*-STOP-*loxP* cassette prevents expression of a synaptophysin::tdTomato fusion protein in the absence of Cre recombinase.

In *Sema6a^CreER^*, a targeting construct was designed to insert the coding sequence for tamoxifen-inducible Cre recombinase fused with the mouse G525R mutant estrogen receptor 1 (ER; Schwenk et al., 1998) downstream of the stop sequence (which was removed) in exon 19 of the *Sema6a* locus. A furin cleavage RAKR sequence was placed directly downstream of the Sema6- coding sequence to separate Sema6A and the CreER fusion protein. A 2xV5 linker was added immediately downstream of the furin cleavage sequence to label the N-terminal fragment of the subsequent P2A self-cleaving peptide separating the Sema6A- and CreER-coding sequences. The *Sema6a^CreER^* allele was generated by the Gene Targeting & Transgenics Facility at Janelia Research Campus.

In *Plxna2^R1746A^* (Zhao et al., 2018), here referred to as *Plxna2^ΔRasGAP^*, CRISPR/Cas9 gene editing was used to generate a point mutation that replaces a catalytically essential arginine reside with alanine, rendering *Plxna2^ΔRasGAP^* deficient in GTPase activating protein (GAP).

In *Plxna2* nulls, insertion of the ITak-Neo cassette in the *Plxna2* locus generates only the truncated PlexA2 signal peptide (Suto et al., 2007).

In *Plxna4* nulls, insertion of the PGK-neo cassette replaces exons 18 and 19, which contain the transmembrane domain, of *Plxna4*, generating a null allele (Yaron et al., 2005).

In *VGlut2^Cre^* [B6J.129S6(FVB)-*Slc17a6tm2(cre)Lowl*/MwarJ, Jackson Labs, 028863], Cre recombinase is expressed in glutamatergic neurons under the control of the vesicular glutamate transporter 2 promoter (Vong et al., 2011).

In *Sema6a^ΔCyt^*, exon 19 of the *Sema6a* locus, which includes the intracellular domain (ICD) coding sequence of Sema6A, was flanked by loxP sites. Cre-dependent recombination of this allele generates Sema6A lacking its ICD that can act only as a ligand. A complete description of this line is presented elsewhere (Verhagen et al., 2023 preprint).

In *Ptf1a^Cre^*, the Cre-coding sequence replaces the coding sequence for Ptf1a at the translation initiation codon (Kawaguchi et al., 2002). The basic helix-loop-helix transcription factor *Ptf1a* is expressed in precursors of amacrine and horizontal cells from E12.5 to P3 in the murine retina (Nakhai et al., 2007).

### SAC culture

P0-P2 *Chat^Cre/+^; ROSA-LSL^tdTomato/+^* (Fig. S1E) or *Sema6a^HA-F/HA-F^* (Fig. S4) retinas were dissociated using Worthington Biochem Papain supplemented with DNase I and L-Cysteine, and were cultured according to Lefebvre et al. (2012). Briefly, SACs were cultured on poly-D-lysine hydrobromide-coated glass coverslips at a density of 15,000-20,000 cells per well for 8-10 days, with media refreshment every 2-3 days: one-third of the media was replaced with fresh media. Importantly, 15% of mouse cortical astrocyte-conditioned media was added to the RGC culture medium. Astrocyte-conditioned media was prepared from astrocyte cultures prepared as described by Albuquerque et al. (2009). SACs in Fig. S1E were identified by virtue of tdTomato expression. SACs in Fig. S4 were identified by their unique radial morphology and lack of an axon. Density was optimized to yield cultures with isolated SACs, since SAC morphology *in vitro* is compromised by contact other cells. Details of all reagents are provided in Table S1.

### Immunohistochemistry

Mice (*Mus musculus*) were euthanized by continuous exposure to CO_2_ followed by cervical dislocation. Eyes were harvested and fixed with 4% PFA for 1-2 h at room temperature and rinsed with PBS. For retinal cross sections, the lens was removed, and eyes were immersed in 30% sucrose until sinking before embedding in Neg-50 frozen section medium (Fisher). Retinas were cryosectioned at 20 µm onto Superfrost Plus slides (Fisher). Sections were washed briefly in PBS and permeabilized in 0.02% PBST+10% host antibody compatible serum. Antibodies diluted in antibody diluent (0.02% PBST plus 10% host antibody compatible serum) were then incubated with sections overnight at 4°C in a humidified chamber. Sections were washed with PBS before incubating with secondary antibodies (1:500) and DAPI in antibody diluent for 1-2 h at room temperature in a humidified chamber. Sections were further washed with PBS before mounting in Fluoro-Gel with DABCO (EMS). For whole-mount retina staining, retinas were dissected and permeabilized in PBS/BSA/Triton-X permeabilization solution overnight with turning. Permeabilized retinas were incubated with primary antibodies in an antibody diluent consisting of 0.02% PBST plus 10% host antibody compatible serum with 20% DMSO for 5-7 days at room temperature with turning. Retinas were washed five or six times with PBS for 1 h at room temperature, with turning, before incubating in secondary antibodies (1:500) plus DAPI in antibody diluent for 1-2 days at room temperature with turning. Retinas were washed five or six times with PBS for 1 h at room temperature before mounting onto Superfrost Plus slides (Fisher) in Fluoro-Gel with DABCO (EMS). Broken coverslip pieces were placed at the four corners beneath the coverslip to prevent contact between the retinas and the coverslip. Slides were meticulously sealed with nail polish to prevent evaporation of the Fluoro-Gel. Details of all reagents and antibodies are provided in Table S1.

### Image acquisition and analysis

Images were acquired on Zeiss LSM 710 confocal microscopes with 405, 488-515, 568 and 647 lasers, processed using Zeiss ZEN software, and analyzed using ImageJ (NIH). Section images were acquired with a 20× air or a 40× oil lens at the resolution of 1024×1024 pixels and a step size of 0.5-1.5 µm. ImageJ (NIH) software was used to generate maximum intensity projections. Adobe Photoshop CS6 was used for adjustments to brightness and contrast.

### Surgical procedures

Intravitreal injections of AAVs (*AAV2-FLEX-GFP*, UNC Vector Core) or cholera toxin B (CTB, Life Technologies) were performed as previously described (Sun et al., 2015), with animals anesthetized using isofluorane (3% in O_2_). A 30-gauge needle was used to make an incision at the limbus. A 33-gauge Hamilton syringe was used to slowly introduce 1 µl of AAV or CTB; the needle was removed 30 s after the injection, to allow for dispersion of the solution into the intravitreal space. For AAV experiments, tissue was collected 2 weeks after injection, to allow for sufficient expression. The AAV reporter did not penetrate deeply enough to sparsely label OFF-SACs, precluding OFF-SAC arbor characterization in these studies. For CTB injections before eye opening, the fused eyelid was opened using Vannas spring scissors (Fine Science Tools, 15003-08). Animals were allowed to recover on a heated pad.

For enucleation, animals were deeply anesthetized using isofluorane (3% in O_2_), and enucleation was performed as described by Lim et al. (2016). Briefly, tissue surrounding the eye was depressed slightly with blunt forceps, curved surgical scissors (ROBOZ, RS-5675) were used to slightly elevate the eye from the orbit, and the optic nerve was swiftly cut and the eye removed. Afterwards, a silver nitrate applicator was gently and swiftly (∼1 s) turned in the orbit to cauterize the tissue. Animals were recovered on a heated pad. CTB was intravitreally injected in the remaining eye at P14 before tissue collection at P15.

For tamoxifen-inducible expression of *ROSA-LSL^tdTomato^* and *ROSA-LSL-Synaptophysin^tdTomato^* using *Sema6a^CreER^*, tamoxifen was injected into the milk sac of P1-P3 pups; to examine expression at P6-P14, tamoxifen was injected subcutaneously (*n*=3 per timepoint). For neonatal recombination of *Sema6a^HA-F^* in Fig. 2, tamoxifen was injected into the milk sac of P0.5 pups, after milk was evident.

### Smart-Seq2 scRNA-seq

Single cell mRNA sequencing was performed using a modified Smart-seq2 protocol that has been described in detail elsewhere (Chevée et al., 2018). Briefly, 4-6 retinas from 3-6 *Chat^Cre/+^; ROSA-LSL^tdTomato/+^* mice were isolated at P1, P4, P8, P11 and P16 in ice-cold HBSS, and the retinal pigmented epithelium and inner limiting membranes were removed. Retinas were digested with papain, triturated slowly 15-20 times with a P1000 pipet tip, strained into a 50 ml conical tube, and pelleted for 3 min at 1300 rpm (340 ***g***). The pellet was gently resuspended and cells were washed three times in ice-cold Hibernate A media, with pelleting between the washes. Care was taken to tap the tube to dislodge the pellet gently before adding media and resuspending the pellet, in order to prevent cell lysis and subsequent accumulation of DNA and cellular debris, which forms as a sticky gel-like substance in the supernatant. Washed and resuspended cells in ice-cold Hibernate A were subjected to FACS to isolate single cells in cell lysis buffer before proceeding with Smart-seq2 mRNA sequencing as described by Chevée et al. (2018). Libraries were sequenced with the Illumina NextSeq platform at the Johns Hopkins Genetics Research Core Facility to generate 75 bp paired-end reads at mid output (150M reads). Details of all reagents are provided in Table S1.

### Primer sequences

Primer sequences were as follows: oligo-dT30VN, /5Biosg/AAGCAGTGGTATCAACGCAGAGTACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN; ISPCR, /5Biosg/AAGCAGTGGTATCAACGCAGAGT; TSO, /5Biosg/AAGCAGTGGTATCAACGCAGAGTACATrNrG+G.

scRNA-seq FASTQ files were aligned to the mouse reference genome GRCm38.p6 (mm10) using HISAT2 v2.1.0 (Kim et al., 2015). SAM files were converted to BAM files using SAMtools v1.3.1. Transcript abundance was quantified using Cufflinks v2.2.1 (Trapnell et al., 2012). FPKM values from Cufflinks were used as input for downstream analyses in the Monocle2 framework (Trapnell et al., 2014) in RStudio v1.4.1103 or Seurat (Satija et al., 2015) in R v3.6.2, to generate violin plots. Normalized FPKM values were converted to estimated copies per cell using the Census algorithm (Qiu et al., 2017). Cells with expression of >2000 and <50,000 mRNAs were selected for further analysis. Analyzed cells had >425,000 reads/cell and >3900 genes/cell. 

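The cells of P16 detected the fewest genes of the 5 ages, with 2573 ± 193.1 genes (SD over cells, n = 91 and 95 in the library sets) from 1 fragment on. The number was 4303 ± 642.7 at P1 (n = 70 and 73), 5671 ± 380 at P4 (n = 93 and 92), 6309 ± 823.2 at P8 (n = 82 and 84) and 4683 ± 554.2 at P11 (n = 69 and 71). With cells thinned to 150000 fragments, the median cell detected 4259 genes at P1, 5565 at P4, 5885 at P8, 4604 at P11 and 2502 at P16. Taken as 2 reads for each mapped fragment that the authors deposited, the reads of a cell averaged 613709 at P1, 522178 at P4, 1304899.9 at P8, 586346 at P11 and 570264 at P16.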

OFF- and ON-SAC clusters were defined by virtue of *Rnd3* and *Fezf1* expression (Peng et al., 2020). 

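Fezf1, which encodes a zinc finger transcription factor, lies on chromosome 6 of GRCm38 from 23245044 to 23248362, and Rnd3, which encodes an atypical small GTPase, lies on chromosome 2 from 51130438 to 51149111. The 2 genes were rarely found in the same cell. At least 5 fragments of both were present in 10 cells at P1, 15 at P4, 1 at P8 and 0 at P11, where independent detection would give 26.0, 44.3, 31.2 and 12.9 cells. In the clustering described above, Fezf1 averaged 205.9, 218.3, 143.5 and 113.001 CPM in the group with Fezf1 at P1, P4, P8 and P11, and 4.51 CPM at P1 in the group with Rnd3, where it was listed at 0 from P4 to P11. Rnd3 averaged 2030, 2080, 1031 and 751.2 CPM in the group with Rnd3 and 27.6, 34.7, 0.0708 and 5.86 CPM in the group with Fezf1. By the deposited labels, Fezf1 in the cells labelled ON over the cells labelled OFF had log2 ratios of -0.97, 0.17, -0.49 and 0.77 at P1, P4, P8 and P11, and Rnd3 had 0.55, 0.20, -0.55 and 0.22. Of the cells with at least 5 fragments of exactly 1 of the genes, 49.8% (95% interval 45.4 to 54.2) carried the label the paper gives that gene. Of 13176 genes, 0 differed between the cells labelled ON and OFF at an adjusted p under 0.05 from edgeR, and 2.91% had an unadjusted p under 0.05. DESeq2 called 2 genes, Gas1 and Cdh22, which are named after their values were seen, and limma on FPKM called 0. Gas1, a growth arrest gene, averaged 15.9 CPM in the cells labelled ON and 3.42 CPM in those labelled OFF (adjusted p = 0.000409 from DESeq2), while the cadherin Cdh22 was listed at 0 and at 4.92 CPM. These counts rest on the labels as deposited.

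**Figure D1:**
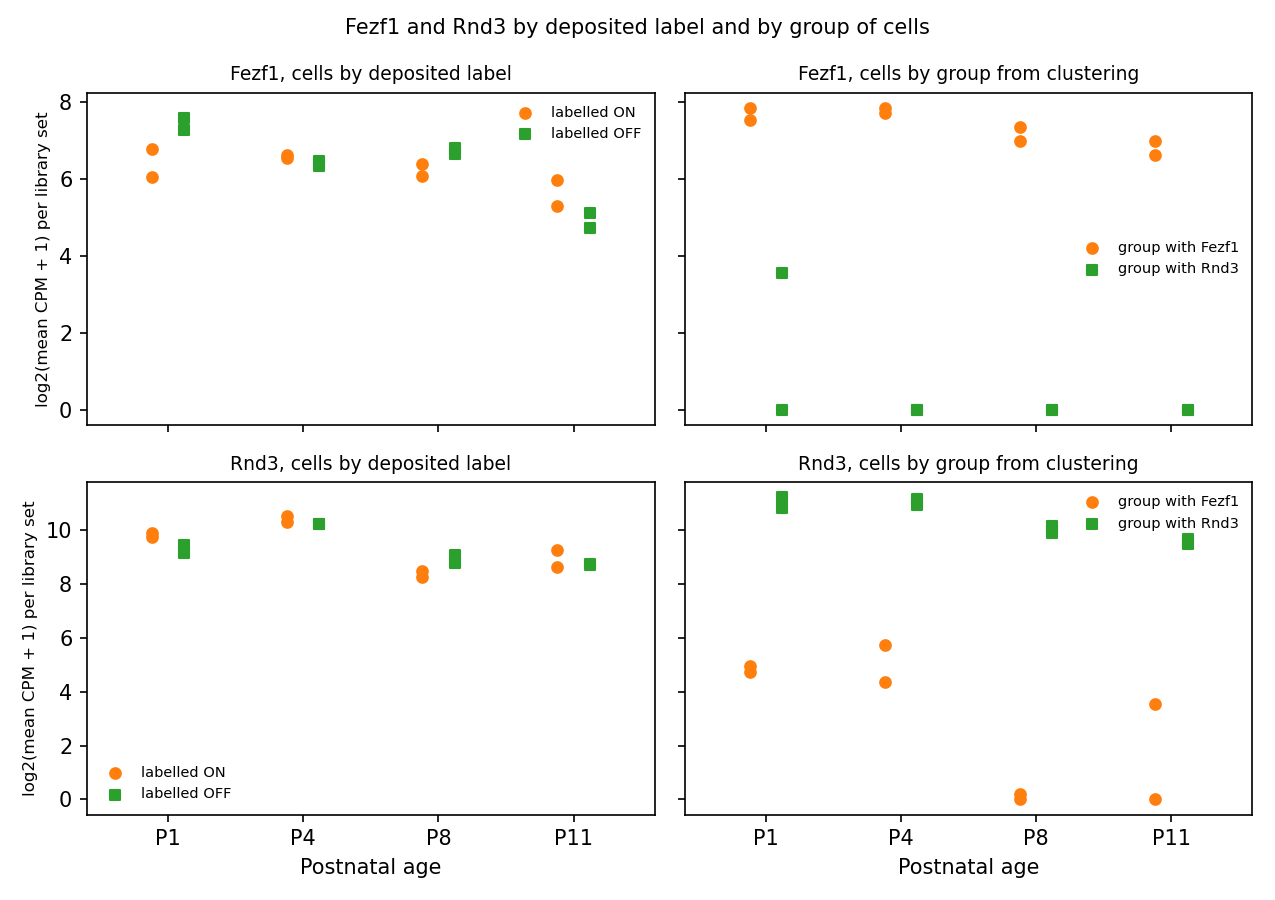
Mean Fezf1 and Rnd3 per library set, as log2 of CPM plus 1, at P1, P4, P8 and P11, with cells parted by the deposited label (left) or by the group from clustering (right). The labelled sets overlap, while Rnd3 at P4 was at 2080 CPM in the group with Rnd3 and at 34.7 CPM in the group with Fezf1.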

The total number of ON- and OFF-SACs sequenced and analyzed at each timepoint are provided in Table 1.

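The deposited labels call 90 cells ON and 53 OFF at P1, 78 ON at P4, 63 OFF at P8, and 46 ON and 94 OFF at P11. The cells labelled OFF at P4 are 57 and 50 in the library sets, and the cells labelled ON at P8 are 51 and 52. A further 16 cells at P1, 4 at P4, 6 at P8 and 9 at P11 are labelled as filtered out, and the median of these held 274384 fragments. The cells of P16 are labelled neither ON nor OFF. The groups of cells from clustering matched the labels in 46.5% of cells at P1, 51.9% at P4, 51.6% at P8 and 50.0% at P11.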

**Table 1.**
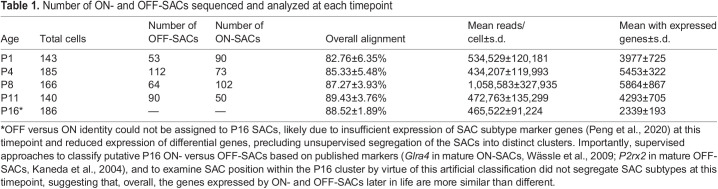
Number of ON- and OFF-SACs sequenced and analyzed at each timepoint

### Quantification and statistical analysis

Whenever possible, an *n*≥3 animals was quantified for each phenotype assessed, except in extreme instances of breeding limitations, as described above. Sample size was projected based on the effect size observed for comparable analyses by Sun et al. (2013). Using these historical sample sizes, we were sufficiently powered to detect robust significant differences, as described. In Fig. 1, the germline and pan-retinal *Sema6a* cKO SAC lamination defects were too pronounced to score single crossovers between the OFF and ON strata. To overcome this, we drew and measured lines in ImageJ to define the occurrence of parallel and uninterrupted ChAT^+^ SAC immunolabeling between the OFF (S2) and ON (S4) SAC strata per 320 µm in 320 µm×320 µm images. An *n*≥3 animals per genotype was quantified, with three images per retina averaged, and the value of both retinas per animal averaged. For crossovers between S2 and S4 (Fig. 4B, Fig. 8B and Fig. S8C), ChAT^+^ signal spanning both strata that was ≥2 µm wide was considered a bona fide crossover, and independent crossovers were scored as such when separated by at least 20 µm. Given this stringent scoring method, which was chosen to exclude duplicate scoring of single arbors crossing over more than once and to capture crossovers of independent SACs/SAC arbors, it is possible that crossover events were undercounted. SAC dendritic field areas were quantified in ImageJ by joining a segmented line drawn around the perimeter of the dendritic arbors, and SAC symmetry indices were calculated as described by Sun et al. (2013) (*n*, number of SACs, is presented in each quantification).

To quantify retinal neurite phenotypes related to loss of *Sema6a* (Fig. 5), including PKCɑ^+^ and HCN4^+^ axon termination zones and VGlut3^+^ AC neurite lamination deficits, a max projection of five to eight optical sections from *z*-stack images was generated for three or four retinal sections per retina. A perimeter was drawn around the specific neurite signal and the area was measured in Image J. This neurite area was normalized to the total area of the retinal section, as outlined by DAPI. Retinal averages per genotype were presented in quantifications. When quantifying RBPMS^+^ RGC displacement in whole-mount retinas, a *z*-stack image was acquired in each quadrant of a whole-mount retina flattened by four releasing cuts placed ∼90° apart. The image was centered as much as possible along the central to peripheral retinal axis in each quadrant. Total RGCs in register with DAPI nuclear counterstain in each 320 µm×320 µm image were counted throughout the stack, corresponding to RGCs in the GCL, IPL and INL. Quadrant values were averaged to generate a value (% of displaced RGCs, or total RGCs) per retina. To quantify neonatal RGC displacement, max projections of four optical sections from *z*-stack images were generated for three or four retinal sections per retina. The RBPMS^+^ signal area apical to the magenta line defining the upper limit of the INBL (see Fig. 5N) was measured in retinal cross-sections, and this was normalized to the total area of the retinal section outlined by DAPI. The identities of displaced/lost RGCs remain to be determined. Melanopsin^+^ intrinsically photosensitive RGCs (ipRGCs) account for only ∼2.5% of total RGCs, with normally displaced ipRGCs representing ∼0.35% of the population (Valiente-Soriano et al., 2014). Thus, normally displaced ipRGCs do not significantly impact our quantifications of RGC displacement.

To quantify gaps in the ON-SAC plexus (related to Fig. 7), a line was drawn within each gap as its largest diameter, and only gaps larger than 20 µm were considered a bona fide gap, versus the normal holes within the honeycomb structure of SAC arbors. For quantification of HA-Sema6A protein in S5 of the IPL following *Sema6a* cKO in RGCs (Fig. 8C and Fig. S11D), the segmented line tool in ImageJ was used to draw a closed object around the ChAT^+^ ON-SAC band in S4. This object was then moved down into S5, adjacent to the DAPI^+^ nuclear GCL, and HA-Sema6A signal was measured. A segmented line encompassing the OPL was subsequently drawn and the HA-Sema6A signal was measured to act as an internal control for normalization of changes in HA-Sema6A in the IPL. The ratio of HA-Sema6A in S5/OPL for three images per retina for two mice per genotype was averaged per experiment (*n*=4 retinas from two mice).

All data are shown as mean±s.e.m. with *n* representing the sample number from at least four retinas from at least two mice, if not explicitly designated otherwise. For neuronal morphology quantifications, at least eight neurons were quantified. Power calculations were not performed to predetermine the sample size due to our limited ability to generate many mice with complicated genetic backgrounds. Data were not excluded from any analysis. Two-tailed Student's *t*-tests were used for comparisons between two groups, and one-way ANOVA with post-hoc Tukey's or Dunnett's multiple comparisons tests (MCTs) were used for multi-group comparisons, as indicated. Tukey's was used when comparing means of all groups in an experiment, and Dunnett's was used when comparing means of groups to a single control. *P<0.05; **P<0.01; ***P<0.001; ****P<0.0001.

## Supplementary Material

10.1242/develop.204293_sup1 Supplementary information

# Supplementary material for: Retinal ganglion cell-derived semaphorin 6A segregates starburst amacrine cell dendritic scaffolds to organize the mouse inner retina
**Source:** Development. 2024 Nov 26;151(22):dev204293. doi: 10.1242/dev.204293
**Supplement:** Supplementary information

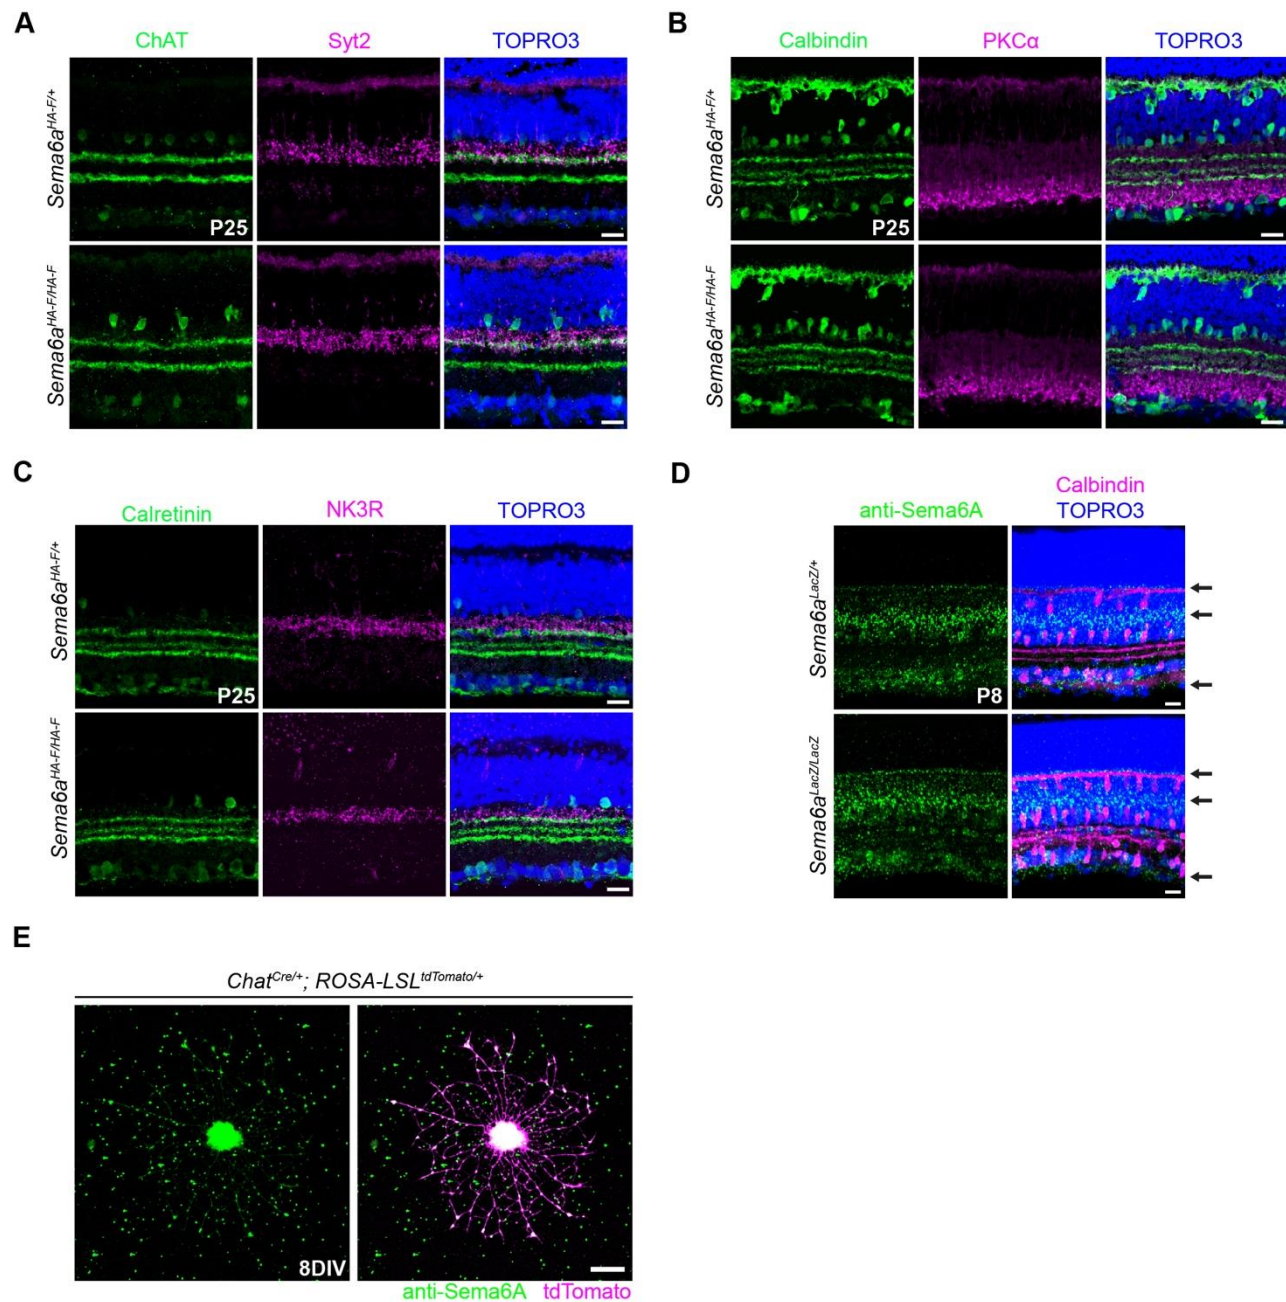

**Fig. S1. The *Sema6a<sup>HA-F</sup>* allele is sufficient for retinal development, and characterization of anti-Sema6A immunolabeling non-specificity.** P25 retinal cross sections demonstrating proper lamination of SACs (anti-ChAT, green) and type 2 OFF CBC axon terminals (anti-Syt2, magenta) (**A**), calbindin<sup>+</sup> ACs and RGCs (anti-calbindin) and rod BC axon terminals (anti-PKCα) (**B**), and calretinin<sup>+</sup> ACs and RGCs (anti-calretinin, green) and type 1 and 2 OFF CBC axon terminals (anti-NK3R, magenta) (**C**) in *Sema6a<sup>HA-F/+</sup>* retinas. (**D**) P8 retinal cross sections demonstrating non-specific anti-Sema6A immunolabeling (black arrows). Despite the presence of Sema6A protein in *Sema6a<sup>LacZ/+</sup>* retinas (upper panels), the anti-Sema6A antibody does not reveal specific labeling

of Sema6A in the IPL (see Fig. 1B). **(E)** anti-Sema6A immunolabeling yields a highly speckled background signal in retinal cultures at 8 days *in vitro* (DIV). An abundance of signal is detected that does not coincide with genetically labeled *Chat*<sup>Cre</sup>; *ROSA-LSL*<sup>tdTomato/+</sup> SACs or other cells. Scale bars, 20µm

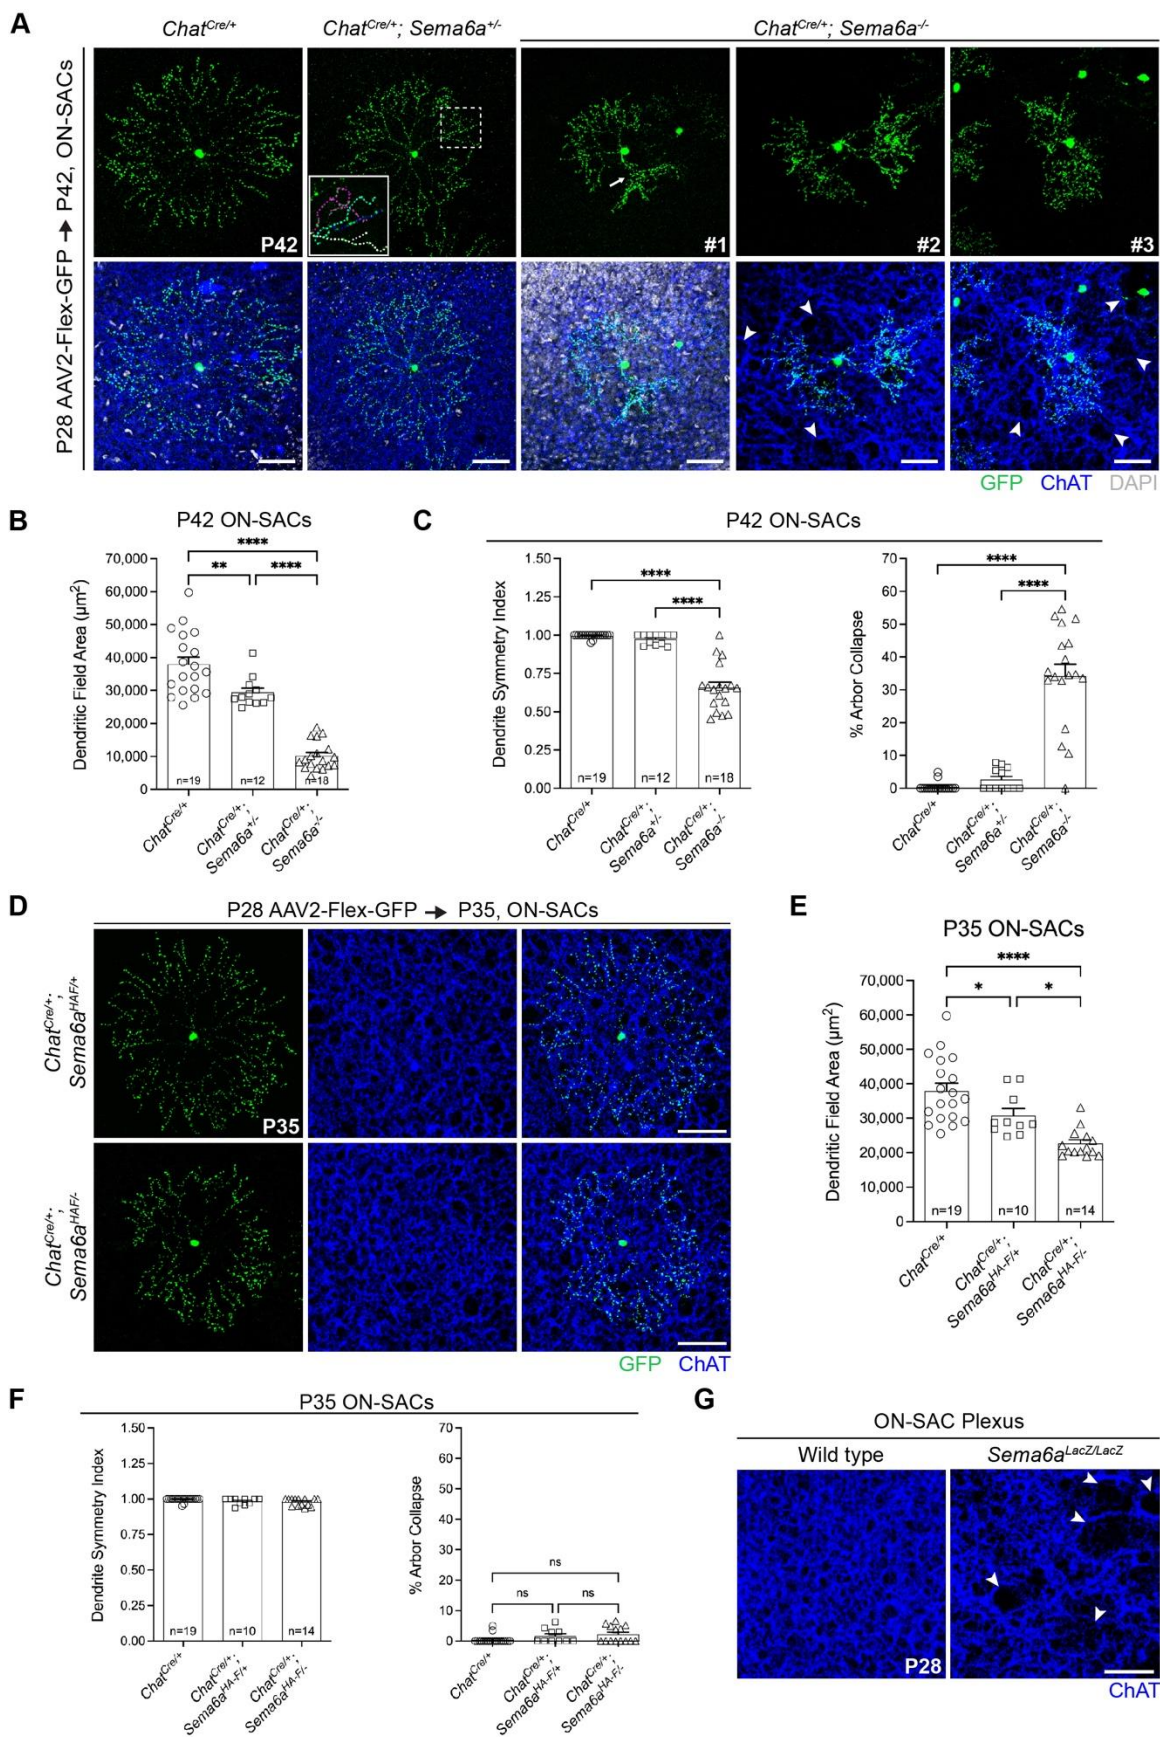

**Fig. S2. ON-SAC phenotypes in various *Sema6a* mutant backgrounds.** **(A)** Examples of ON-SACs in *Sema6a*<sup>-/-</sup> retinas labeled with AAV2-Flex-GFP. Some ON-SACs are missing portions of their dendritic arbor restricted to a single quadrant, while others are missing opposite quadrants (#2), or ~half of their overall dendritic arbors (#2, #3). Some *Sema6a*<sup>-/-</sup> ON-SACs were aberrantly bundled at the second branch point from the ON-SAC cell body (#1, arrow), while some failed to elaborate distinct primary dendrites (#3). #2 and #3 demonstrate that although the OFF- and ON-SAC layers are nearly fused in *Sema6a*<sup>-/-</sup> retinas (Fig. 5), large gaps are evident in the SAC plexus (white arrowheads). Quantification of ON-SAC dendritic arbor area **(B)**, symmetry **(C)**, and % arbor collapse **(D)**. **(E)** ON-SACs of pan-SAC (*Chat*<sup>Cre</sup>) *Sema6a* cKO retinas sparsely labeled by AAV2-Flex-GFP display impaired distal dendrite self-avoidance, but dendritic arbor radial symmetry is unaltered. Quantification of ON-SAC dendritic arbor area **(F)**, symmetry **(G)**, and % arbor collapse **(H)** in *Chat*<sup>Cre</sup> cKO retinas. **(I)** P28 *Sema6a*<sup>LacZ/LacZ</sup> mutant retinas have large holes and gaps in the ON SAC plexus (arrowheads). n, # of SACs. \*, p<0.05; \*\*, p<0.01; \*\*\*\*, p<0.0001; one-way ANOVA, Tukey's MCT. Scale bars, 50µm.

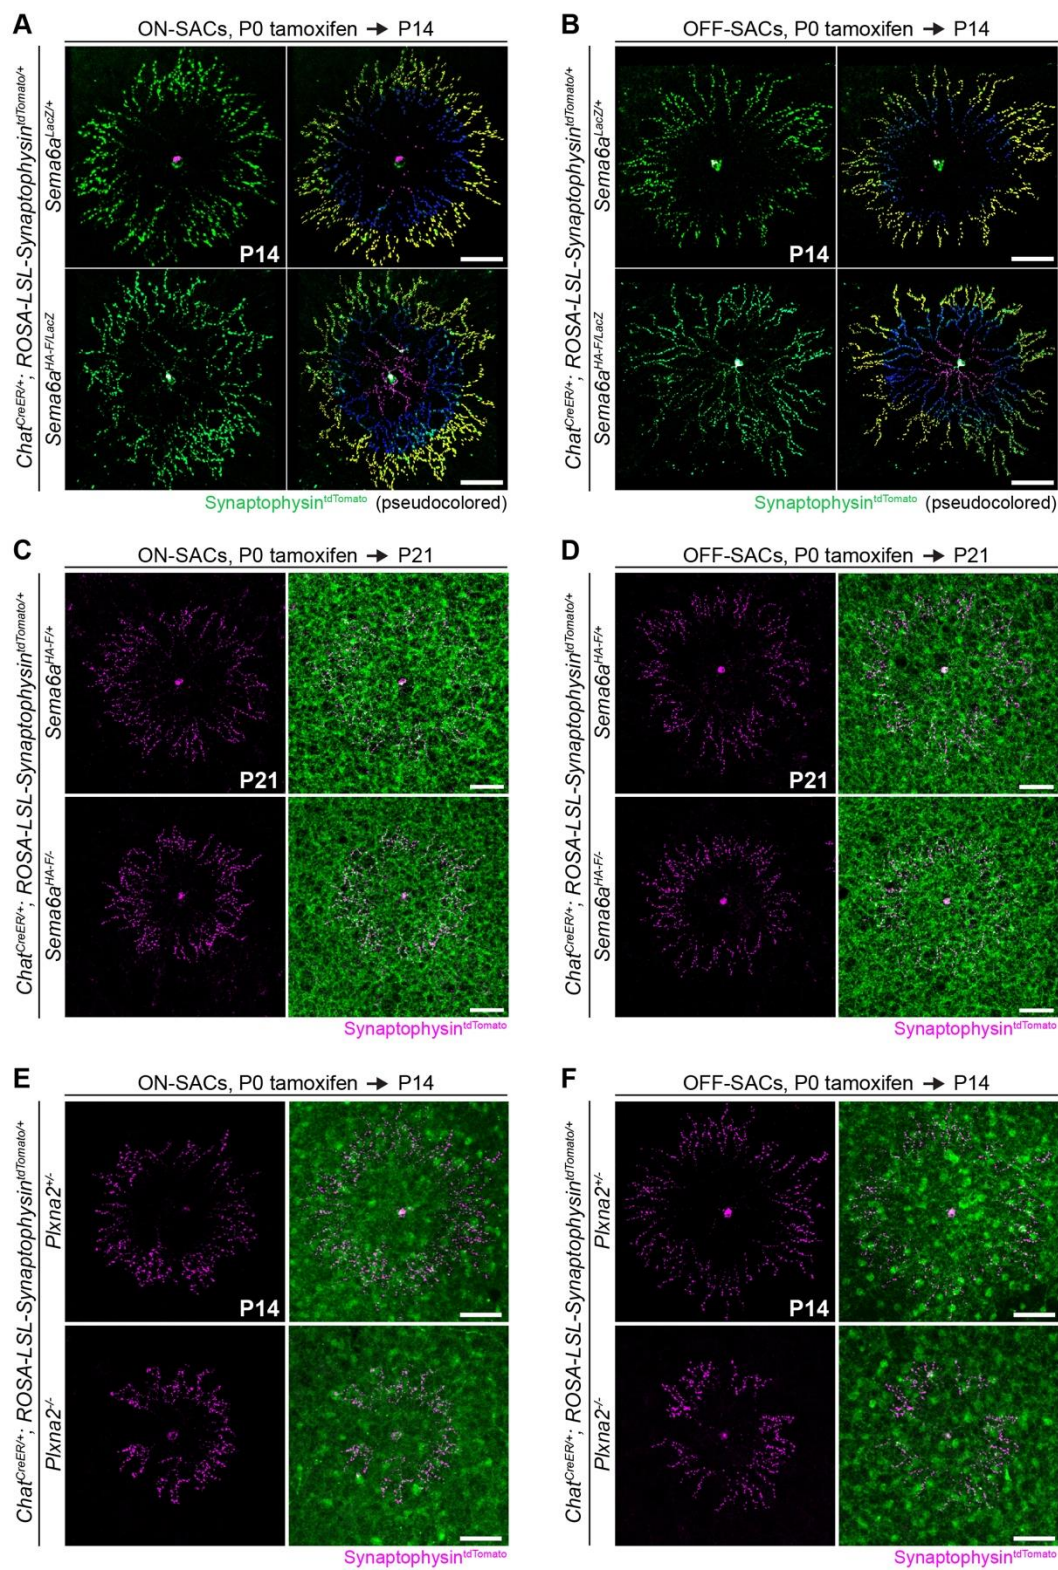

**Fig. S3. Sema6A–PlexA2 signaling is not required for presynaptic specialization in SACs.** Representative images of synapse distribution in P14 control and singly targeted *Chat*<sup>CreER/+</sup>; *Sema6a*<sup>HA-F/LacZ</sup> ON- (A) and OFF-SACs (B) labeled by *ROSA-Synaptophysin-LSL*<sup>tdTomato</sup>. The amount of tdTomato<sup>+</sup> presynaptic puncta (pseudocolored green) localized to the inner (pseudocolored magenta) and middle (pseudocolored blue) thirds of the SAC dendritic arbor was increased in both ON- and OFF-SACs when *Sema6a* was conditionally removed from SACs in combination with the *Sema6a*<sup>LacZ</sup> gene trap allele. Synaptic puncta (magenta) distribution at P21 was preserved when *Sema6a* was conditionally removed from isolated ON- (C) and OFF-SACs (D) in combination with the new *Sema6a* null allele. Synaptic puncta (magenta) distribution was similarly unaltered in *Plxna2*<sup>-/-</sup> ON- (E) and OFF-SACs (F). *Sema6a* cKO and presynaptic labeling was induced by tamoxifen injection at P0 for all experiments. Scale bar, 50 μm.

*Sema6a*<sup>HA-F/HA-F</sup> *In Vitro* SAC Examples  
P2 → 8 DIV

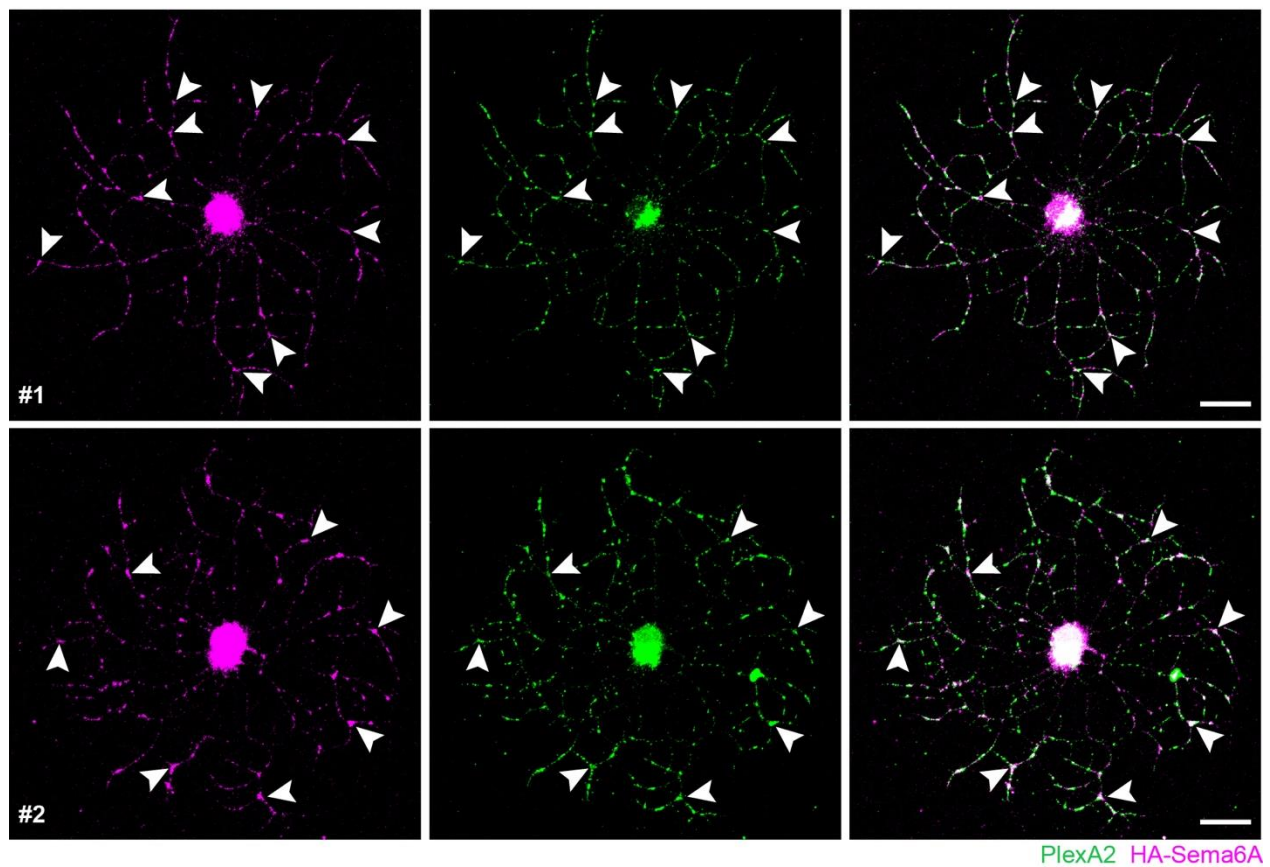

**Fig. S4. Subcellular localization of Sema6A and PlexA2 in SACs *in vitro*.** Representative SACs isolated from P2 *Sema6a*<sup>HA-F/HA-F</sup> retinas, cultured for 8 DIV. HA-Sema6A (magenta) and PlexA2 (green) are enriched in distal SAC dendrites and strongly colocalize at branch points (white arrowheads). Scale bars, 20µm.

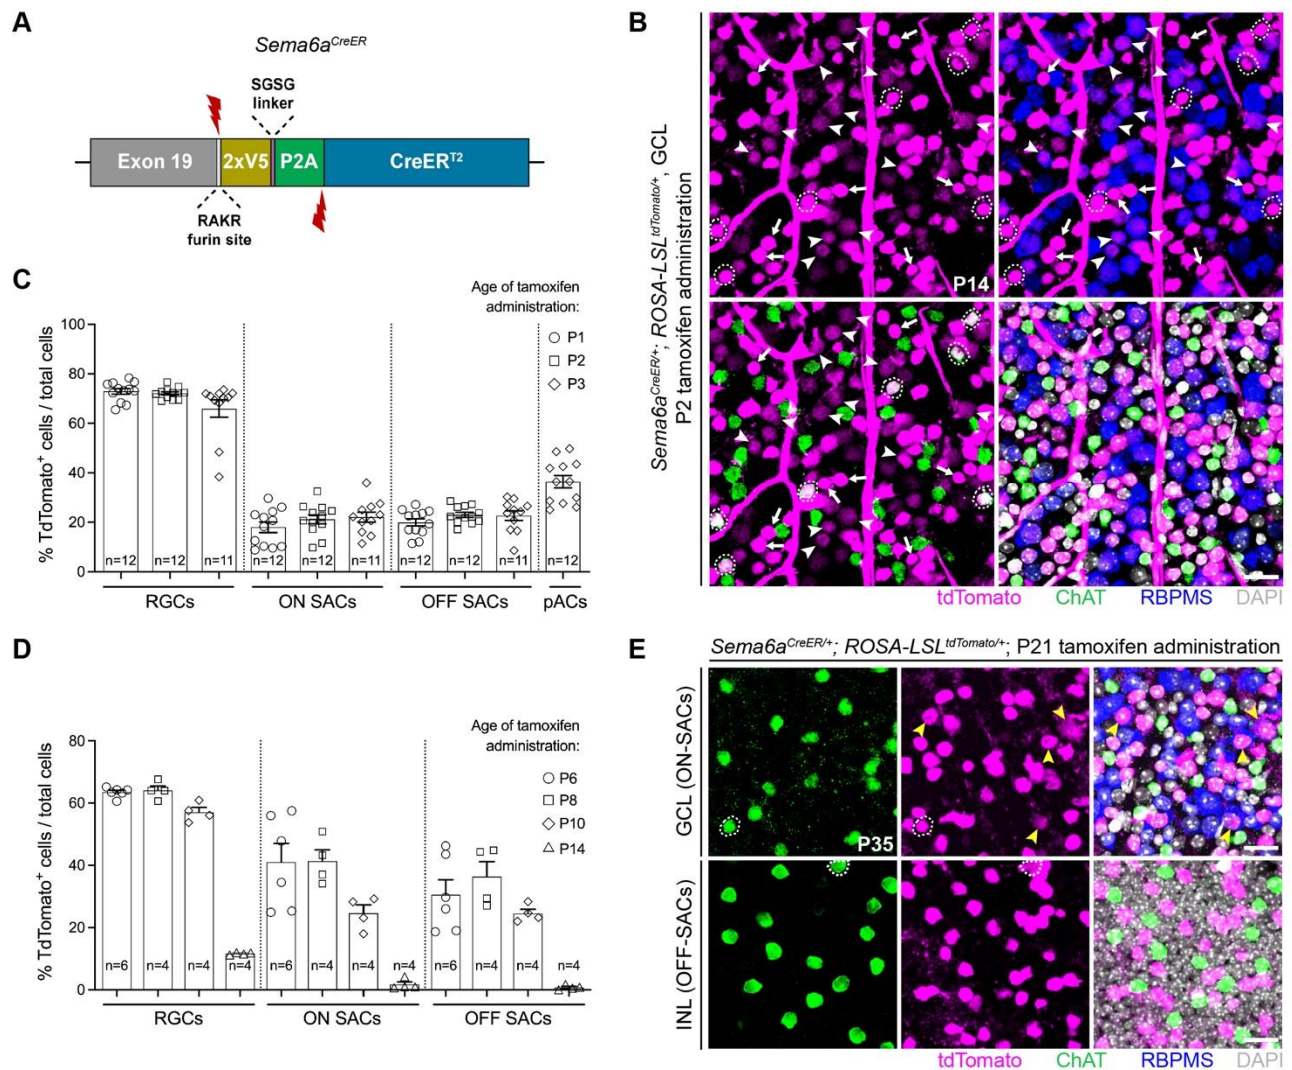

**Fig. S5. *Sema6a* is robustly expressed by RGCs and displaced non-SAC ACs in the neonatal retina.** (A) Model of the *Sema6a*<sup>CreER</sup> knock-in allele. A Cre<sup>ER</sup> cassette is knocked into exon 19 of the endogenous *Sema6a* locus. Red lightning bolts: engineered (furin RAKR) and P2A cleavage sites. (B) Representative image of tdTomato expression in a P14 *Sema6a*<sup>CreER/+</sup>; *ROSA-LSL*<sup>tdTomato/+</sup> retina following P2 tamoxifen administration. tdTomato (magenta) is expressed by most RBPMS<sup>+</sup> RGCs (blue; white arrowheads), some ON-SACs (green; outlined circles), presumptive displaced non-SAC ACs (white arrows), and endothelial cells. (C) Quantification of RGCs, ON-SACs, OFF-SACs, and presumptive non-SAC ACs (pACs) expressing *Sema6a* (tdTomato<sup>+</sup>) at the indicated tamoxifen pulse timepoints, quantified at P14. (D) Quantification of RGCs, ON-SACs, and OFF-SACs expressing *Sema6a* (tdTomato<sup>+</sup>) at the indicated tamoxifen pulse timepoints, quantified at P14 (for P6/P8 tamoxifen pulsed) or P21 (for P10/P14 tamoxifen pulsed). *Sema6a* transcriptional activity in SACs peaks at ~40% at P6 and P8, and substantially decreases by P14: only 1.75% of ON- and 0.77% of OFF-SACs exhibit *Sema6a* transcriptional

activity at P14. **(E)** Representative image of tdTomato expression in a P35 *Sema6a*<sup>CreER/+</sup>; *ROSA-LSL*<sup>tdTomato/+</sup> retina following P21 tamoxifen administration. tdTomato (magenta) is expressed by most RBPMS<sup>+</sup> RGCs (blue; white arrowheads), some ON-SACs (green; outlined circles), presumptive displaced non-SAC ACs (white arrows), and endothelial cells. Importantly, *Sema6a* is comparably expressed by ON- and OFF-SACs at all timepoints examined. Scale bar, 20µm.

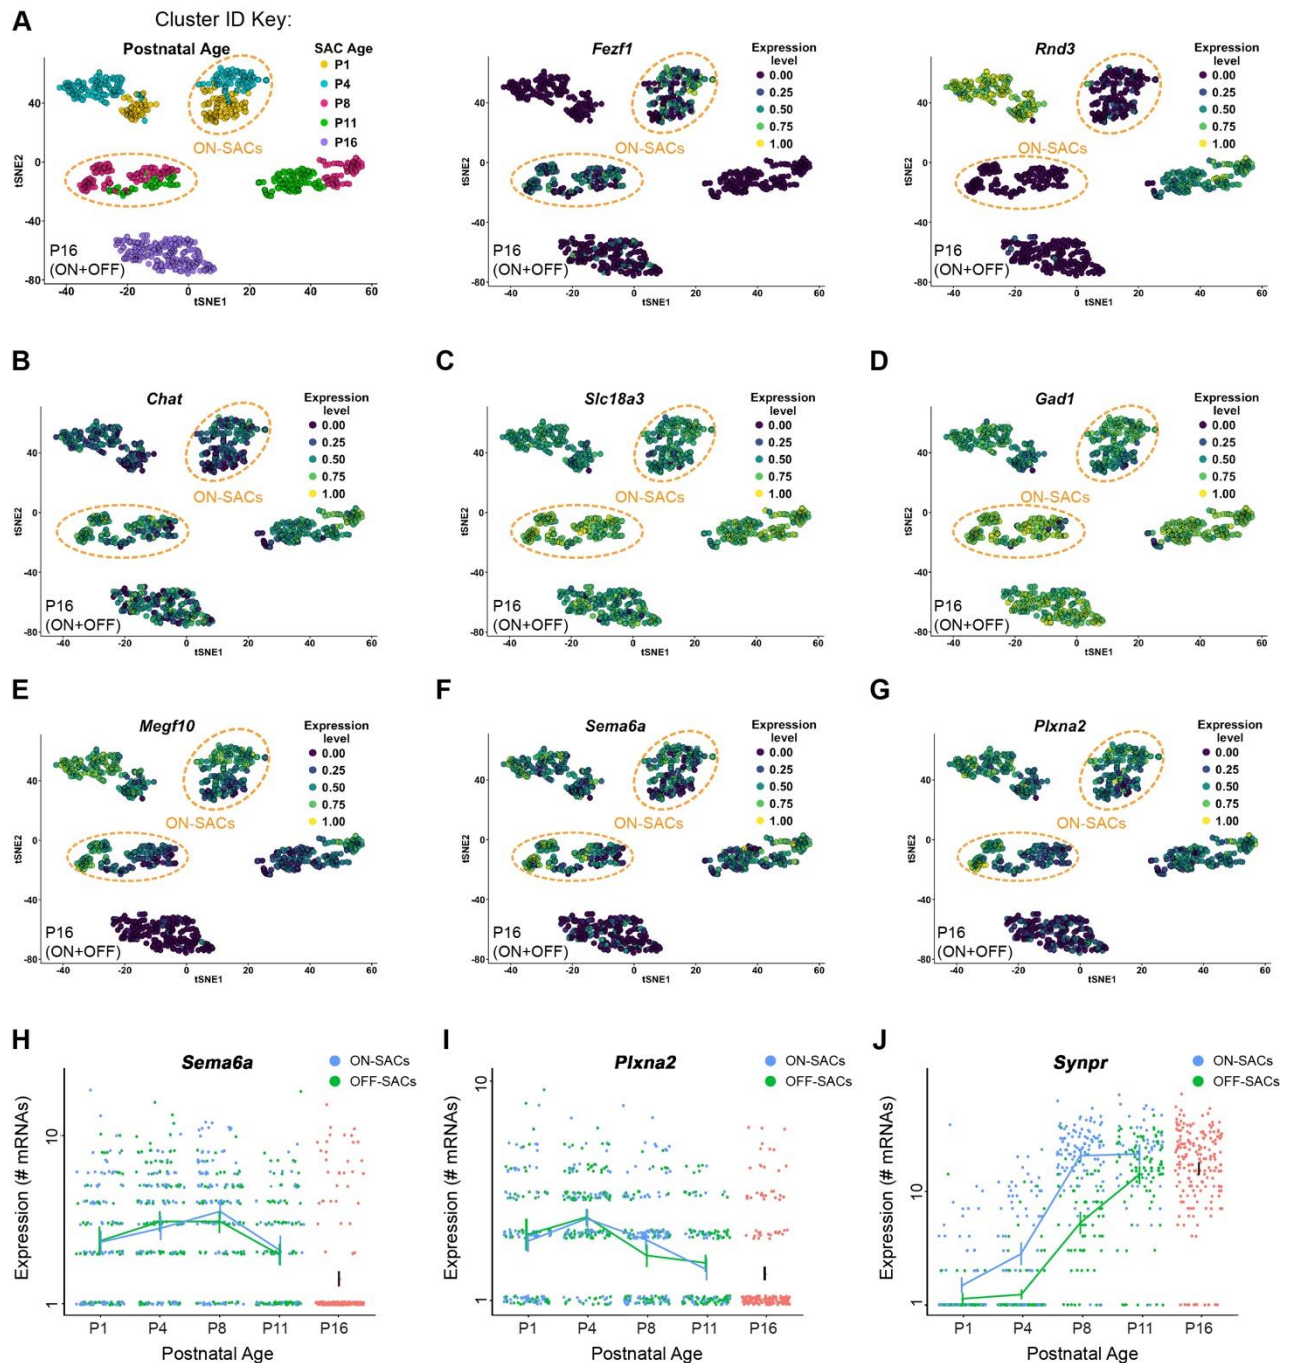

**Fig. S6. SAC scRNA-seq across early postnatal development.** (A) tSNE dimension reduction of gene expression profiles from *Chat*<sup>Cre/+</sup>; *ROSA-LSL*<sup>tdTomato/+</sup> SACs at P1, P4, P8, P11, and P16 labeled by age (left), *Fezf1* expression (middle, ON-SAC marker), and *Rnd3* expression (right, OFF-SAC marker). Younger SACs (P1/P4) clustered together at the top of the plot, and subclusters correspond to ON- versus OFF-SAC identity. P8 and P11 SACs similarly clustered together in the middle of the tSNE plot and were segregated by SAC identity. At P16, ON- and OFF-SACs were not separable, likely owing to the downregulation of genes by P16 responsible

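Gene expression in the cells of P1 was closer to that of P4 than to that of any other age. Across 12610 genes, the log2 levels of the library sets of P1 and P4 had a mean Pearson correlation of 0.933, beside 0.932 between the sets of P1 and 0.970 between those of P4. The cells of P1 had a mean correlation of 0.866 with those of P8, 0.828 with P11 and 0.741 with P16. The cells of P4 had 0.916 with P8, 0.858 with P11 and 0.769 with P16. These are correlations across genes, which are not independent replicates, and the measure was chosen after seeing the data.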

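The library sets of P8 and P11 had a mean correlation of 0.926 with each other, above that of P8 with P4 by a small margin and above that of P11 with P16 (0.873). All 8 sets of P1, P4, P8 and P11 were closest to a set of the paired age. The cells of P11 differed from those of P1 in several gene lists. The high-affinity choline transporter Slc5a7 was listed at 0 at P1 (0 of 70 and 0 of 73 cells in the sets) and reached 575.8 CPM at P11. If a count of 0 is taken to allow 3 cells, in place of the exact interval, its share at P1 could be up to 2.098%. Acetylcholinesterase (Ache) was at 0.31 CPM at P1 and 160.97 CPM at P11. The median log2 ratio of P11 over P1 was 1.63 for 7 transmitter genes, 1.10 for 62 ion channel and receptor genes (32 at least 2-fold higher and 6 lower), 0.70 for 46 adhesion genes (15 and 8), 0.67 for 37 synaptic vesicle genes (13 and 1) and 0.62 for 40 genes of oxidative phosphorylation and glycolysis (12 and 1). It was -1.67 for 35 genes of neurite growth, of which 25 were at least 2-fold lower, among them doublecortin (Dcx), at 110.04 CPM at P1 and listed at 0 at P11. Each of these medians lay outside the middle 95% of 10000 lists of genes of the same expression drawn at random, as did -0.72 for 15 identity factors (5 lower, 0 higher), -1.31 for 8 ganglion cell markers (4 lower, 2 higher) and -1.58 for 6 horizontal cell markers (4 lower, 2 higher). But horizontal cell markers were at 0.48 with FPKM and 0.053 in library sets b, and within the random lists lay ganglion cell markers in sets b (-1.22) and identity factors in sets a (-0.43). The medians of 26 semaphorins, plexins and neuropilins (-0.38; 1 higher and 7 lower) and of 35 other guidance genes (0; 2 and 8) lay inside the middle 95%. The semaphorin list lay below the random lists with thinned cells (-0.57) and in library sets a (-0.86), but not in sets b (-0.083), and the sets alone were examined only after the result was seen.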

for conferring SAC identity and establishing ON vs. OFF circuits (see plots of *Fezf1*, *Rnd3*, *Megf10*, *Sema6a*, and *Plxna2*). 

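Rnd3, the atypical small GTPase of the OFF cluster, was at 754.9, 1265, 406.002 and 451.6 CPM at P1, P4, P8 and P11 and at 11.4 CPM at P16, a log2 ratio of -5.86 to the earlier ages. The P16 library sets held 14.0 and 8.97 CPM of Rnd3, against 367.6 to 1310 in the earlier sets. Fezf1, the zinc finger gene of the ON cluster, was at 132.1, 89.4, 89.5 and 40.0 CPM at these ages and at 69.9 CPM at P16, a log2 ratio of -0.32. Its P16 sets, at 90.9 and 49.7 CPM, lay within the 31.8 to 131.2 CPM of the earlier sets, and its log2 ratio to P11 alone was 0.79. The shares of the subtypes at P16 are unknown, and the labels did not part the earlier cells by Fezf1 and Rnd3. The mix of subtypes could therefore move the ratios of both genes. At P16, 19.4% of cells held a Fezf1 fragment and 6.99% a Rnd3 fragment. Among 15 measured identity factors of amacrine cells, the median log2 ratio of P16 over the earlier ages was -0.91, lower than in all but 0.08% of random lists of the same expression, with 1 gene at least 2-fold higher, 3 lower and 11 neither. Isl1, a LIM homeobox gene, was at 1177 CPM at P16 and 2291 CPM before (log2 ratio -0.96), and the proneural factor Neurod1, the stem cell factor Sox2 and Zfhx3 had ratios of -1.61, -1.07 and -2.11, although P16 sets of Neurod1 and Sox2 overlapped the earlier ones. The genes that were lowest at P16 relative to the earlier ages included the growth cone gene Plppr1 (listed at 0 at P16 and at 155.6 CPM before), Pnoc, which encodes the nociceptin precursor (11.7 and 939 CPM), and the nicotinic receptor subunit Chrna4 (3.88 and 436.8 CPM).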

Relative expression is depicted on a viridis scale: purple (no expression, “0.00”) to yellow (high expression, “1.00”) for tSNEs labeled with gene expression patterns. **(B-G) Normalized expression levels of the indicated transcripts. 

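Slc18a3, the vesicular acetylcholine transporter, was at 801.9 CPM at P1, 861 at P4, 1576 at P8, 1538 at P11 and 2122 at P16, and Chat, choline acetyltransferase, at 115.2, 231.3, 484.8, 358.1 and 735.3 CPM. The log2 ratios of P16 over the earlier ages were 0.83 for Slc18a3 and 1.30 for Chat. The P16 library sets held 2137 and 2108 CPM of Slc18a3, against 772.1 to 1650 in the earlier sets, and 715.8 and 753.9 CPM of Chat, against 111.5 to 501.8. Slc18a3 lies on chromosome 14 of GRCm38 from 32462438 to 32464850, inside the Chat gene (32408203 to 32465989) on the same strand, so how fragments were divided between the 2 genes is uncertain. Of the 7 measured genes of acetylcholine and GABA transmission, 3 were at least 2-fold higher at P16 with both sets beyond the earlier ones, none was lower, and the median log2 ratio was 1.10.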

(B-C)** Known SAC markers *Slc18a3* (VACHT) and *Chat* are enriched in the dataset, as expected. 

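Gad1, which encodes a GABA-synthesizing enzyme and lies on chromosome 2 of GRCm38 from 70553072 to 70602014, was at 907 CPM at P1, 1319.8 at P4, 2116 at P8, 2265 at P11 and 4785 at P16. The log2 ratio of P16 over the earlier ages was 1.53, and the P16 library sets held 4161 and 5382 CPM, against 910.2 to 2288 in the earlier sets. Megf10, which encodes a transmembrane protein with EGF repeats, lies on chromosome 18 from 57133090 to 57297467. Its level was 853.98 CPM at P1, 1483 at P4, 742.9 at P8, 269.04 at P11 and 51.9 at P16, a log2 ratio of -3.99 of P16 over the earlier ages. Megf10 was detected in 98.6% of cells at P1, 100% at P4, 99.4% at P8 and 92.9% at P11.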

*Slc18a3* and *Chat* are exclusively expressed by SACs in the retina (Brandon, 1987; Koulen, 1997). **(D)** Inhibitory interneuron marker *Gad1* (Kosaka et al., 1988) is enriched in the dataset, as expected. **(E)** SAC marker *Megf10* is strongly expressed by neonatal SACs and is downregulated over time, as expected (Kay et al., 2012). Accordingly, *Megf10* is not expressed in P16 SACs. **(F-G)** *Sema6a* and *Plxna2* have remarkably similar expression profiles. **(H-I)** Jitterplots of *Sema6a* and *Plxna2* expression across development. 

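At P16, at least 1 Megf10 fragment was found in 18.8% of cells (95% interval 13.5 to 25.2). The P16 library sets held 54.8 and 49.04 CPM of Megf10, against 238.2 to 1606 CPM in the 8 earlier sets. Sema6a was highest at P8 and Plxna2 at P4, and both were lowest at P16. The other plexin A genes were scarcer than Plxna2 at each age. Plxna1 was at 37.6, 39.6, 50.2, 26.7 and 16.0 CPM at P1, P4, P8, P11 and P16, and Plxna3 at 15.4, 46.001, 35.2, 12.1 and 5.70 CPM, while Plxna4 stayed at or under 7.38 CPM. For none of these 3 genes did both P16 sets lie beyond all earlier sets. Among 26 measured semaphorins, plexins and neuropilins, the median log2 ratio of P16 over the earlier ages was -1.20, lower than in all random lists of the same expression, with 8 genes at least 2-fold lower and 0 higher. Sema3a and Sema3d, which encode secreted semaphorins, had log2 ratios of -4.35 and -2.10.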

The average number of mRNA transcripts is comparable across all ages in both ON- (blue) and OFF-SACs (green). 

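Sema6a averaged 267.5 ± 270 CPM (SD over n = 90 cells) in the cells labelled ON and 254.2 ± 216.4 CPM (n = 53) in the cells labelled OFF at P1. The averages were 367.2 ± 287.99 (n = 78) and 393.1 ± 266.1 (n = 57 and 50 in the library sets) at P4, 417.99 ± 230 (n = 51 and 52) and 379.4 ± 246.7 (n = 63) at P8, and 198.6 ± 200 (n = 46) and 208.6 ± 184.5 (n = 94) at P11. Plxna2 averaged 587.5 ± 411.9 and 615.7 ± 410.99 CPM at P1, 879 ± 401.5 and 926 ± 440.8 at P4, 685.04 ± 459.3 and 668.2 ± 462.5 at P8, and 518.5 ± 317.4 and 456.4 ± 302.2 at P11. Over the 4 ages, the log2 fold change of labelled ON over labelled OFF was 0.0096 for Sema6a and 0.041 for Plxna2 (adjusted p = 0.998 from edgeR for both). Between the group with Fezf1 and the group with Rnd3, Sema6a had a log2 fold change of 0.030 (adjusted p = 0.965 from edgeR) and Plxna2 of -0.070 (adjusted p = 0.882 from edgeR). In sums simulated with known changes, the same test recovered 46% of 100 genes changed 2-fold and 78% of 100 genes changed 4-fold. That recovery is over genes of many levels and is not particular to Sema6a and Plxna2. Between the groups, the SE of the log2 fold change was 0.11 for Sema6a and 0.090 for Plxna2. The labels did not part the cells by Fezf1 and Rnd3, so values by label describe the labels as deposited.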

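Synpr, which encodes the synaptic vesicle protein synaptoporin and lies on chromosome 14 of GRCm38 from 13284780 to 13616340, was at 69.6 CPM at P1, 174.3 at P4, 1227 at P8, 1652 at P11 and 1709 at P16. Its log2 ratio of P16 over the earlier ages was 1.13, and of P16 over P11 0.049. The P16 library sets held 1600.4 and 1814 CPM of Synpr, and the highest earlier set held 1774 CPM. Among 37 measured genes of synaptic vesicles and release, the median log2 ratio of P16 over the earlier ages was 0.44, higher than in all random lists of the same expression, with 10 genes at least 2-fold higher and 7 lower. Cplx2, a complexin that clamps vesicle fusion, was at 610.7 CPM at P16 and 49.5 CPM before (log2 ratio 3.599), Syn2 had a ratio of 2.98, and Syt6 had -3.80. The receptor genes Glra4 and P2rx2 were at 113.3 and 204 CPM at P16 and at 16.9 and 7.82 CPM at P11. Among 62 ion channel and receptor genes the median was 0.063, with 12 at least 2-fold higher and 8 lower. Of 35 genes of neurite growth, 21 were at least 2-fold lower at P16 and 0 higher, with a median of -1.72, and Cd24a and Sox4 had ratios of -6.65 and -6.18. Among 35 other guidance genes the median was -0.76 (2 higher and 6 lower), below the middle 95% of the random lists, as it was in library sets a (-1.18) but not in sets b (-0.56), which were examined alone only after the result was seen. Among 46 adhesion genes the median of -0.16 (2 and 5) lay inside the middle 95%. Amigo2, an adhesion gene, was at 1164 CPM at P16 and 252.3 CPM before. Of 4811 genes of at least 50 CPM, 8.31% were at least 2-fold higher at P16 with both sets beyond the earlier sets, and 8.63% were lower.

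**Figure D2:**
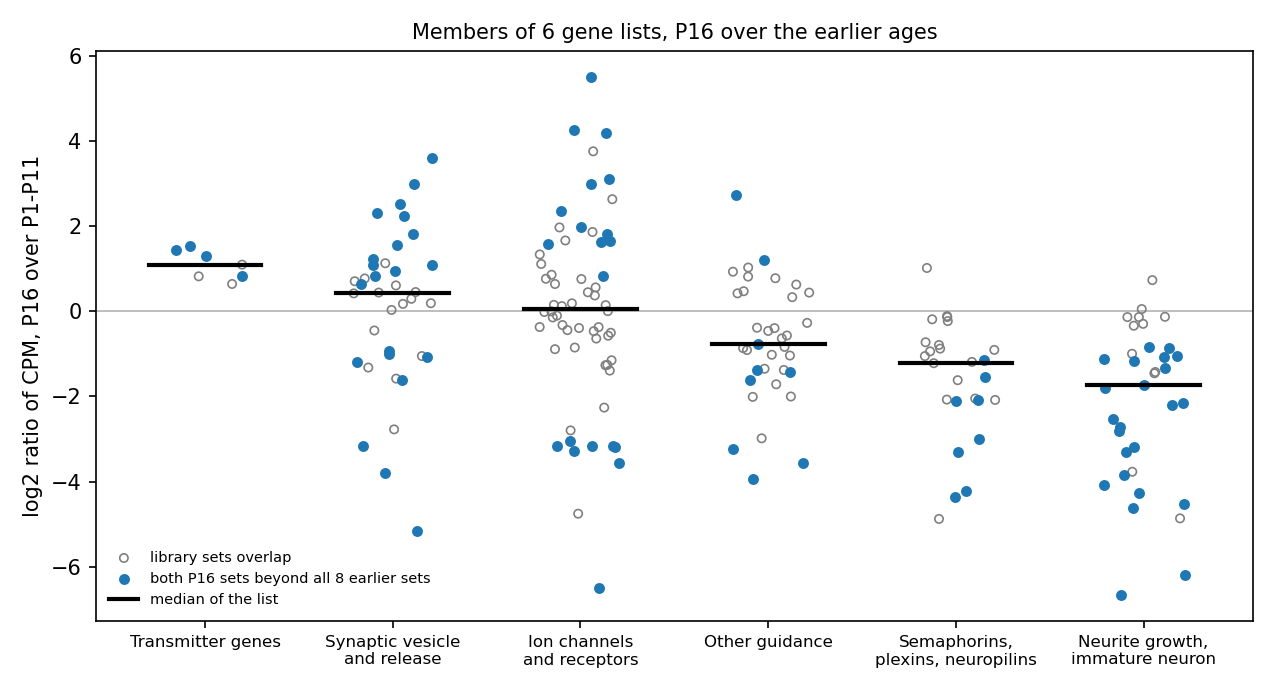
Log2 ratio of CPM at P16 over the mean of P1, P4, P8 and P11 for each gene of 6 lists, filled where both P16 library sets lay beyond all 8 earlier sets and open where they did not. The black lines are the list medians, from -1.72 for neurite growth to 1.10 for transmitter genes.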

SAC identity is not separable at P16 (pink). **(J)** Levels of gene expression for the synaptic vesicle protein *Synpr* (synaptoporin) increase in all SACs as development proceeds, suggesting that the downregulation of other genes (eg. *Sema6a*, *Plxna2*, *Fezf1*, *Rnd3*) by P16 reflects a switch in transcriptional cascades away from circuit elaboration/development towards general circuit function (see also *Slc18a3*, *Chat*, and *Gad1*). This suggests that once specialized ON- and OFF-SAC circuits have formed, differentially expressed genes turn off and SAC subtypes become more similar to one another. 

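Genes that differed between the group with Fezf1 and the group with Rnd3 at 3 ages were followed at the age left out. Their median log2 difference was 1.89 at P1 (53 genes, 52 in the same direction), 2.27 at P4 (18 of 18), 1.98 at P8 (19 of 19) and 1.62 at P11 (55 of 57). With FPKM in place of CPM the medians were 1.51, 2.02, 1.901 and 1.24. The groups of the age left out were made from its own expression, in which these genes could take part. The differences there are therefore not independent of the grouping. At P16 the added clustering was not run, and the planned groups were not set against Fezf1 and Rnd3. There 72 genes that differed between the earlier groups were followed in all cells. The mean scores of the 32 genes higher in the group with Fezf1 and of the 40 genes higher in the group with Rnd3 had a Pearson correlation across cells of -0.73 at P1, -0.80 at P4, -0.80 at P8, -0.82 at P11 and -0.10 at P16. The earlier values are partly fixed by how the genes were chosen, and 15 of the 72 genes were under 5 CPM at P16. Of the 72 genes, 30 were at least 2-fold lower at P16 than before and 6 were higher, and the median log2 ratio was -1.18. The genes were chosen as expressed at the earlier ages, but random lists of as many genes of like level at these ages, drawn after the result was seen, had a median of -0.18 and on average 7.23 genes lower (18 at most). By the deposited labels no gene was called in any 3 ages, so this measure could not be computed for the cells labelled ON and OFF.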

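By the deposited labels, Synpr, the gene of synaptoporin, averaged 192.99 ± 347.97 CPM (SD over n = 78 cells) in the cells labelled ON and 155.7 ± 278.8 CPM (n = 57 and 50 in the library sets) in the cells labelled OFF at P4, and 1259 ± 950 (n = 51 and 52) and 1195 ± 865 CPM (n = 63) at P8. The log2 ratios of Synpr at P1, P4, P8 and P11 were -0.084, 0.31, 0.076 and 0.24. Over the 4 ages its log2 fold change was 0.20 (p = 0.00920 before and adjusted p = 0.998 after adjustment over 13176 genes in edgeR, 4 ages). Between the groups from clustering, Synpr was higher in the group with Fezf1 at all 4 ages and in 8 of 8 library sets, with log2 ratios of 1.08 at P1, 2.59 at P4, 1.61 at P8 and 0.28 at P11. At P4 it averaged 340.8 ± 399.5 CPM (n = 75 cells) in the group with Fezf1 and 55.96 ± 142.1 CPM (n = 110) in the group with Rnd3, and at P8 1718 ± 812.1 (n = 99) and 562.4 ± 501.1 CPM (n = 62). Over the 4 ages the log2 fold change between the groups was 1.35 (SE 0.34). In edgeR its p was 0.00496 before and 0.206 after adjustment over 13000 genes, and in DESeq2 0.00310 and 0.0662. Synpr thus did not pass after adjustment over all genes. P4 and P8, the ages of the paper's statement, were not tested alone.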

Interestingly, *Synpr* expression lags in OFF-SACs and is significantly higher in ON-SACs at P4 and P8, suggesting that ON-SACs may mature earlier than OFF-SACs.

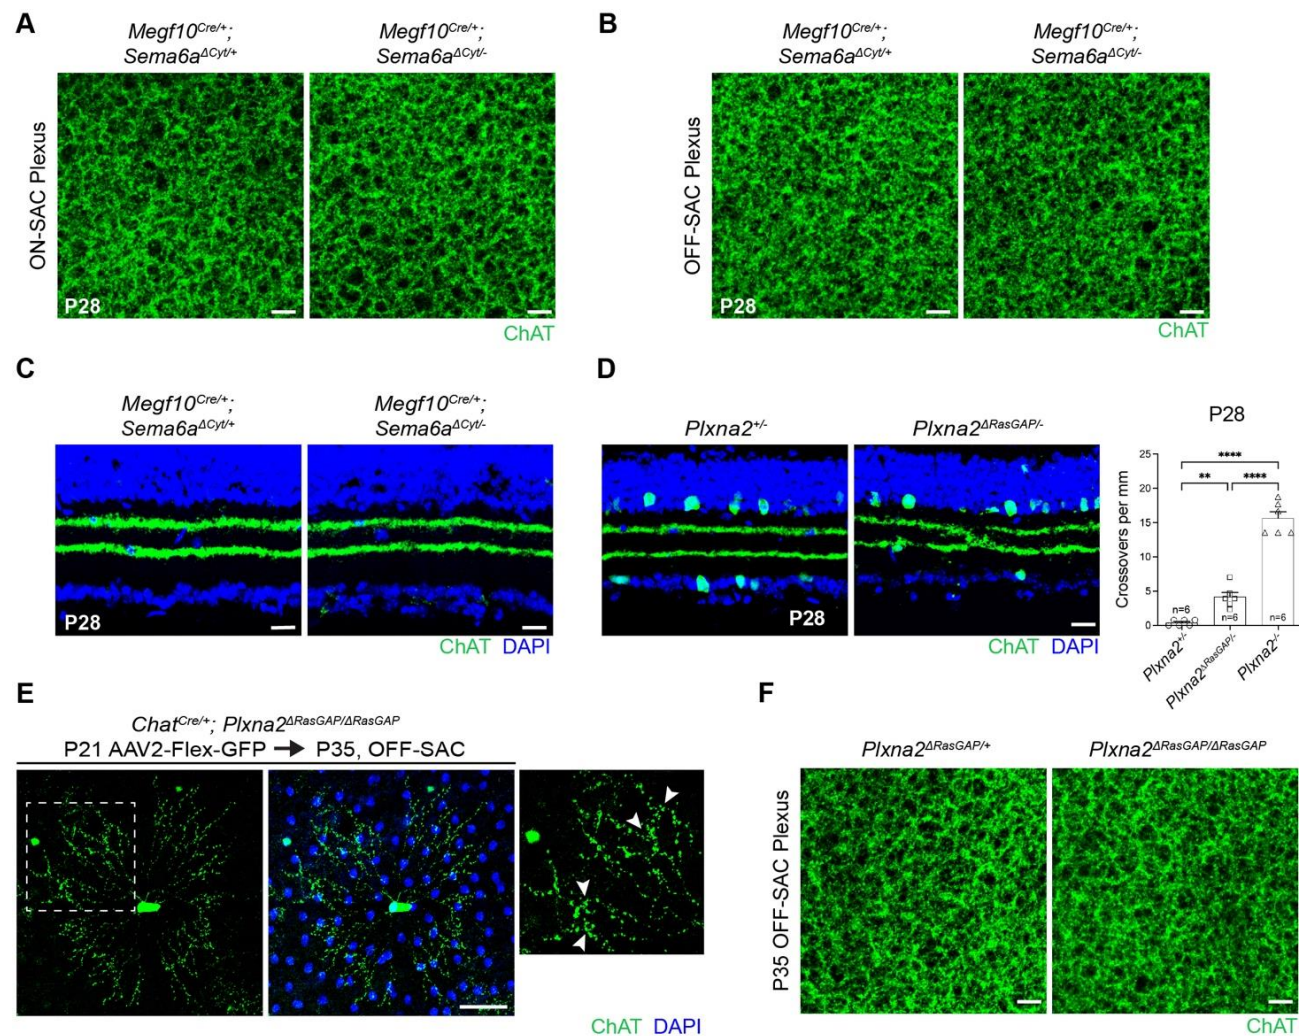

**Fig. S7. Reverse Sema6A signaling in SACs is dispensable for SAC radial symmetry and dendritic lamination.** P28 ON- (**A**) and OFF-SAC (**B**) plexus organization following conditional embryonic removal of the Sema6A cytoplasmic domain in all SACs using *Megf10<sup>Cre</sup>*. The Sema6A cytoplasmic domain is not required in SACs for elaboration of their dendritic arbor plexuses. (**C**) P28 SAC lamination in Sema6A cytoplasmic domain deleted SACs. The cytoplasmic domain of Sema6A is not required for laminar segregation of ON- and OFF-SAC dendrites, as expected. (**D**) Representative image of SAC lamination in P28 *Plxna2<sup>1RasGAP/-</sup>* retinas (left). Quantification of SAC crossovers (right). (**E**) Representative image of a AAV2-Flex-GFP labeled OFF SAC from a *Chat<sup>Cre/+</sup>; Plxna2<sup>1RasGAP/1RasGAP</sup>* retina. Examination of the few labeled OFF SACs obtained from these experiments revealed self-avoidance errors in distal dendrites (white arrowheads; dashed box corresponds to the high-resolution image of distal dendrites on the right). (**F**) P28 OFF SAC plexus organization in *Plxna2<sup>1RasGAP/1RasGAP</sup>*

retinas compared to control. The rasGAP domain of PlexA2 is not required for OFF SAC plexus elaboration *en face*. n in **(D)**, # of retinas. \*\*,  $p < 0.01$ ; \*\*\*\*,  $p < 0.0001$ ; one-way ANOVA, Tukey's MCT. Scale bars for **(A-B, E-F)**, 50 $\mu$ m. Scale bars for **(C-D)**, 20 $\mu$ m.

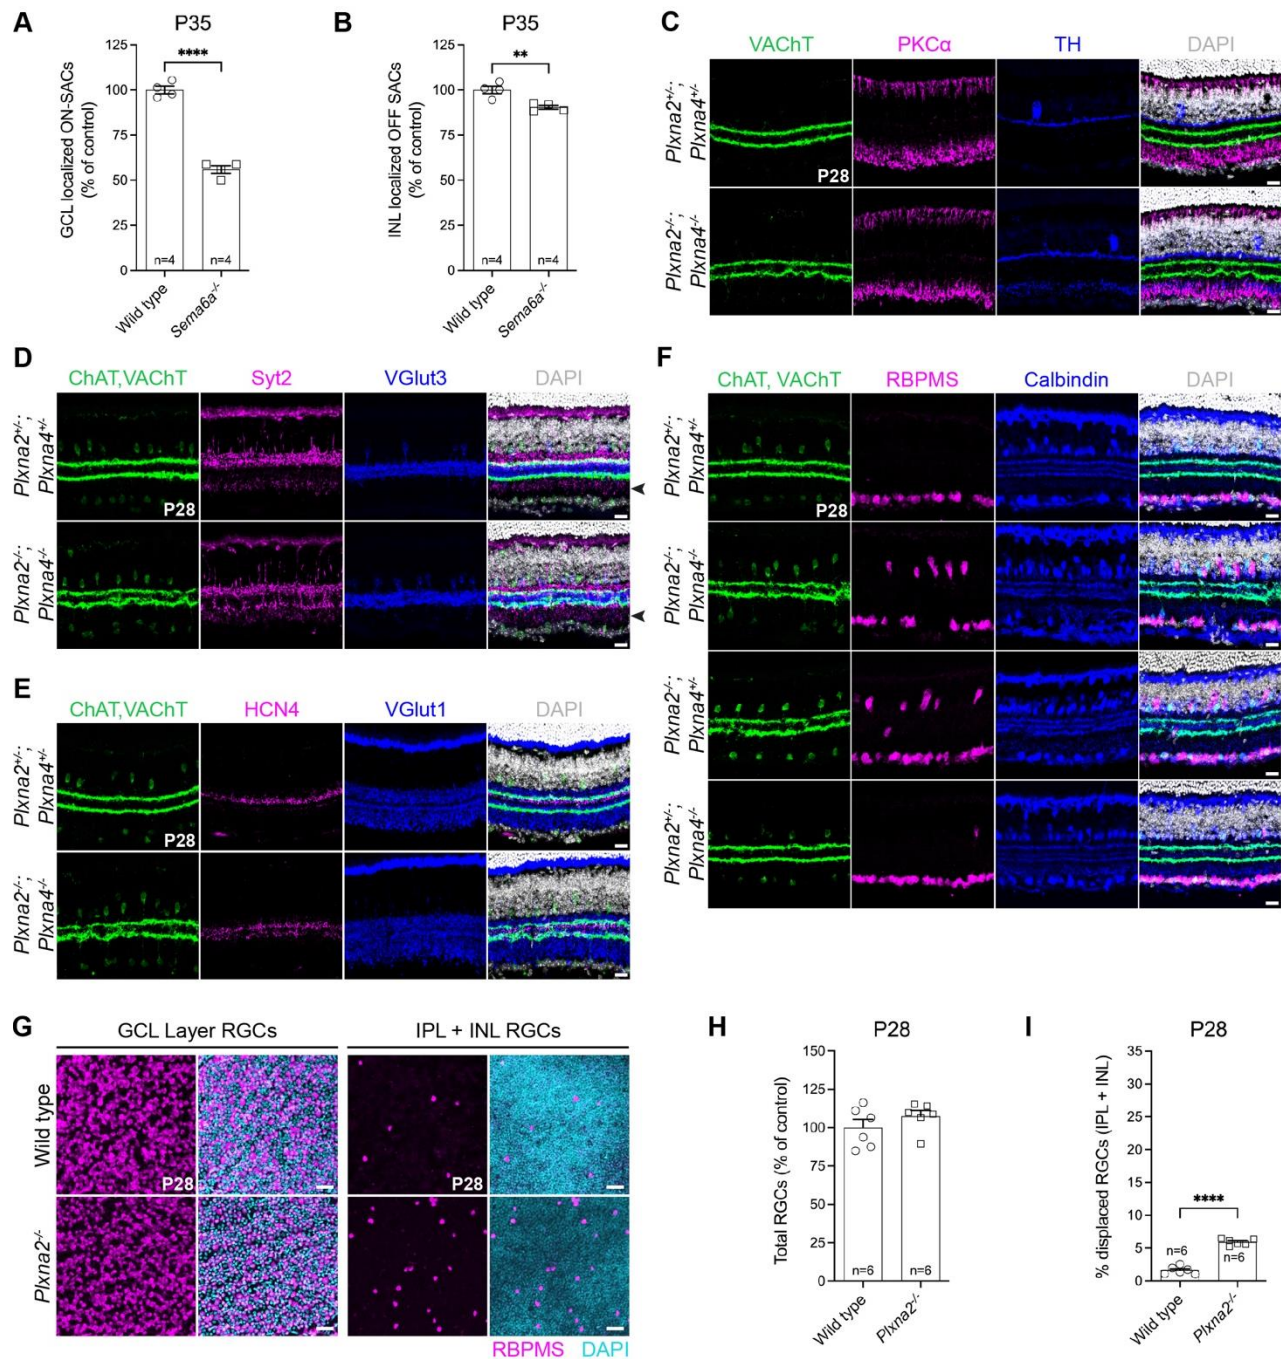

**Fig. S8. *Plxna2* and *Plxna4* only partially account for the range of phenotypes observed in *Sema6a* null retinas.** (A) Quantification of ON-SACs localized in the GCL. (B) Quantification of INL-localized OFF-SACs. (C) P28 retina cross sections labeled with anti-VACHT (SACs), anti-PKCα (rod BCs), and anti-tyrosine hydroxylase (TH<sup>+</sup> ACs). (D) P28 retina cross sections labeled with anti-ChAT and anti-VACHT (SACs), anti-Syt2 (type 2 OFF CBCs, intense labeling indicated by black arrow; type 6 ON CBCs, weak labeling indicated by black arrowhead), and anti-VGlu3 (VGlu3<sup>+</sup> ACs). (E) P28 retina cross sections labeled with anti-ChAT and anti-VACHT (SACs), anti-HCN4 (type 3a BCs), and anti-VGlu1 (BC axon terminals in the inner retina). (F) P28 retina cross sections labeled with anti-ChAT and anti-VACHT (SACs), anti-RBPMS (RGCs), and anti-calbindin (subtypes of RGCs and ACs, including SACs). (G) Whole mount retinas imaged through

the GCL (left) or the IPL + INL (right). Images represent Z-projections through the indicated regions and demonstrate mislocalization of RBPMS<sup>+</sup> (magenta) RGC cell bodies in the IPL + INL of *Plxna2*<sup>-/-</sup> mutant retinas. **(H)** Quantification of total RGCs for the indicated genotypes. **(I)** Quantification of displaced RGCs in the IPL + INL for the indicated genotypes. Wild type, C57BL/6. n, # of retinas. \*\*, p<0.01; \*\*\*\*, p<0.0001; Student's t-test. Scale bars **(C-F)**, 20µm. Scale bar **(G)**, 40µm.

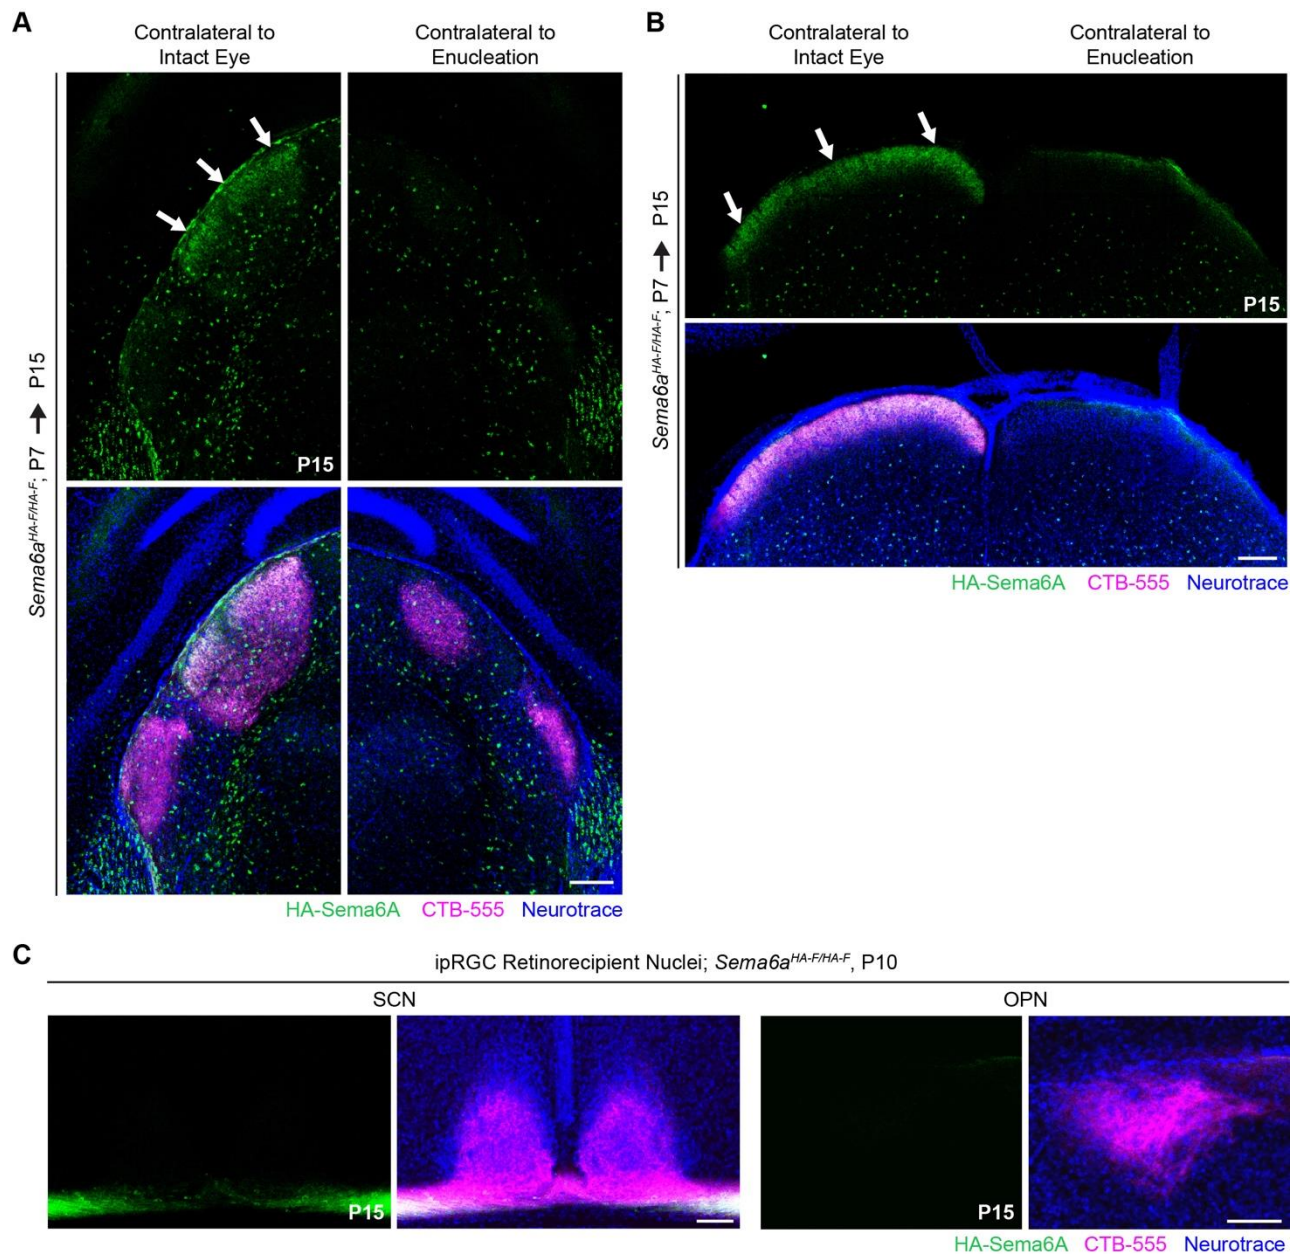

**Fig. S9. Sema6A-expressing RGC axons project to image-forming visual targets.** HA-Sema6A expression in *Sema6a*<sup>HA-F/HA-F</sup> mice was evaluated at P15 following P7 monocular enucleation; CTB-555 was injected at P14 to label retinorecipient midbrain nuclei. **(A-C).** **(A)** HA-Sema6A is detected in the ooDSGC retinorecipient shell of the dLGN contralateral to the intact eye (white arrows). This signal is lost contralateral to the enucleated eye. Scale bar, 200µm. **(B)** HA-Sema6A is detected in the ooDSGC retinorecipient outer layer of the superior colliculus contralateral to the intact eye (white arrows) and is lost contralateral to the enucleated eye. Scale bar, 200µm. **(C)** HA-Sema6A is not detected in non-image forming ipRGC retinorecipient nuclei of P15 *Sema6a*<sup>HA-F/HA-F</sup> mice, including the suprachiasmatic nucleus (SCN) and the olivary pretectal nucleus (OPN). Scale bars, 100µm.

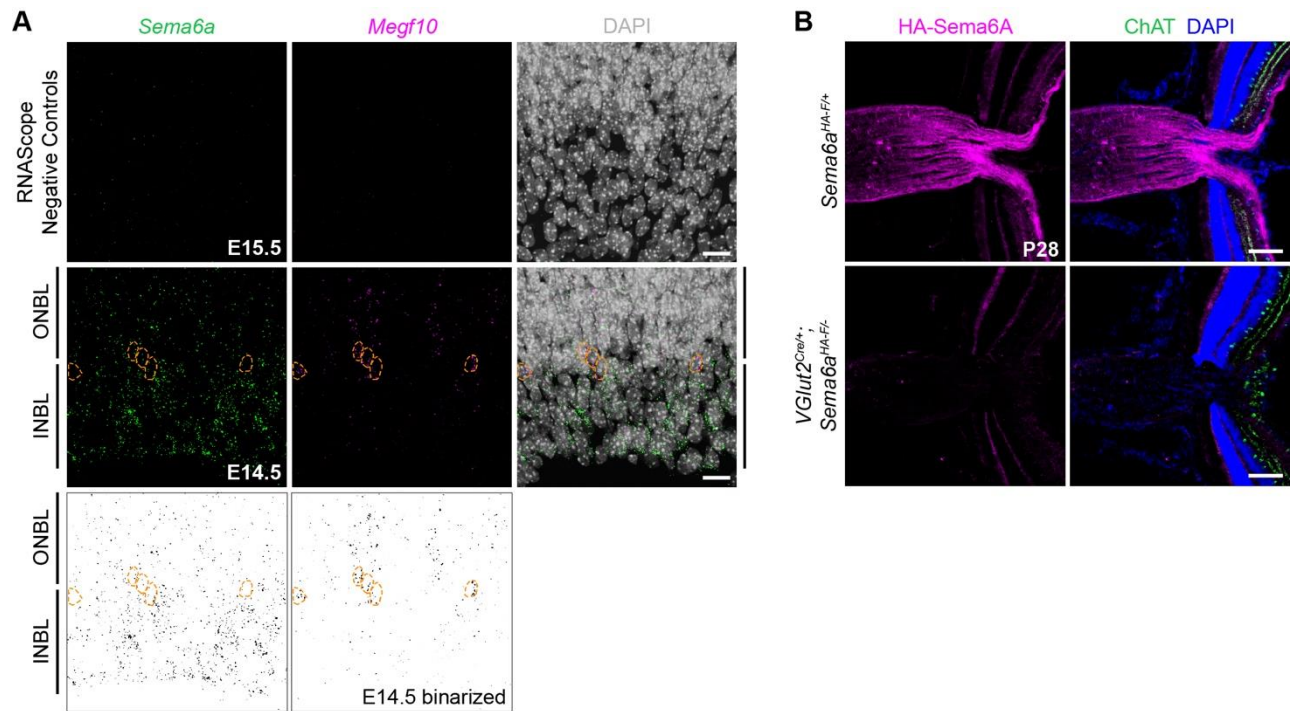

**Fig. S10. Embryonic *Sema6a* expression and loss of *Sema6A* expression in RGC-specific cKO retinas. (A)** RNAScope® *in situ* hybridization of *Sema6a* transcripts in wild-type embryonic tissue. *Sema6a* mRNA is not readily detectable in embryonic SACs identified by *Megf10* mRNA expression (orange dashed circles). *Sema6a* mRNA is enriched in the basal-most, RGC-rich inner neuroblastic layer (right bottom black bar). Scale bars **(A)**, 20µm. **(B)** Representative image of an RGC-specific *VGlut2*<sup>Cre/+</sup>; *Sema6a*<sup>HA-F/-</sup> cKO retina cross section at P28 demonstrates a complete loss of *Sema6A* in RGC axons of the optic nerve compared to a *Sema6a*<sup>HA-F/+</sup> retina, validating RGC-specific *Sema6a* cKO. Scale bars **(B)**, 100µm.

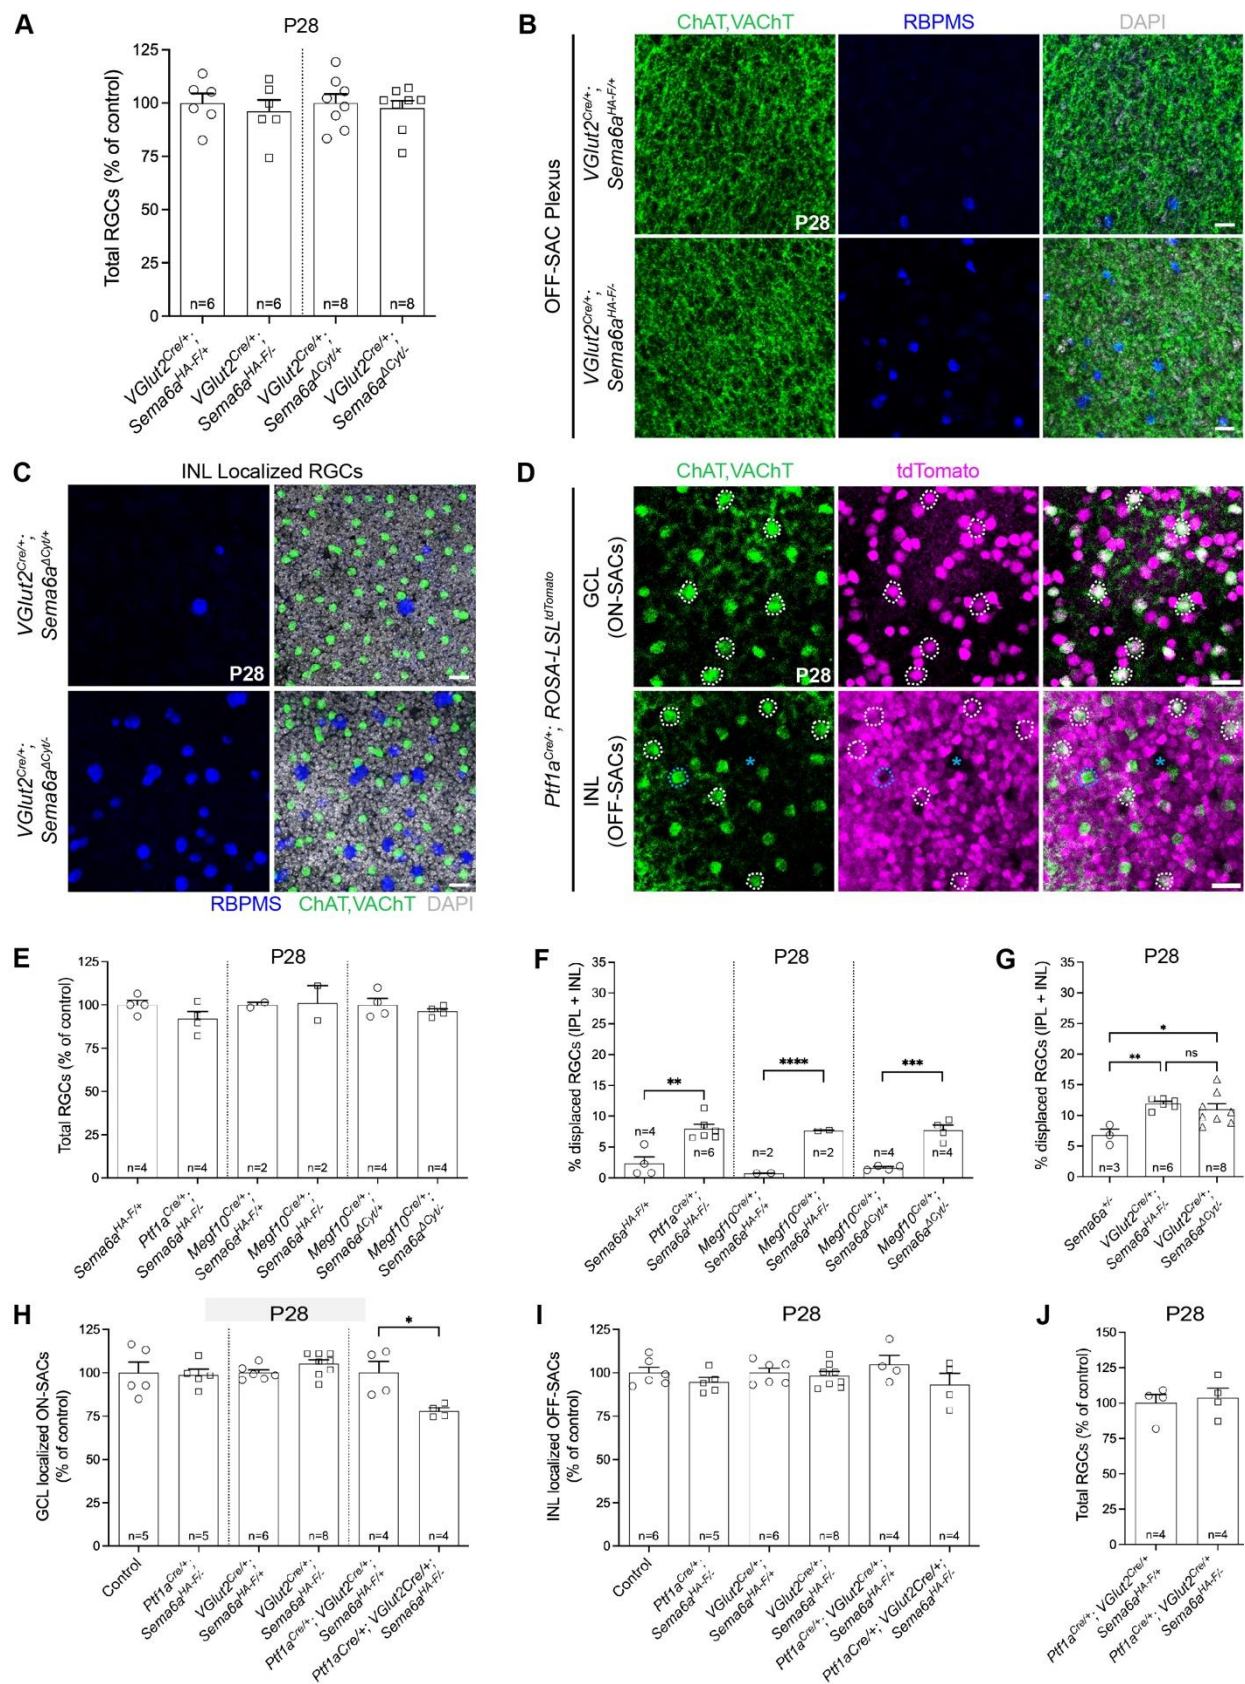

**Fig. S11. Sema6A in RGCs prevents RGC mislocalization while Sema6A in ACs is normally dispensable for RGC localization. (A)** Quantification of total RGCs for the indicated genotypes. **(B)** Representative images of the P28 OFF-SAC plexus (anti-ChAT) and RGC displacement (anti-RBPMS) in S2 of RGC-specific cKO retinas. **(C)** Representative images of RGC (anti-RBPMS) displacement into the INL (anti-ChAT) of RGC-specific Sema6A cytoplasmic domain cKO retinas. **(D)** *Ptf1a*<sup>Cre</sup>-driven *ROSA-LSL*<sup>tdTomato</sup> reporter expression in the GCL (top) and INL (bottom) at P28. ChAT<sup>+</sup> SACs express tdTomato (white dashed circles). Dense tdTomato expression in the INL, consistent with Cre expression in all ACs, required image acquisition with minimal gain to avoid image oversaturation, limiting resolution of tdTomato in some cells (signal appears very low, but is present). Rare gaps lacking tdTomato expression were detected in the INL (cyan asterisk), however the majority of ACs express tdTomato. SACs lacking tdTomato expression were rarely observed (cyan dashed circle). **(E)** Quantification of total RGCs in various AC-specific *Sema6a* cKO backgrounds. **(F)** Quantification of displaced RGCs in various AC-specific *Sema6a* cKO backgrounds. **(G)** Quantification of ON-SACs localized in the GCL. **(H)** Quantification of INL- localized OFF-SACs. “Control” in AC cKO experiments in (G-H) correspond to pooled *Ptf1a*<sup>Cre/+</sup>; *Sema6a*<sup>HA-F/+</sup> and *Sema6a*<sup>HA-F/+</sup> retinas. **(I)** Quantification of total RGCs in AC- and RGC-specific *Sema6a* cKO retinas. n, # of retinas. \*, p<0.05; \*\*, p<0.01; \*\*\*, p<0.001; \*\*\*\*, p<0.0001; Student’s t-test. Scale bars, 20µm.

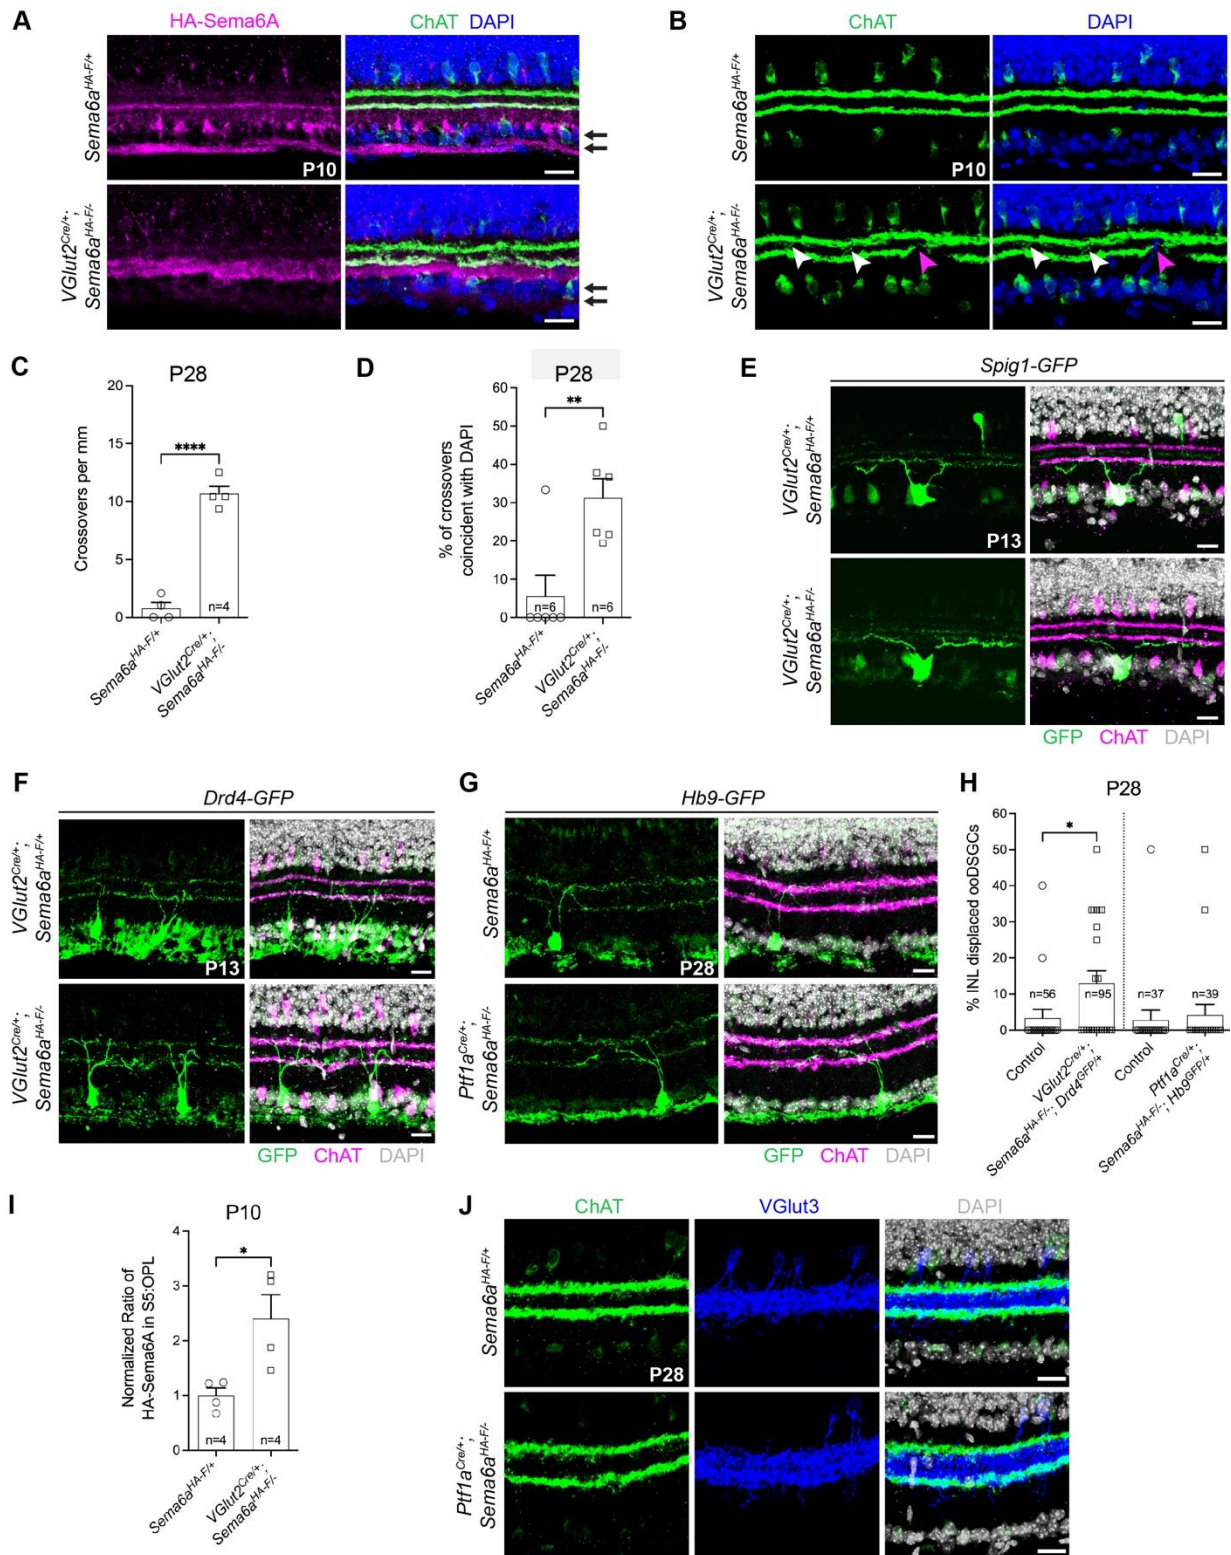

**Fig. S12. Sema6A in RGCs promotes SAC dendritic stratification.** (A) Representative image of a P10 *VGlut2*<sup>Cre/+</sup>; *Sema6a*<sup>HA-F/-</sup> cKO retinal cross section demonstrating a complete loss of Sema6A in the GCL (upper black arrows) and nerve fiber layer (bottom black arrows) compared

to *Sema6a*<sup>HA-F/+</sup>, validating the loss of Sema6A in cKO RGCs. **(B)** Representative image of crossovers between S2 and S4 in the IPL of P10 *VGlut2*<sup>Cre/+</sup>; *Sema6a*<sup>HA-F/-</sup> cKO retinas (bottom, white arrowheads) compared to *Sema6a*<sup>HA-F/+</sup> control retinas. Magenta arrow corresponds to a crossover associated with a DAPI<sup>+</sup> cell body. **(C)** Quantification of crossovers between S2 and S4 at P10. **(D)** Quantification of the % of crossovers associated with DAPI<sup>+</sup> cell bodies in the IPL. **(E)** Spig1-GFP<sup>+</sup> oSDGC lamination is preserved in RGC-specific *Sema6a* cKO retinas. **(F)** Drd4-GFP<sup>+</sup> ooSDGC lamination is preserved in RGC-specific *Sema6a* cKO retinas. **(G)** Hb9-GFP<sup>+</sup> ooSDGC lamination is preserved in AC-specific *Sema6a* cKO retinas. **(H)** Quantification of the % of displaced ooDSGCs in retinal cross sections. n, # of ooDSGCs examined. Since differences in ooDSGC displacement were not detected between postnatal timepoints examined, P8 and P13 Drd4-GFP<sup>+</sup> ooDSGCs were pooled from RGC-specific (*VGlut2*<sup>Cre</sup>), and P8 and P28 Hb9-GFP<sup>+</sup> ooDSGCs were pooled from AC-specific (*Ptf1a*<sup>Cre</sup>), cKO experiments. **(I)** Quantification of the ratio of HA-Sema6A expression in S5 of the IPL compared to the OPL at P10. HA-Sema6A is upregulated in *VGlut2*<sup>Cre/+</sup>; *Sema6a*<sup>HA-F/-</sup> cKO retinas. **(J)** Representative image of SAC dendrite stratification in pan-AC (*Ptf1a*<sup>Cre</sup>) *Sema6a* cKO retinas. Lamination is not altered by loss of Sema6A in all ACs. VGlut3<sup>+</sup> AC dendritic targeting does not rely on Sema6A in ACs. n (C-D, I), # of retinas. \*, p<0.05; \*\*, p<0.01; \*\*\*\*, p<0.0001; Student's t-test or one-way ANOVA, Tukey's MCT. Scale bars, 20µm.

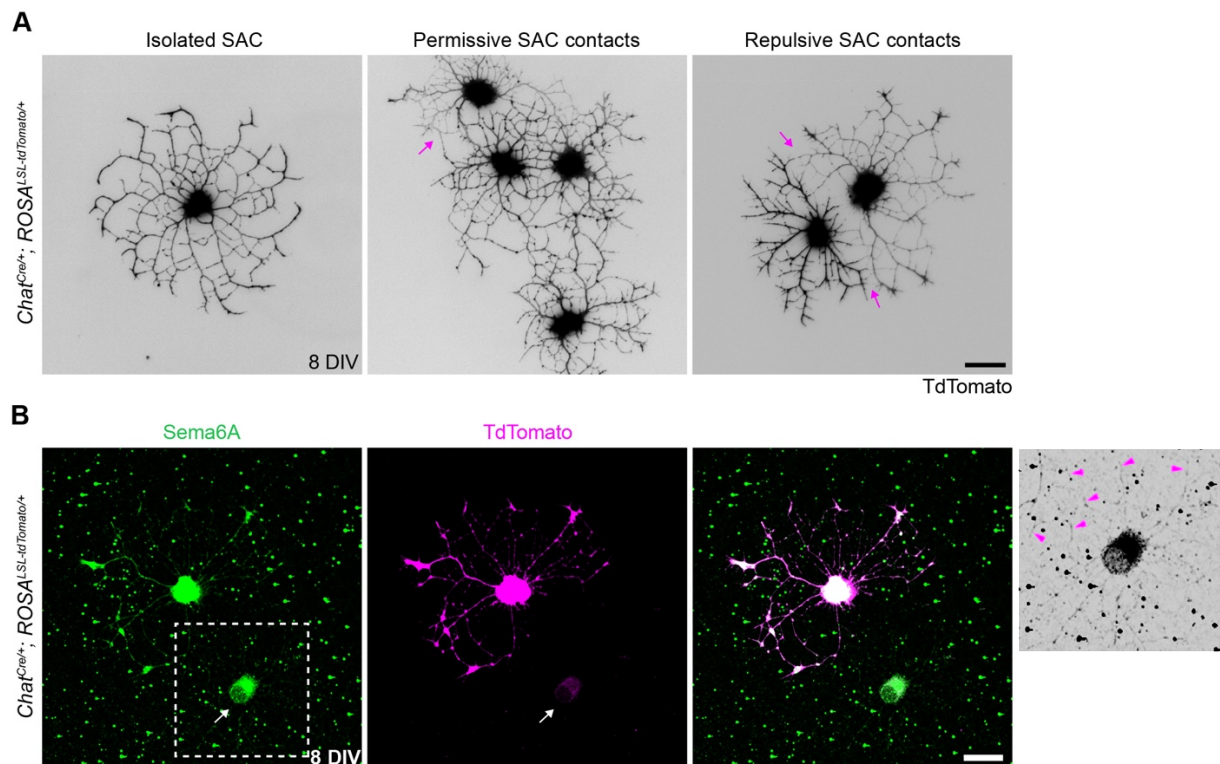

**Fig. S13. SAC morphology *in vitro*.** (A) Representative tdTomato<sup>+</sup> FACS sorted SACs isolated from *Chat*<sup>Cre/+</sup>; *ROSA*<sup>LSLtdTomato/+</sup> retinas at P1 and cultured for 8 days *in vitro* (DIV). In pure SAC cultures, isolated SACs adopt a radial morphology (left). SACs experience both permissive contacts, presumably when SACs of the same subtype contact, that do not prevent arbor elaboration (middle), and repulsive contacts that prevent elaboration of the dendritic arbor of one or both contacting SACs (right). Magenta arrows indicate regions where SAC arbors did not elaborate to adopt a radial morphology. (B) Representative anti-Sema6A<sup>+</sup>/tdTomato<sup>+</sup> SAC in a primary retinal culture. SAC arbors do not elaborate when they contact non-SAC neurons/neurites. White arrows indicate a Sema6A<sup>+</sup>/tdTomato<sup>-</sup> non-SAC neuron. The dendritic arbor of the tdTomato<sup>+</sup> SAC did not elaborate in regions occupied by neurites of the non-SAC neuron. Magenta arrowheads in inset show weakly Sema6A<sup>+</sup> neurites of the non-SAC neuron.

**Table S1. Key resources**

| Reagent Type      | Designation                     | Source or reference        | Identifier         | Additional Information                         |
|-------------------|---------------------------------|----------------------------|--------------------|------------------------------------------------|
| Antibody          | Sema6A; goat, 1:200             | R&D Systems                | AF1615             |                                                |
| Antibody          | HA; rabbit, 1:500               | Cell Signaling             | C29F4              |                                                |
| Antibody          | ChAT; goat, 1:250               | EMD-Millipore              | AB144P-200 $\mu$ L | SACs                                           |
| Antibody          | NK3R; rabbit, 1:3000            | NovusBio                   | NB300-102          | NK3R/TACR3/Neurokinin B Receptor; type 1/2 BCs |
| Antibody          | Calretinin; goat, 1:2500        | Swant                      | CG1                | RGCs, ACs                                      |
| Antibody          | DsRed; rabbit, 1:1000           | Clontech                   | 632496             |                                                |
| Antibody          | RBPMS; guinea pig, 1:500        | PhosphoSolutions           | 1832               | RGCs                                           |
| Antibody          | VACHT; goat, 1:1000             | EMD-Millipore              | ABN100             | SACs                                           |
| Antibody          | PKC $\alpha$ ; rabbit, 1:1000   | Sigma Aldrich              | P4334              | Rod BCs                                        |
| Antibody          | TH; sheep, 1:400                | EMD-Millipore              | AB1542             | Dopaminergic ACs                               |
| Antibody          | Syt2; mouse, 1:2000             | DSHB                       | ZNP-1              | Type 2/6 CBCs                                  |
| Antibody          | VGlut3; guinea pig, 1:2500      | Synaptic Systems           | 135 204            | S2/S3 ACs                                      |
| Antibody          | HCN4; rabbit, 1:500             | Alomone Labs               | APC-052            | OFF CBC type 3a                                |
| Antibody          | VGlut1; guinea pig, 1:1000      | EMD-Millipore              | AB5905             | BC axons                                       |
| Antibody          | Calbindin; rabbit, 1:2500       | Swant                      | CB-38a             | RGCs, ACs                                      |
| Antibody          | GFP; chicken, 1:1000            | AVES                       | GFP-1020           |                                                |
| Antibody          | PlexA2; rabbit, 1:500           | Generous gift from F. Suto |                    | Murine SACs; IPL layers S2 and S4              |
|                   |                                 |                            |                    |                                                |
| Chemical compound | TO-PRO <sup>®</sup> -3 iodide   | Invitrogen                 | T3605              |                                                |
| Chemical          | NeuroTrace <sup>®</sup> 640/660 | Life                       | N-21483            |                                                |

|                                |                                                                          |                     |                          |                                                                   |
|--------------------------------|--------------------------------------------------------------------------|---------------------|--------------------------|-------------------------------------------------------------------|
| compound                       | Deep-Red Fluorescent Nissl Stain                                         | Technologies        |                          |                                                                   |
| Chemical compound              | DAPI                                                                     | Life Technologies   | D1306                    |                                                                   |
| Chemical compound              | Tamoxifen                                                                | Sigma Aldrich       | T5648-1G                 |                                                                   |
| Chemical compound              | Ponceau S Staining Solution                                              | ThermoFisher        | A40000278                |                                                                   |
| Chemical compound              | Papain Suspension                                                        | Worthington Biochem | LK003176                 |                                                                   |
| Chemical compound              | Poly-D-Lysine Hydrobromide                                               | Sigma Aldrich       | P1399-25mg               |                                                                   |
| Chemical Compound              | Betaine                                                                  | Sigma Aldrich       | 61962-50g                |                                                                   |
|                                |                                                                          |                     |                          |                                                                   |
| Biological sample (AAV)        | AAV2-FLEX-GFP                                                            | UNC Vector Core     | 100μL: AAV2-CAG-FLEX-GFP |                                                                   |
| Biological sample              | CTB-555                                                                  | Life Technologies   | C-34776                  | Cholera Toxin Subunit B (Recombinant), Alexa Fluor® 555 Conjugate |
|                                |                                                                          |                     |                          |                                                                   |
| Surgical tool                  | Silver Nitrate Applicator, 6"                                            | MedVet              | RXSNA6                   |                                                                   |
|                                |                                                                          |                     |                          |                                                                   |
| <b>Key Smart-Seq2 Reagents</b> |                                                                          |                     |                          |                                                                   |
|                                | Hibernate A without Ca <sup>2+</sup> , Mg <sup>2+</sup> , and Phenol Red | Brainbits           | Custom order             |                                                                   |
|                                | SMARTScribe™ Reverse Transcriptase                                       | Clontech            | 639536                   |                                                                   |
|                                | KAPA HiFi HotStart ReadyMix (100 rxn)                                    | KAPA Biosystems     | KK2601                   |                                                                   |
|                                | Advantage® UltraPure                                                     | Clontech            | 639125                   |                                                                   |

|  |                                           |                 |             |  |
|--|-------------------------------------------|-----------------|-------------|--|
|  | PCR Deoxynucleotide Mix (10 mM each dNTP) |                 |             |  |
|  | Nextera XT V2 DNA Library Prep Kit        | Illumina        | FC-131-1096 |  |
|  | Nextera XT Index Kit                      | Illumina        | FC-131-1002 |  |
|  | Agencourt AMPure XP beads                 | Beckman Coulter | A63881      |  |
|  | Qubit® dsDNA HS Assay Kit (500 reactions) | ThermoFisher    | Q32854      |  |

How the deposited data were processed for this re-analysis (not part of the article)

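Single sorted retinal cells of P1, P4, P8, P11 and P16 mice were profiled by Smart-seq2 in 2 library sets per age. The authors aligned paired-end reads to GRCm38 with HISAT2 and quantified genes with Cufflinks, and the methods text does not name the annotation release. Of 29548 genes in the tables, 28267 symbols were found in GENCODE M21, 14462 of them (51.2%) with the same span. The deposited gene tables hold expected counts, which are the authors' estimated fragments of each gene divided by a scaling ratio of the cell. Multiplied by that deposited ratio, 95.7% of the values above 0.01 were whole fragments within 0.01, and these fragments were the main unit here. The deposited FPKM values of the same genes were used only as an alternative. The total mass that the authors deposited per cell is a count of mapped fragments, of which the median cell had 96.2% assigned to genes. Smart-seq2 adds no molecular tags, so fragments are not independent molecules, and exact intervals cover counting error only.

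Samples were mapped from the deposited labels alone. The labels give age, library set and, at P1 to P11, the subtype of each cell, and mark 35 of 855 cells as filtered out. The order of the labels is in doubt, as 25.7% of these 35 cells lay in the lowest or highest 10% of detected genes of their set, against 82.9% with the labels in another order, so cells the authors left out could be among those used. The 820 cells used were 143 at P1, 185 at P4, 166 at P8, 140 at P11 and 186 at P16, with 317 cells labelled ON and 317 labelled OFF, and they are given by library set elsewhere. The labels name no animals, so cells of an age count as 1 sample, and no p-value was computed between ages. The cells used held 101597 to 1643658 fragments (median 289926.5), and the precision of a share is set mainly by the number of cells. Where depth could change a share or a number of genes, each cell was thinned at random to 150000 fragments, which 810 of 820 cells reached.

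Counts per 1000000 fragments assigned to genes (CPM) were computed in each cell and averaged over cells. Log2 ratios were taken after adding 1 CPM, and P16 was set against the mean of the 4 earlier ages. Ratios at P16 rest on library sets, and a gene was counted as 2-fold higher or lower when both P16 sets also lay beyond all 8 earlier sets. For the deposited labels, fragments were summed per age and label, rounded to whole numbers, filtered with filterByExpr, normalized by TMM and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with age as a block and Benjamini-Hochberg adjustment over all genes tested (threshold 0.05). Numbers of called genes are given as percents of the genes tested, as in 122 of 13000. Adjusted p-values named as edgeR, DESeq2 or limma come from these fits across all genes. The test was tried on simulated sums of 12625 genes, where 8 of 12425 unchanged genes were called.

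Cells of each age were clustered on log2(CPM + 1) of the 1000 most variable genes among those detected in at least 5% of cells, using 10 principal components and k-means with 2 groups and 50 starts (scikit-learn 1.9.0, NumPy 2.4.6, pandas 2.3.3 and SciPy 1.17.1 in Python 3.11.15). Because the labels did not part the cells by Fezf1 and Rnd3, a second clustering was added after seeing the data. It left out 14 genes the paper names, set aside a group of under 15% of the cells and clustered the rest again. The group with Fezf1 and the group with Rnd3 were then tested as the labels were. As these groups were made from expression, their p-values do not weigh the grouping against chance. To keep a gene out of its own grouping, cells were also grouped without the odd or without the even chromosomes. This placed 98.0% of 595 and 97.6% of 592 cells in the same group. For genes named as differing between the groups, the log2 fold change, SE and adjusted p-value come from the fit that left their own set of chromosomes out. The CPM of these genes and their differences by age come from the fit with all genes, as do the values of Sema6a, Plxna2 and Synpr.

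Gene lists were fixed before the data were examined. They cover cholinergic and GABAergic transmitter genes, amacrine identity factors, semaphorins with plexins and neuropilins, other guidance cues and receptors, adhesion and self-avoidance molecules, synaptic vesicle and release genes, ion channels and receptors, neurite growth and immature neuron genes, and markers of photoreceptors, bipolar cells, Müller glia, ganglion cells, horizontal cells, other amacrine cells, and microglia, vessels and pigment epithelium. Lists of progenitor and cell cycle genes, dissociation and stress genes, mitochondrially encoded genes, and nuclear oxidative phosphorylation and glycolysis genes were added to these. Between ages, the median log2 ratio of the members of at least 1 CPM was set against 10000 lists drawn at random from genes of the same expression. Between labels or groups, lists were tested with camera of limma 3.58.1, with the preset correlation and with an estimated one. In simulated data, the comparison with random lists found a list of 4-fold lowered genes. A list of unchanged genes also lay outside, at percentile 1.99, and of 1000 such lists 3.4% did.

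Genes were named by a rule fixed before the data were examined. It takes every gene the paper names for these cells with the other plexin A genes, the 10 genes of the largest change in each direction between the subtypes and between P16 and earlier ages, and up to 4 members of each list by size of change. As 0 genes were called between the labels, the part for subtypes was applied to the groups from clustering instead. All list members called between the groups were named as well, without the limit per list. Both changes to the rule were made after seeing the data. Other genes outside the rule are marked as chosen after their values were seen. Alternatives were another normalization, no filter, DESeq2 1.42.0, no block, sums per library set, thinned cells, limma on FPKM, leaving out each age, other measures of level, pseudocounts of 0.1 and 10 CPM, each library set alone, P11 alone as the earlier age, detection from 5 fragments on, and other numbers of variable genes and components. The authors' conversion of FPKM to estimated mRNAs per cell and their tSNE plots were not repeated, because the settings behind them are not in the tables. Some genes withheld for evaluation are not reported here.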

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

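The tests between groups of cells from clustering, the count of other splits for these groups, the median over genes of like expression, and the test on cells with at least 50 fragments of a marker were chosen only after the result was seen.

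In genes that the paper does not discuss, signals stood out at P16 and between the groups of cells. Slc24a4, which encodes a sodium, calcium and potassium exchanger, was at 335.97 CPM in the cells of P16 and at no more than 9.32 CPM in any of the 8 earlier library sets. Sparcl1, which encodes a secreted matrix protein of synapses, was at 2067 CPM at P16 and at no more than 166.1 CPM in the earlier sets. Ldha, which encodes a lactate dehydrogenase, had a log2 fold change of -1.82 in the group with Fezf1 over the group with Rnd3. In 14 series of 4 ages, 0 values lay far from the other ages of their series.

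Sema6a and Plxna2 were lower at P16 than before, with a mean log2 ratio of -1.34. The share of that ratio kept with TMM factors between the ages was 0.938, which argues against a few genes taking most of the fragments. Dilution by RNA of photoreceptors or other cells would lower all genes by the same factor, but the median of 6 transmitter genes lay 2.41 above that mean ratio on the log2 scale. Transmitter genes also rose from P1 to P11 (median log2 ratio 1.63 for 7 genes). Such a rise could mask dilution, so this test cannot exclude it. A loss of all genes of that expression level is argued against by a median of -0.21 over 1251 genes of 165.5 to 21188 CPM (quartiles -0.70 and 0.25), a value chosen after the result was seen. The bound set beforehand for such a loss, a percentile of 5 or more within these genes, was nonetheless met, at 6.16 for Sema6a and 11.8 for Plxna2, so many genes of this level were as low. A decrease of both genes with age may underlie the pattern, as a hypothesis from the same data, and differences between the P16 mice or preparation and the others stay open, since an age is 1 sample.

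The median cell detected 2576 genes at P16 and 4764 at P11. With each cell thinned to the same depth, P16 still had 0.543 of the genes of P11, which argues against shallower sequencing. Without the 100 most abundant genes of each age it had 0.530, which argues against a few genes taking most of the fragments. Fewer expressed genes in older cells, or less RNA recovered from each P16 cell, may underlie the pattern, and both stay open because Smart-seq2 does not count molecules.

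The cells labelled ON and OFF did not differ in Fezf1 and Rnd3. Among the cells with at least 50 fragments of exactly 1 of these genes, 51.4% carried the label the paper gives that gene, which argues against too few fragments, and 57.6% of those with at least 5 fragments did when the labels in the order of the samples were given to the cells in the order of the table columns, which argues against that shift. When the labels in the text order of the cell names were given to the cells in column order, 97.5% of 520 cells with at least 5 fragments matched, and in a test without the markers 82.9% of the 35 cells labelled as filtered out lay in the lowest or highest 10% of detected genes of their set, against 25.7% as deposited. The labels may therefore have been written in column order beside names sorted as text, a hypothesis found by a search over 19 orders, of which the other 18 gave 48.6% to 59.7%. It was used for no value elsewhere, and no biological explanation was tested.

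For Synpr, the lowest log2 ratio of labelled ON over labelled OFF among the 4 library sets of P4 and P8 was 0.0751, so a difference between sets and one between labels cannot be told apart at that size, and the smaller ratio was 1.05 times as large after thinning, which argues against higher fragment totals in the cells labelled ON. Between the labels, 32 of 32 splits of the 8 sums called at least as many genes as the labels (0, with 0 as the highest of the others), which is so by construction where 0 are called and says nothing about chance. Between the groups from clustering, 1 of 32 did, the real one with 0.938% of the genes, and the highest of the others called 0, but the groups were made from expression itself, so this count says nothing about chance either.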

How the results depend on the processing

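The group settings, the library sets alone for lists, and the similarity of library sets were tests chosen only after the result was seen.

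No gene was called between the cells labelled ON and OFF under any planned setting but DESeq2, which called 2 (0.0152% of genes). Without the replicate block for age 0 were called in edgeR, with 0.4933% of genes at an unadjusted p under 0.05, beside 2.91% with it, 2.93% with size factors of DESeq2, 2.54% without a filter, 2.93% with sums per library set, 3.03% with thinned cells, 4.82% in limma on FPKM and 5.78% in DESeq2. Between the groups from clustering 0.938% of genes were called, and 4.15% with DESeq2, 1.70% with sums per library set, 0.762% with groups made without the genes of the tested set of chromosomes (odd or even), and 0.520%, 0.153%, 0.163% and 0.528% without P1, P4, P8 or P11. The lists called between labels (3) were 0 with an estimated correlation and 0 to 4 in leave-one-out fits, and between groups 6, or 0 with an estimated correlation. The measure of the ON and OFF difference by age could give no value with the labels, because no gene was called.

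Differences near 0 turned sign. Sema6a, at a log2 fold change of 0.0096 by label, ranged from -0.043 to 0.057 in leave-one-out fits, with -0.015 without P1 and -0.043 without P8, and the group fit reached -0.086 without P8 (range to 0.094). Plxna2, at 0.041 by label, was at -0.012 without P11 (leave-one-out range -0.012 to 0.076), and at -0.070 in the groups, -0.060 with DESeq2, -0.095 with sums per library set, -0.075 with groups made without the tested set of chromosomes, and -0.13 to 0.024 in leave-one-out fits, among them -0.10 without P1, -0.075 without P4 and -0.13 without P8. The cause was not tested. Synpr kept its direction over 4 ages in 19 settings, from 0.13 to 1.72. By age it was 1.08 at P1 in the groups, against -0.084 by label, 2.59 at P4 and 1.61 at P8, and at P8 by label 0.045 with FPKM and 0.079 with thinned cells.

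Of the P16 ratios of Sema6a, Plxna2, Megf10, Synpr, Chat, Slc18a3 and Gad1, none changed direction in 12 settings. With P11 alone as the earlier age they were -0.93 for Sema6a, -0.70 for Plxna2, -2.35 for Megf10, 0.049 for Synpr, 1.04 for Chat, 0.46 for Slc18a3 and 1.08 for Gad1, by construction the change after P11 alone. With FPKM they were -1.18 for Sema6a, -0.90 for Plxna2, -3.86 for Megf10 and 1.06 for Synpr. Megf10 was at -3.92 with summed fragments, -3.89 with TMM factors and -3.78 with a pseudocount of 10 CPM, Slc18a3 at 0.89 with TMM factors and 0.76 with the groups, and Synpr at 1.06 with the groups. For 91 other named genes, 0 of 1092 settings were counted as reversing a P16 ratio. A change of sign was counted only for genes at least 2-fold changed with both P16 sets beyond all earlier sets. Fezf1, which was not such a gene, turned from -0.32 to 0.79 with P11 alone as the earlier age. For 40 genes between the groups, 0 settings reversed a gene, and in 31.7% of settings it no longer passed the test.

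From 5 fragments on, Sema6a was found in 77.6% of cells at P1, 84.3% at P11 and 39.8% at P16, and Plxna2 in 57.5% at P16, and the median cell detected 3864, 4909, 4131 and 2264.5 genes at P1, P4, P11 and P16 (2502 at P16 with thinned cells). From an FPKM of 1 on, Sema6a was found in 87.1% at P11. In sets b it was found in 95.9% at P1, 100% at P8, 98.6% at P11 and 62.1% at P16, and in set a of P16 in 41.8%. Plxna2 was found in 100% of the cells of sets a at P1, P8 and P11, and in 100% at P8 without the cells set aside. The added clustering matched the labels in 46.5% at P1 and 51.6% at P8, against 61.5% and 60.2% as planned. These are not alike, since the planned values took the better pairing of groups with labels, while the added ones fixed Fezf1 as ON. Group sizes alone would give the planned clustering 60.4% at P1 and 61.3% at P8, so its groups did not follow the labels either. With FPKM, the differences between groups by age were 1.51, 2.02, 1.901 and 1.24. Horizontal cell markers, at -1.58 in P11 over P1, were at 0.48 with FPKM and 0.053 in sets b, where ganglion cell markers (-1.22) lay within the random lists and photoreceptor markers (-1.32) below them. At P16, ion channel genes lay above them with FPKM (0.19) and in sets b (0.099), and mitochondrially encoded genes below them with FPKM (-0.51). Over the settings 8 to 9 lists at P16 and 8 to 10 lists in P11 over P1 lay beyond the random ones, and 8 of 8 library sets stayed closest to the paired age. The cause of these shifts was not tested. Depth limits the shares, since a cell of 266579 fragments, the median at P16, can miss a gene of a few CPM.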

Differences from the paper's values

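The values between groups of cells from clustering come from tests chosen only after the result was seen.

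The paper states that analysed cells had more than 3900 genes per cell, as the paper's lower bound. The cells of P16 had a mean of 2573 genes here, and 2267 from 5 fragments on and 2502 with thinned cells, so each setting lay below that bound. From 1 fragment on, the means of P1, P4, P8 and P11 lay above it, but from 5 fragments on that of P1 was 3740. The bound is stated per cell, so a mean above it does not place every cell above it. The paper's own mean for P16 is about 2300 in Table 1, read by eye, which does not differ from 2573 by the rule used here.

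For Synpr, the paper's log2 ratios of ON over OFF, as mRNAs per cell, are about 0.45 at P1, about 1.2 at P4, about 1.9 at P8 and about 0.62 at P11 in Fig. S6J, read by eye. By the deposited labels the log2 ratios of CPM were -0.084, 0.31, 0.076 and 0.24. These labels matched Fezf1 and Rnd3, which define the paper's clusters, in 49.8% of cells, so the labelled cells are not comparable with those clusters. With FPKM they were -0.054, 0.23, 0.045 and 0.29, and with thinned cells 0.40 at P4 and 0.079 at P8, and all of these alternatives rest on the same labels. With groups from clustering, chosen after seeing the values, the ratios were 1.08, 2.59, 1.61 and 0.28. The paper's text does not name the test or the replicates behind its statement on Synpr, and here an age was a sample.

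For Sema6a, the paper's log2 ratio of P16 over the earlier ages is about -1.0 in Fig. S6H, read by eye from mRNAs per cell, and the value here was -1.54 in CPM. It differed under all alternatives set before the data were examined (-1.67 to -1.18) except P11 alone as the earlier age, at -0.93. For Plxna2 the paper's ratio is about -0.5 in Fig. S6I, read by eye, and the value here was -1.15, with -1.25 to -0.70 over these alternatives, all of which differed. The scales are not the same, since mRNAs per cell were not in the tables.

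The paper states that all of these cells express Sema6a. Here a fragment of Sema6a was found in 90.2% to 99.4% of cells at P1 to P11 and in 52.2% at P16. The paper states that the cells of P16 do not express Megf10, of which 18.8% of P16 cells held a fragment, at 51.9 CPM. The paper lists Fezf1 with the genes downregulated by P16. Its log2 ratio to the 4 earlier ages was -0.32 here with overlapping library sets, while Rnd3 was at -5.86. To P11 alone the ratios were 0.79 for Fezf1 and -5.19 for Rnd3. Both genes mark subtypes whose shares at P16 are unknown, and the labels did not balance them at the earlier ages. The mix of subtypes could therefore move both ratios. The paper states that the cells clustered into a pair of groups at each age before P16. At its main setting, the planned clustering gave groups that followed Fezf1 and Rnd3 at P4 only, and at the other ages parted off 14, 5 and 18 cells. With a larger number of variable genes its groups followed them at P8 too (99.3% of cells with 1 marker). With the parted-off cells set aside, a step chosen after seeing the values, groups that followed the markers were found at all 4 ages. Those cells detected fewer genes, with medians of 2860, 4149 and 3806.5 against 4498, 6283 and 4847 in the groups. The paper analysed cells that passed its filter. As the order of the labels is in doubt, cells it left out could be among those clustered here. The paper defines the ON and OFF clusters by Fezf1 and Rnd3, and the deposited labels matched these genes in 49.8% of cells. The paper states that Synpr is significantly higher in the ON cells at P4 and P8. The edgeR test over 4 ages gave an adjusted p of 0.998 by label and 0.206 between the groups, in the direction the paper gives. Before adjustment over all genes, p in edgeR was 0.00920 and 0.00496. P4 and P8 were not tested alone, and the log2 ratios between the groups there were 2.59 and 1.61.

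The numbers of cells per age match those in Table 1, as do the labels at P1. At the other ages the labels call 78 cells ON at P4, 63 OFF at P8, and 46 ON and 94 OFF at P11, where the paper's Table 1 gives about 73, about 64, about 50 and about 90, read by eye.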

Other observations

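The values between groups of cells from clustering come from tests chosen only after the result was seen, while the lists and the comparison by age were set before the data were examined.

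Of 40 genes of oxidative phosphorylation and glycolysis, 8 were lower in the group with Fezf1 and 0 were higher in the fit with groups made without their own set of chromosomes (odd or even), and adjusted over the list alone 9 were lower and 1 higher in the fit with all genes. Ldha, a lactate dehydrogenase, averaged 406.8 CPM in the group with Fezf1 and 1506 CPM in the group with Rnd3 (log2 fold change -1.82, adjusted p = 0.00546 from edgeR). The triose phosphate isomerase Tpi1 had a log2 fold change of -1.17 (adjusted p = 0.0188 from edgeR), Gpi1 of -0.90, the phosphoglycerate mutase Pgam1 of -0.83, Aldoa of -0.82, Eno1 of -0.77, Pgk1 of -0.77 and the pyruvate kinase Pkm of -0.57. All 8, which were lower at 4 of 4 ages in the fit with all genes, are genes of glycolysis, a grouping made after their values were seen. In the fit with all genes, 2 of the 8 (Ldha and Eno1) passed without P4 and 3 (with Gpi1) without P8. The list passed camera with its preset correlation (adjusted p = 4.79e-08), and had an adjusted p = 0.202 with an estimated correlation.

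Adhesion genes differed both ways between the groups. Of 44 tested, 3 were higher in the group with Fezf1 (Cntn5, Ncam1 and Lrrtm1) and 3 in the group with Rnd3 (Chl1, Tenm3 and Nfasc), and 12 were called adjusted over the list alone (9 and 3). The neural adhesion molecule Ncam1 had a log2 fold change of 0.93 and the synaptic protein Lrrtm1 of 1.16. The list was higher in the group with Fezf1 by camera (adjusted p = 0.00478, and adjusted p = 0.247 with an estimated correlation), with a median log2 fold change of 0.32 and a mean of -0.17. Among 31 other guidance genes, Slit2 alone was called (2 adjusted over the list alone), and camera gave an adjusted p = 0.00478, or adjusted p = 0.247 with an estimated correlation. Among 54 ion channel and receptor genes, the kainate receptor subunit Grik2 was lower (-1.33) in the group with Fezf1, 12 were called adjusted over the list alone, and camera gave an adjusted p = 0.0288, or adjusted p = 0.285 with an estimated correlation. The Müller glia list (adjusted p = 0.0418, or adjusted p = 0.285 with an estimated correlation) held 1 called gene, Sox9, and the ganglion cell list (adjusted p = 0.00927, or adjusted p = 0.247 with an estimated correlation) held 0 called of 3 tested. Stmn4 (1.72) was higher and Nrep (-0.39), Neurod1 (-0.74) and Zfhx3 lower in the group with Fezf1, and Prox1 averaged 0.63 and 19.7 CPM.

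Between the cells labelled ON and OFF, camera called 3 lists. Other amacrine cell markers were higher in the cells labelled ON (adjusted p = 0.0300), mitochondrially encoded genes lower (adjusted p = 0.0300), and genes of oxidative phosphorylation and glycolysis higher (adjusted p = 0.0120), with an adjusted p = 0.674 with an estimated correlation for each. With the cells of P8 left out 0 lists were called, and with those of P11 left out 1, the other amacrine markers. In edgeR 0 members of any list were called over all genes, and adjusted over the list alone 1 horizontal cell marker was.

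At P16, genes of oxidative phosphorylation and glycolysis had a median log2 ratio of 0.17 to the earlier ages, with 8 of 40 at least 2-fold higher and 0 lower. Aldoc, an aldolase, had a ratio of 3.55, Ldhb of 1.96, the sodium pump subunit Atp1b2 of 1.80 and the enolase Eno2 of 1.74. For markers of other cells, the medians were -0.14 for photoreceptors (1 higher and 0 lower of 18), -1.33 for bipolar cells (1 and 0 of 7), -0.06 for Müller glia (1 and 2 of 10), -0.45 for ganglion cells (0 and 0 of 8), -0.65 for horizontal cells (0 and 1 of 6), -1.28 for other amacrine cells (1 and 2 of 10) and 0.22 for microglia, vessels and pigment epithelium (1 and 1 of 4). The median was -0.67 for progenitor and cell cycle genes (1 and 0 of 12), -0.19 for dissociation and stress genes (2 and 3 of 16) and -0.48 for mitochondrially encoded genes (0 and 3 of 13). In the library sets alone, chosen after the result was seen, the photoreceptor median was 0.28 in sets a and -0.32 in sets b and the Müller glia median -0.71 and 0.85, of which 0.28 and 0.85 lay above the random lists, while horizontal cell markers in sets a (-1.23) lay below them. The bipolar and other amacrine lists lay below the middle 95% of random lists of like expression, but the bipolar list did not with FPKM (-0.66), in sets a (-0.71) or in sets b (-1.04). The bipolar list holds Isl1, which these cells express, and the other amacrine list holds the neuropeptide genes Npy (-1.54) and Cck, which was at 129 CPM at P16 and 0.33 CPM before. The vascular receptor gene Kdr was at 261.6 CPM at P1 and 27.0 CPM at P16, and the stress genes Dusp1 and Jun had ratios of 2.85 and -3.54.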
